# Feeding a *Saccharomyces cerevisiae* fermentation product improves udder health and immune response to a *Streptococcus uberis* mastitis challenge in mid-lactation dairy cows

**DOI:** 10.1186/s40104-021-00560-8

**Published:** 2021-04-08

**Authors:** M. Vailati-Riboni, D. N. Coleman, V. Lopreiato, A. Alharthi, R. E. Bucktrout, E. Abdel-Hamied, I. Martinez-Cortes, Y. Liang, E. Trevisi, I. Yoon, J. J. Loor

**Keywords:** Dairy cow, Mastitis, RNA-sequencing, *Saccharomyces cerevisiae* fermentation product, Udder health

## Abstract

**Background:**

We aimed to characterize the protective effects and the molecular mechanisms of action of a *Saccharomyces cerevisiae* fermentation product (NTK) in response to a mastitis challenge. Eighteen mid-lactation multiparous Holstein cows (*n* = 9/group) were fed the control diet (CON) or CON supplemented with 19 g/d NTK for 45 d (phase 1, P1) and then infected in the right rear quarter with 2500 CFU of *Streptococcus uberis* (phase 2, P2). After 36-h, mammary gland and liver biopsies were collected and antibiotic treatment started until the end of P2 (9 d post challenge). Cows were then followed until day 75 (phase 3, P3). Milk yield (MY) and dry matter intake (DMI) were recorded daily. Milk samples for somatic cell score were collected, and rectal and udder temperature, heart and respiration rate were recorded during the challenge period (P2) together with blood samples for metabolite and immune function analyses. Data were analyzed by phase using the PROC MIXED procedure in SAS. Biopsies were used for transcriptomic analysis via RNA-sequencing, followed by pathway analysis.

**Results:**

DMI and MY were not affected by diet in P1, but an interaction with time was recorded in P2 indicating a better recovery from the challenge in NTK compared with CON. NTK reduced rectal temperature, somatic cell score, and temperature of the infected quarter during the challenge. Transcriptome data supported these findings, as NTK supplementation upregulated mammary genes related to immune cell antibacterial function (e.g., *CATHL4*, *NOS2*), epithelial tissue protection (e.g. *IL17C*), and anti-inflammatory activity (e.g., *ATF3*, *BAG3*, *IER3*, *G-CSF*, *GRO1*, *ZFAND2A*). Pathway analysis indicated upregulation of tumor necrosis factor α, heat shock protein response, and p21 related pathways in the response to mastitis in NTK cows. Other pathways for detoxification and cytoprotection functions along with the tight junction pathway were also upregulated in NTK-fed cows.

**Conclusions:**

Overall, results highlighted molecular networks involved in the protective effect of NTK prophylactic supplementation on udder health during a subclinical mastitic event.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40104-021-00560-8.

## Background

Bovine mastitis, an inflammation of the mammary gland, is one of the most-common and economically-important diseases in the dairy industry. Primarily caused by bacterial intramammary infection (IMI), predominantly *Escherichia coli*, *Streptococcus uberis*, and *Staphylococcus aureus* [1], clinical cases affect almost the totality of producers (99.7%), and approximately a quarter of all cows in the United States [2]. Despite advances in treatment and prevention, these numbers have increased throughout the past 25 years [2–4]. With yearly prevention costs ranging between $70 to $100 per cow [5, 6], and a variable estimated cost to an American farmer of up to $420–450 per case [5, 7, 8], the economic impact of this disease is evident.

Traditionally, treatment of clinical cases of mastitis and control of mastitis in dairy herds utilize antimicrobial agents as a blanket approach of antibiotic. However, given societal concerns, dairy production systems have a renewed focus to reduce the reliance on nonselective antibiotic use and develop new and sustainable strategies to manage and control infectious disease [1]. Nutritional interventions emphasizing the immune system and prevention, rather than curing IMI, are of interest to researchers, feed companies, and producers. Fermentation products specifically derived from *Saccharomyces cerevisiae* (SCFP) were reported to increase leukocyte function both *in vitro* and *in vivo* [9, 10], and generated beneficial health effects in other physiological scenarios involving immunological challenges [11–14]. When their efficacy against mastitis was tested in 25 large-scale commercial herds throughout the United States, SCFP reduced incidence of mastitis, and lowered their linear score when present [15]. The SCFP used in that and the current study is a dried product that contains multiple vitamins and antioxidants, including polyphenols; however, the precise components and composition are proprietary and not publicly-available. In addition to antioxidants and vitamins found in SCFP, other bioactive compounds including fermentation end-products, β-glucans, and other components of the yeast cell can modulate the immune response in humans as well as animals by priming the innate and adaptive immune response through activation of immune cells [16, 17].

In the current study, our objective was to investigate the efficacy of SCFP (NutriTek®, Diamond V, Cedar Rapids, IA, USA) during a case of subclinical mastitis, modeled via an IMI challenge involving *Strep. uberis*, and to address its molecular mechanism of action. *Strep. uberis*, a Gram-positive and coagulase-negative bacteria, was chosen as one of the major pathogen that causes environmental mastitis, leading to both clinical and subclinical cases, some of which could turn chronic and eventually cow-associated [18].

Animal systemic response and the effect of SCFP supplementation on clinical parameters and a comprehensive blood biomarker panel were characterized. Furthermore, the local response and physiological mechanisms of mammary gland tissue were assessed via RNA-sequencing combined with bioinformatics analysis. Our hypothesis was that SCFP supplementation (bioactive mixture of compounds) would reduce the severity of mastitis by activating local leukocyte responses and epithelial tissue defenses.

## Methods

All procedures involving animals received approval from the Institutional Care and Use Committee at the University of Illinois, Urbana (protocol no. 17166).

### Experimental design and treatments

Eighteen multiparous Holstein cows past peak lactation (> 60 d postpartum) from the University of Illinois dairy herd were used for this study. To be eligible, cows must have exhibited composite milk somatic cell count < 200,000 cells/mL in two consecutive Dairy Herd Improvement Association (DHIA) samplings, and cows must not have been treated for clinical mastitis or any other diseases during early lactation. Furthermore, the current lactation must have not been the result of a twin pregnancy. Eligible cows were housed in individual tie-stalls, had free access to water, and were milked three times daily at 04:00, 12:00, and 19:30 h. Diet was provided ad libitum as a TMR once daily at 08:00 h. Ration was formulated to meet NRC (2001) requirements (Suppl. Table 1). After 1 week. of adaptation, cows were assigned to one of two treatments: a control group receiving the basal diet with no supplementation (CON; *n* = 9), and a supplemented group receiving 19 g/d of a *Saccharomyces cerevisiae* fermentation product (NTK; NutriTek®, Diamond V, Cedar Rapids, IA; *n* = 9) manually top-dressed over the basal diet, as per manufacturer recommendations. Groups were balanced for DIM, lactation number, intake, milk production, body weight, body condition score, and somatic cell count (Suppl. Table 2). Throughout the experiment cows were fed to ensure approximately 5 kg of daily refusals as fed, and feed offered was adjusted daily. Samples of the TMR, individual forages, cottonseed, concentrate mixes, and orts were collected weekly and analyzed for DM content (AOAC, 1995). As-fed formulations of TMR were adjusted weekly, if necessary, to account for changes in DM content of forages.

The experimental period lasted 75 days total and was divided into 3 phases: (i) phase 1, from the beginning of the experimental period until day 44, (ii) phase 2, from day 45 to 53, which represents the mastitis challenge period, and (iii) phase 3, from day 54 to 75, to observe the recovery from the challenge.

### Intramammary mastitis challenge

At day 45 of the experimental period, the first day of phase 2, all cows from both groups were subjected to a mastitis challenge via intramammary injection of 2500 colony forming units (CFU) of *Strep. uberis* (NIRD-0140 J strain; Drs. G. Dahl and C. Jeong, University of Florida, Gainesville, [19]). Upon delivery in agar, a bacterial colony was plated via sterile loop in sterile conditions on a tryptic soy agar (TSA) plate, and incubated overnight at 37 °C. The following day a single colony was selected and the process was repeated to ensure colony purity. Afterwards, purified colonies were inoculated into 1 mL of sterile 15% glycerol, vortexed thoroughly, and stored at − 80 °C. Two days prior the challenge, a piece of ice was retrieved from the stored vial, plated under sterile conditions on a TSA plate, and incubated at 37 °C overnight. The following day a single colony from the plate was inoculated into 5 mL of sterile tryptic soy broth (TSB) in a test tube and incubated in a shaking incubator at 37 °C overnight. The following day (morning of the challenge) bacterial concentration was calculated via optical density at 600 nm (OD_600_) measured by spectrophotometry (e.g., 1.0 OD_600_ equal 5 × 10^8^ CFU/mL). The bacterial solution was then serially diluted to a final concentration of 2500 CFU/mL in sterile PBS. Part of the inoculum was plated overnight at 37 °C on TSA to confirm the concentration. Resulting counts were between 2000 and 2500 CFU/mL.

After the morning milking, cows from both treatments (i.e., CON and NTK) were moved back to their stall for the *Strep. uberis* challenge. Before inoculation, the right rear quarter was cleaned with 70% isopropyl alcohol pads (Milk Check Teat wipes, Kleen Test Products Corp., Port Washington, WI, USA) and infused with 1 mL of bacterial inoculum with a sterile disposable syringe fitted with a plastic disposable teat cannula (Jorgensen Labs, Inc., Loveland, CO, USA). Immediately following inoculation, the inoculum was massaged upward in the quarter, and both rear teats were immersed in a teat disinfectant containing 1% iodine. Due to the labor intense sampling post inoculation, cows were inoculated in batches of 2 or 4, balanced per treatment. As indicated by visual and manual inspection and SCS data prior to inoculation, all inoculated quarters were healthy at the time of inoculation. After 36 h from the challenge, following the afternoon milking of the following day, both rear quarters were biopsied and treated with a daily infusion of 125 mg of ceftiofur HCl (SpectraMast LC, Pfizer Animal Health, Kalamazoo, MI, USA) for 7 consecutive days, terminating the challenge. Day 53 of the experimental period represents the end of phase 2, as the first day without antibiotic treatment. Animals were then followed (phase 3) to monitor their recovery from the mastitis event up to day 75 of the experimental period, which represent a full month (e.g., 30 d) from the inoculation intramammary of *Strep. uberis*. At the end of phase 2, two animals (one per each treatment group) developed severe mastitis in non-challenged quarters that sustained a reduction of DMI and near total cessation of lactation due to cross contamination of the infection to other quarters, and were removed from the study, reducing the number of animals per group to 8 in phase 3.

### Data and sample collection

#### Production parameters

Dry matter intake and milk production were recorded daily. Composite milk samples were prepared in proportion to milk yield at each milking, preserved (800 Broad Spectrum Microtabs II; D & F Control Systems Inc., San Ramon, CA, USA), and analyzed for contents of fat, protein, lactose, solid-not-fat (SNF), milk urea nitrogen (MUN), and SCC by mid-infrared procedures (AOAC International, 1995) in a commercial laboratory (Dairy Lab Services, Dubuque, IA, USA). Due to the consequences of the biopsy procedure on the challenged quarter (bloody milk and clots), daily production data from day 47 through 49 of the experiment were dropped from the final data set, and composite milk collection was not conducted during phase 2. On day 46 of the experimental period, production data from the evening was dropped as well as the first data after the surgical procedure. Body weight (BW) and body condition score (BCS) were recorded weekly. Three individual scorers were used at each time point and their scores were averaged to avoid bias.

#### Blood collection and analysis

Blood was sampled from the coccygeal vein at 0 (right after inoculation), 12, and 36 (right before biopsy) h from inoculation with *Strep. uberis*. Furthermore, samples were taken also at 3, 7, and 9 d after inoculation, which corresponded to 72, 168, and 216 h from the challenge. These samples were collected after the morning milking before feed distribution into vacutainer tubes containing lithium heparin (BD Vacutainer, BD and Co., Franklin Lakes, NJ, USA) and placed on ice. Plasma was obtained by centrifugation at 2000×*g* for 15 min at 4 °C and aliquots stored at − 80 °C until further analysis. Concentration of non-esterified fatty acids (NEFA), β-hydroxybutyrate (BHB), glucose, cholesterol, urea, minerals (Ca, P, Mg, Na, K, Cl, and Zn), ceruloplasmin, albumin, aspartate aminotransferase (AST), γ-glutamyl transferase (GGT), bilirubin, alkaline phosphatase, haptoglobin, creatinine, paraoxonase (PON), total reactive oxygen metabolites (tROM), myeloperoxidase (MPO), ferric reducing ability of plasma (FRAP), interleukin-1β (IL1β), interleukin-6 (IL6), and nitric oxides (NO_x_, NO_2_, and NO_3_) were analyzed as previously described, using a combination of ELISA, colorimetric, and UV methodologies [20, 21].

Samples collected at 0, 12, and 36 h from bacterial inoculation, including a baseline sample 48 h prior to inoculation, were also analyzed for innate immune cells response, measuring monocyte and neutrophil phagocytosis capacity and oxidative burst activity via a flow cytometry-based assay as previously described [21].

#### Clinical parameters

During phase 2, several health and clinical parameters were collected to assess the animal response to the intramammary challenge. Rectal body temperature, and heart and respiration rates were measured at − 24, 0, 6, 12, 18, 24, 30, and 36 h relative to *Strep. uberis* infusion. At the same time points udder temperature for each rear quarter was measured using an infrared camera (FLIR Systems, Inc., Wilsonville, OR, USA). Individual rear quarter milk samples were collected at − 1, 6, 13, 22, and 30 h approximately relative to *Strep. uberis* infusion (corresponding to five consecutive milking around the challenge time) for SCC analysis. SCC were converted to the linear somatic cell score (SCS), calculated as log_2_(SCC/100,000) + 3 where SCC is in units of cells/mL. For udder quarter data (temperature and SCS) a delta was calculated between the right rear (challenged) and left rear (non-challenged control) of each cow to better account for the individual response to the intramammary challenge (i.g., Δ = x_right_ − x_left_).

#### Liver and mammary gland biopsies

Liver and mammary gland rear quarter (challenged, and control) tissues were harvested approximately 36 h post intramammary challenge and on day 73 of the experimental period (~ 30 d post challenge) from all animals enrolled via percutaneous biopsy. The procedure was conducted under mild general anesthesia with xylazine and local anesthesia with lidocaine HCl. Due to the systemic nature of the liver as an organ, its tissue was sampled first. Liver biopsies were harvested using the same procedures as described previously [22]. For mammary gland tissue, a 3-cm incision was made through the skin and subcutaneous tissue, and then separated from the mammary capsule at the incision site. Approximately 150–200 mg of tissue was removed using a biopsy needle (Bard Magnum, 12 gauge × 16 cm; C. R. Bard Inc., Murray Hill, NJ, USA). Pressure was applied for 10 min to the incision area with sterile gauze to prevent excessive bleeding. The skin incision was then closed with 11 mm Michel clips and antimicrobial ointment applied to the incision site. Clots resulting from the biopsies were removed by hand at each milking over the following 3 d. Both tissue samples were immediately frozen in liquid nitrogen and stored at − 80 °C until further analysis.

### RNA-sequencing analysis

#### RNA extraction

Only the rear right quarter (challenged with the *Strep. uberis* inoculum) was used for mammary gland RNA extraction and subsequent analysis. Tissue was weighted (~ 0.05 g), immediately placed in QIAzol Lysis Reagent (Qiagen, Hilden, Germany) (1 mL) and homogenized using a Mini-Beadbeater-24 (Biospec Products Inc., Bartlesville, OK, USA) with two 30 s cycles, and 1 min incubation on ice in between the cycles. Samples were then centrifuged for 10 min at 12,000×*g* and 4 °C, and the supernatant was transferred to a separate tube and mixed with chloroform (0.2 mL). After centrifugation for 15 min at 12,000×*g* and 4 °C, the aqueous phase was transferred to a new tube, mixed with 100% ethanol (0.75 mL), and total RNA was cleaned using miRNeasy mini kit columns (Qiagen, Hilden, Germany) following manufacturer’s protocols. During purification, genomic DNA was removed using the RNase-Free DNase Set (Qiagen, Hilden, Germany). Quantity was determined using a Qubit Fluorometer (Invitrogen, Carlsbad, CA, USA), while integrity was assessed via a Fragment Analyzer™ (Agilent Technologies, Santa Clara, CA, USA). All samples had an RQN (RNA quality number) score greater than 7.0. RNA samples were stored at − 80 °C until analysis.

#### Library construction, and sequencing

A total of 16 animals (*n* = 8 per treatment group) were used for analysis. After quality control, samples were handed to the DNA Service Lab of the University of Illinois Roy J. Carver Biotechnology Center for library preparation and sequencing. RNA-seq libraries were constructed with the TruSeq Stranded mRNA Sample Prep kit (Illumina, San Diego, CA, USA). The final libraries were quantitated with a Qubit Fluorometer (Invitrogen, Carlsbad, CA, USA) and the average library fragment length was determined on a Fragment Analyzer™ (Agilent Technologies, Santa Clara, CA, USA). The libraries were diluted to 10 nM and further quantitated by qPCR on a CFX Connect Real-Time qPCR system (Biorad, Hercules, CA, USA) for accurate pooling of the barcoded libraries and maximization of number of clusters in the flowcell. Libraries were pooled by tissue and loaded on 4 lanes (2 per tissue) of an 8-lane flowcell for cluster formation and sequenced on an Illumina HiSeq 4000. The libraries were sequenced from one end of the cDNA fragments for a total of 100 bp. The fastq read files were generated and demultiplexed with the bcl2fastq v2.20 Conversion Software (Illumina, San Diego, CA, USA). The quality of the resulting fastq files was evaluated with the FastQC software, which generates reports with the quality scores, base composition, k-mer, GC and N contents, sequence duplication levels and overrepresented sequences. 

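The paper's totals in Suppl. Table 3 ran from 21813367 to 29238686 reads (median 26417429) in the 16 mammary gland libraries at 36 h and from 20504164 to 27365531 (median 23571087) in those at 30 d post inoculation. For the liver, they ran from 17773263 to 23947267 (median 21495634) at 36 h and from 17700191 to 28372000 (median 22248385) at 30 d. Summed over genes, the deposited counts made up 74.8 to 87.9% of the paper's uniquely aligned reads in the mammary gland at 36 h and 57.5 to 85.2% at 30 d. In the liver, they made up 75.5 to 84.1% at 36 h and 76.6 to 87.8% at 30 d.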

On average, 20–25 million reads per samples were obtained (Suppl. Table 3).

### Statistical analysis of phenotypic data

Statistical analysis was performed in SAS v9.4 (SAS Institute, Cary, NC, USA), and conducted by phase. All data were subjected to repeated measures ANOVA using PROC MIXED. Dietary treatment (TRT), time, and their interaction (TRT×time) were used as fixed effect. Time was omitted as a factor when only one data point was collected (e.g., in phase 2) for some measurements. Cow was the random effect. For analysis in phase 1, data collected during the adaptation phase, prior to treatment imposition, were used as a covariate. The Kenward-Roger statement was used to compute the degrees of freedom. Covariance structure for the repeated measurement were tested and the most appropriate (e.g., better fitting statistics) was chosen for each analysis. For intake, milk production and composition, BW, and BCS Autoregressive 1 was chosen. Spatial power was implemented for clinical data (body and udder temperature, respiration and hearth rate), blood analysis, and immune function data, while compound symmetry was selected for SCS data around the challenge. Normality of the residuals was checked via PROC UNIVARIATE. All data were normally distributed. Statistical significance was determined at *P* ≤ 0.05, whereas tendencies were considered at 0.05 < *P* ≤ 0.10.

### Transcriptome sequencing data processing and statistical analysis

Data were analyzed separately by tissue (mammary gland, or liver). Alignments and counts were performed on the Carl R. Woese Institute for Genomic Biology Biocluster of the University of Illinois High-Performance Biological Computing. Single-end reads were first filtered using Trimmomatic 0.33 [23] with a minimum quality score of 28 (i.e., base call accuracy of 99.84%) leading and trailing with a minimum length of 30 bp long and subsequently checked using FastQC 0.11.6 (Babraham Institute, Cambridge, UK). No reads were filtered as all had scores greater than 28. Reads were then mapped to the *Bos taurus* UMD 3.1.1 reference genome using default settings of STAR 2.6.0 [24]. Uniquely aligned reads were quantified using feature Counts [25] in the Subread package (v1.5.2) based on the Refseq gene annotation (% mapping reported in Suppl. Table 3).

Further data analysis was conducted using R. 3.5.1 (R Core Team, 2018). Reads uniquely assigned to a gene were used for subsequent analysis. Genes were filtered if 3 samples did not have > 1 count per million mapped reads. A TMM (trimmed mean of M-values) normalization was applied to all samples using edgeR [26]. After data were log_2_-transformed, edgeR was used to conduct differential expression analyses. The applied statistical model included dietary treatment, time, and their interaction as fixed effect. Differentially expressed genes (DEG) across time points were determined with a combination of fold-change (> 1.5 or < − 1.5) and raw *P*-value (< 0.05) thresholds to balance for reproducibility, sensitivity, and specificity or results [27, 28] as done in previous publications from our laboratory [29–31]. For the purpose of the current paper, bioinformatics analysis was conducted only on the treatment comparisons (NTK vs. CON) at 36 h post-challenge, to focus on the immediate molecular mechanism in response to the challenge, rather then the long-term recovery from it.

### Bioinformatics analysis

The dynamic impact approach (DIA) was used for Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of DEG. The detailed methodology of DIA is described elsewhere [32]. Differently from the Excel-based published approach, the current analysis was performed in R 3.5.1. For the analyses, pathways with at least 4 genes represented in the transcriptome database were selected. Furthermore, pathways related to KEGG category “Human diseases” and Organismal system subcategories “Digestive system”, “Excretory system”, and “Sensory system” were not considered as not pertinent to the analyzed tissues. The DIA pathway analysis yields two core metrics for each pathway: impact and flux. The term impact refers to the biological importance of a given pathway as a function of the change in expression of genes composing the pathway (proportion of DEG and their magnitude) in response to a treatment, condition, or change in physiological state [32]. Consequently, the direction of the impact, or flux, characterizes the average change in expression as up-regulation/activation, down-regulation/inhibition, or no change.

## Results

### Performance

During phase 1, except for BCS (*P*_(TRT)_ = 0.07), no main effect of treatment was detected (*P*_(TRT)_ > 0.10). NTK cows tended to have slightly higher BCS (Table 1). Except for MUN (*P*_(Time)_ = 0.14), time effects were detected for all parameters (*P*_(Time)_ < 0.10). Milk yield, DMI (kg and %BW), fat and solids percentage, and SCS had a decreasing trend over time, while BW, BCS, and protein and lactose percentage tended to increase (Fig. 1, and Suppl. Figs. 1, 2, and 3). An interaction of treatment and time was observed for BW (*P*_(TRT×Time)_ = 0.02), but no statistical differences between treatment groups were detected at any time point.

**Table 1:** Milk yield and composition, dry matter intake, and body weight and body condition of cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) or a control diet (CON) subjected to an intramammary inflammation challenge with *Streptococcus uberis*. Data are separated according to experimental period: treatment feeding (Phase 1; 0–44 d), bacterial inoculation and challenge (Phase 2; 45–53 d), post antibiotic recovery (Phase 3; 54–75 d)

Parameter^**b**^	TRT^**a**^		SEM	***P***-value		
	CON	NTK		TRT	Time	TRT×Time
***Phase 1***						
Milk yield (daily), kg	35.98	36.33	1.22	0.84	<.0001	0.93
Milk yield (cumulative), kg	1571	1645	152	0.73	–	–
DMI, kg DM	23.73	24.30	0.63	0.53	0.001	0.95
DMI, % BW	1.44	4.46	0.04	0.69	0.001	0.98
BW, kg	754.3	759	4.7	0.49	<.0001	0.02
BCS	2.62	2.78	0.06	0.07	0.002	0.14
Fat, %	3.82	3.78	0.14	0.83	0.0002	0.35
Protein, %	3.69	3.72	0.03	0.54	0.01	0.15
Lactose, %	4.79	4.89	0.02	0.18	0.08	0.48
Solids, %	12.41	12.51	0.17	0.67	0.002	0.17
MUN, %	12.22	12.84	0.43	0.31	0.14	0.96
SCS	1.75	1.60	0.27	0.71	<.0001	0.45
***Phase 2***						
Milk yield (daily), kg	26.44	30.17	2.91	0.38	<.0001	0.08
Milk yield (by milking), kg	8.82	10.60	1.06	0.25	<.0001	0.01
Milk yield (cumulative), kg	160.9	196.5	19.7	0.22	–	–
DMI, kg DM	22.21	23.27	1.13	0.51	0.04	0.11
DMI, % BW	1.35	1.37	0.09	0.84	0.01	0.45
BW, kg	742.6	759.2	29.9	0.69	–	–
BCS	2.72	2.80	0.22	0.77	–	–
***Phase 3***						
Milk yield (daily), kg	27.54	32.84	3.35	0.28	0.0002	0.71
Milk yield (cumulative), kg	593.6	704.4	74.6	0.31	–	–
DMI, kg DM	22.04	22.47	1.50	0.85	0.46	0.11
DMI, % BW	1.31	1.32	0.10	0.96	0.50	0.08
BW, kg	766.6	773.7	16.8	0.77	0.89	0.95
BCS	2.75	2.92	0.15	0.43	0.74	0.15
Fat^c^, %	–	–	–	–	–	–
Protein, %	3.91	3.72	0.15	0.39	0.68	0.76
Lactose, %	4.71	4.75	0.03	0.35	0.49	0.08
Solids, %	11.97	11.49	0.38	0.39	0.44	0.95
MUN, %	10.35	10.24	1.13	0.94	0.05	0.91
SCS	2.86	2.65	0.52	0.78	0.006	0.74

^a^*TRT* Treatment, *CON* Control, *NTK* NutriTek® supplemented group (19 g/d)

^b^*DMI* Dry matter intake, *BW* Body weight, *BCS* Body condition score, *MUN* Milk urea nitrogen, *SCS* Somatic cell score, calculated as log_2_(SCC/100,000) + 3, were SCC (somatic cell count) was expressed in unit of cells per microliter

^c^Phase 3 fat content is not reported due to missing samples during shipping for analysis that reduced the n per group and prevented the model to converge

**Fig. 1:**
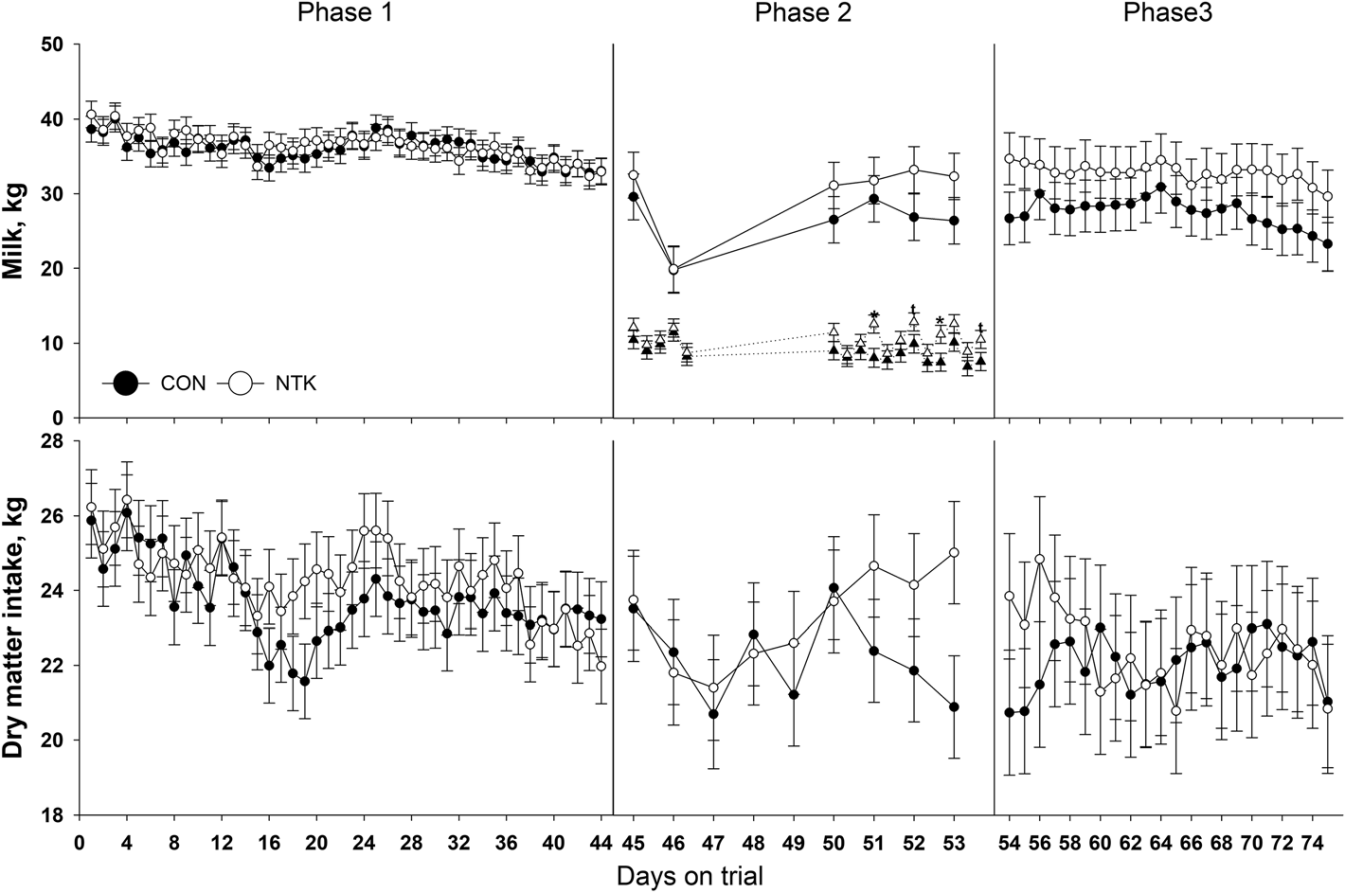
Milk yield and dry matter intake of cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) or fed a control diet (CON) subjected to an intramammary inflammation challenge with *Streptococcus uberis*. Data are separated according to experimental period: treatment feeding (Phase 1; 0–44 d), bacteria inoculation and challenge (Phase 2; 45–53 d), post antibiotic recovery (Phase 3; 54–75 d). For Phase 2, milk yield is represented both as daily values (sum of the three daily milkings, circles with full lines) or as single milking values (e.g., morning, noon, and evening yield for the corresponding day on trial, triangles with dotted lines). Superscripts represent differences among groups within each time point (*, *P* < 0.05; t, 0.05 < *P* < 0.10)

During phase 2, no main effect of treatment was detected for performance parameters (*P*_(TRT)_ > 0.10). The imposition of the challenge caused an initial depression of daily milk yield and DMI, with lowest values reached at day 46 and 47, respectively, followed by recovery of both parameters towards the end of the phase (*P*_(Time)_ < 0.05). (Table 1, Fig. 1, and Suppl. Fig. 1). Milk yield per milking displayed a daily fluctuation. An interaction of treatment and time was detected for both daily (*P*_(TRT×Time)_ = 0.08) and per milking (*P*_(TRT×Time)_ = 0.01) milk yield in phase 2. For daily milking no difference between groups was detected within each time point, while NTK cows had higher (*P* < 0.05) milk production in morning and night milkings on day 51 and 52, respectively, while there was a tendency (*P* < 0.10) for higher milk yield for NTK in the day 52 morning milking and day 53 evening milkings (Fig. 1).

Similar to phase 1 and 2, no main effect of treatment was detected during phase 3 (*P*_(TRT)_ > 0.10), while a time effect was observed for daily milk yield, percentage of MUN, and SCS (*P*_(Time)_ < 0.05), with all decreasing over time (Fig. 1, and Suppl. Fig. 3). An interaction of treatment and time was observed for lactose (*P*_(TRT×Time)_ = 0.08), as NTK supplemented cows had greater (*P* < 0.05) milk lactose percentage at 10 weeks. (Suppl. Fig. 3).

### Clinical parameters in response to bacterial inoculation

A time effect was observed for all parameters (*P*_(Time)_ ≤ 0.05) except for delta udder temperature (*P*_(Time)_ = 0.08), and monocyte oxidative burst (*P*_(Time)_ = 0.26, Table 2). Systemic clinical signs (rectal temperature, heart and respiration rate) displayed circadian changes with an overall upward trend in response to the challenge (Fig. 2). Similarly, udder clinical signs of inflammation (SCS, udder temperature, and their equivalent delta measurements) had an upward trend following the challenge (Fig. 3). Phagocytosis capacity of both monocytes and neutrophils had stable values from − 48 to 12 h relative to inoculation, with an elevated percentage at 36 h post-inoculation. However, neutrophil oxidative burst decreased from − 48 to 12 h relative to inoculation, followed by an increase to an intermediate level at 36 h (Fig. 4).

**Table 2:** Clinical parameters in response to an intramammary inflammatory challenge with *Streptococcus uberis* in animal fed a control diet (CON), or a diet supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK)

Parameter^**2**^	TRT^**1**^		SEM	***P***-value		
	CON	NTK		TRT	Time	TRT×Time
**Phase 2**						
***Systemic***						
Rectal temp, °C	38.71^a^	38.53^b^	0.05	0.02	<.0001	0.05
Respiration rate, × min	75.73	80.24	1.93	0.11	<.0001	0.34
Heart rate, × min	27.05	25.7	1.69	0.58	0.0002	0.49
***Udder specific***						
Temp, challenged quarter, °C	42.55	43.18	0.71	0.54	0.005	0.96
Temp, delta, °C	0.717	0.002	0.251	0.06	0.08	0.37
SCS, challenge quarter	3.46	2.55	0.55	0.25	<.0001	0.29
SCS, delta	1.11^a^	-0.46^b^	0.52	0.05	<.0001	0.20
***Circulating immune function***						
Phagocytosis, monocytes, % cells	17.08^a^	12.45^b^	1.55	0.05	0.0005	0.01
Phagocytosis, neutrophils, % cells	20.54	19.00	1.84	0.55	0.02	0.03
Oxidative burst, monocytes, % cells	37.59	38.00	3.18	0.92	0.26	0.95
Oxidative burst, neutrophils, % cells	73.4	77.55	2.83	0.30	0.05	0.77

^1^*TRT* Treatment, *CON* Control, *NTK* NutriTek® supplemented group (19 g/d)

^2^Delta values are calculated as the difference between measures in the right rear quarter (challenged with 2500 CFU of *Strep. uberis*) and measures in the left rear quarter (unchallenged); *SCS* Somatic cell score, calculated as log_2_(SCC/100,000) + 3, were SCC (somatic cell count) was expressed in unit of cells per microliter

^a,b^Different superscripts denote statistical differences between the means (*P* < 0.05)

**Fig. 2:**
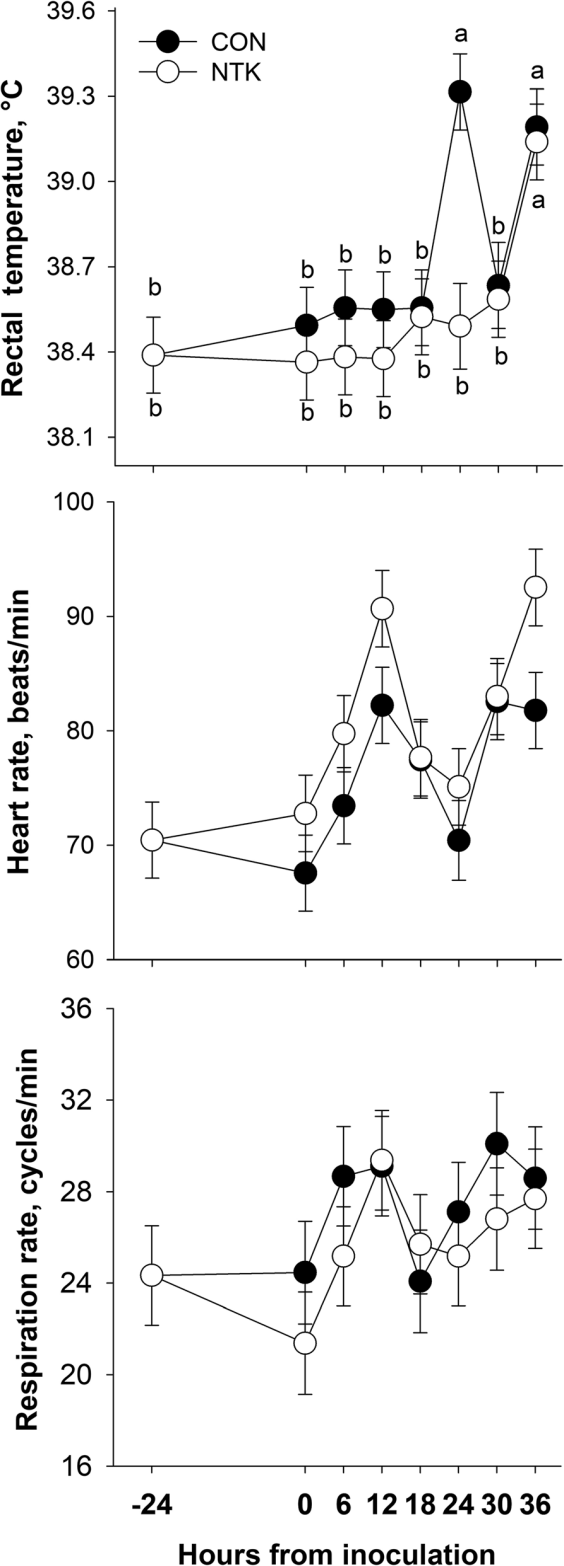
Clinical parameters of cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) or fed a control diet (CON) subjected to an intramammary inflammation challenge with *Streptococcus uberis* after 45 d of supplementation. Different superscripts indicate significant difference (*P* < 0.05) between values and are reported when the interaction of treatment and time is significant (*P* < 0.05)

**Fig. 3:**
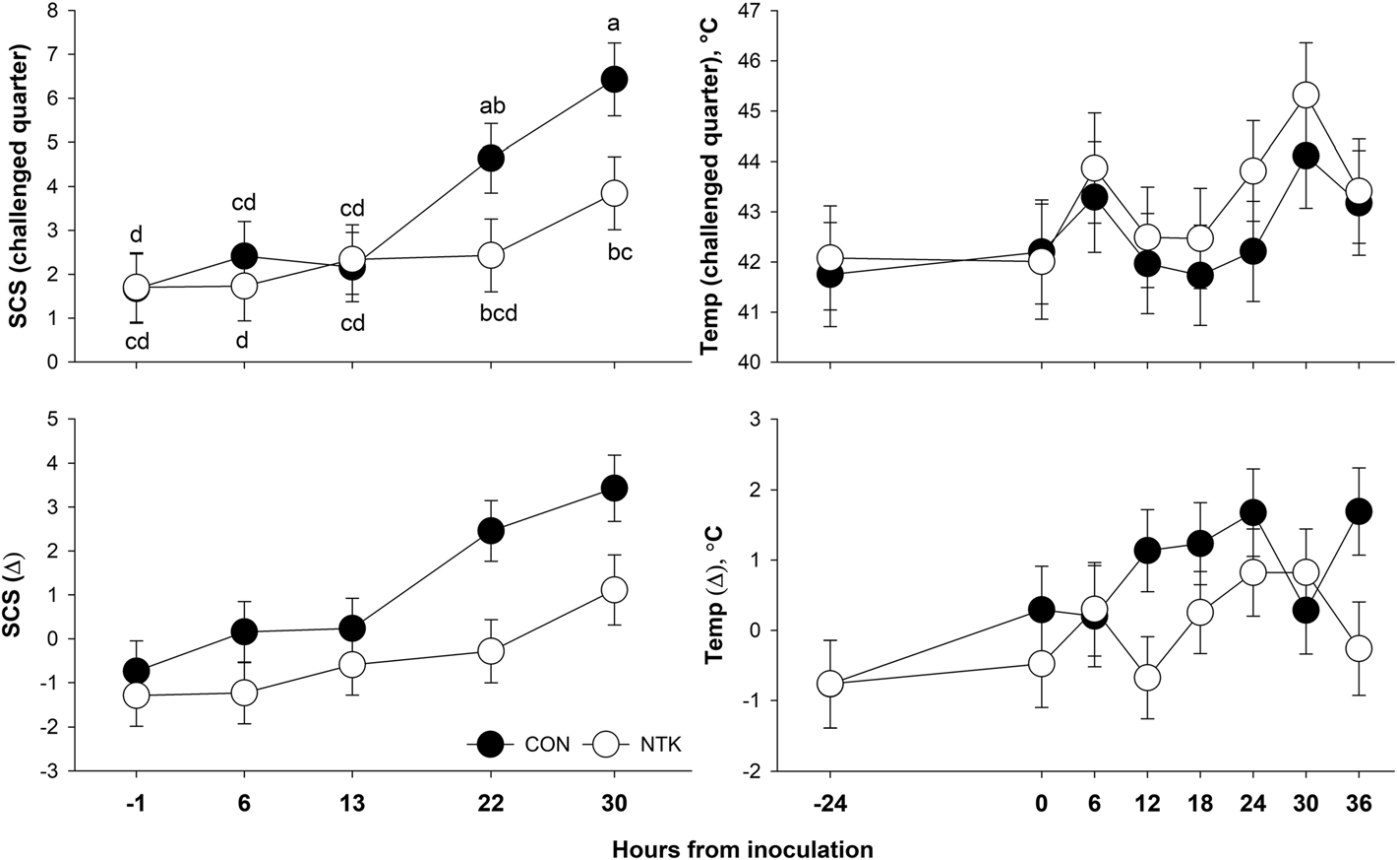
Linear somatic cell score and quarter temperature of cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) or fed a control diet (CON) subjected to an intramammary inflammation challenge with *Streptococcus uberis* after 45 d of supplementation. Data are expressed as recorded measurement in the challenged rear right quarter, or as delta subtracting the values measured in the non-challenged rear left quarter of each animal. Different superscripts indicate significant difference (*P* < 0.05) between values and are reported when the interaction of treatment and time is significant (*P* < 0.05)

**Fig. 4:**
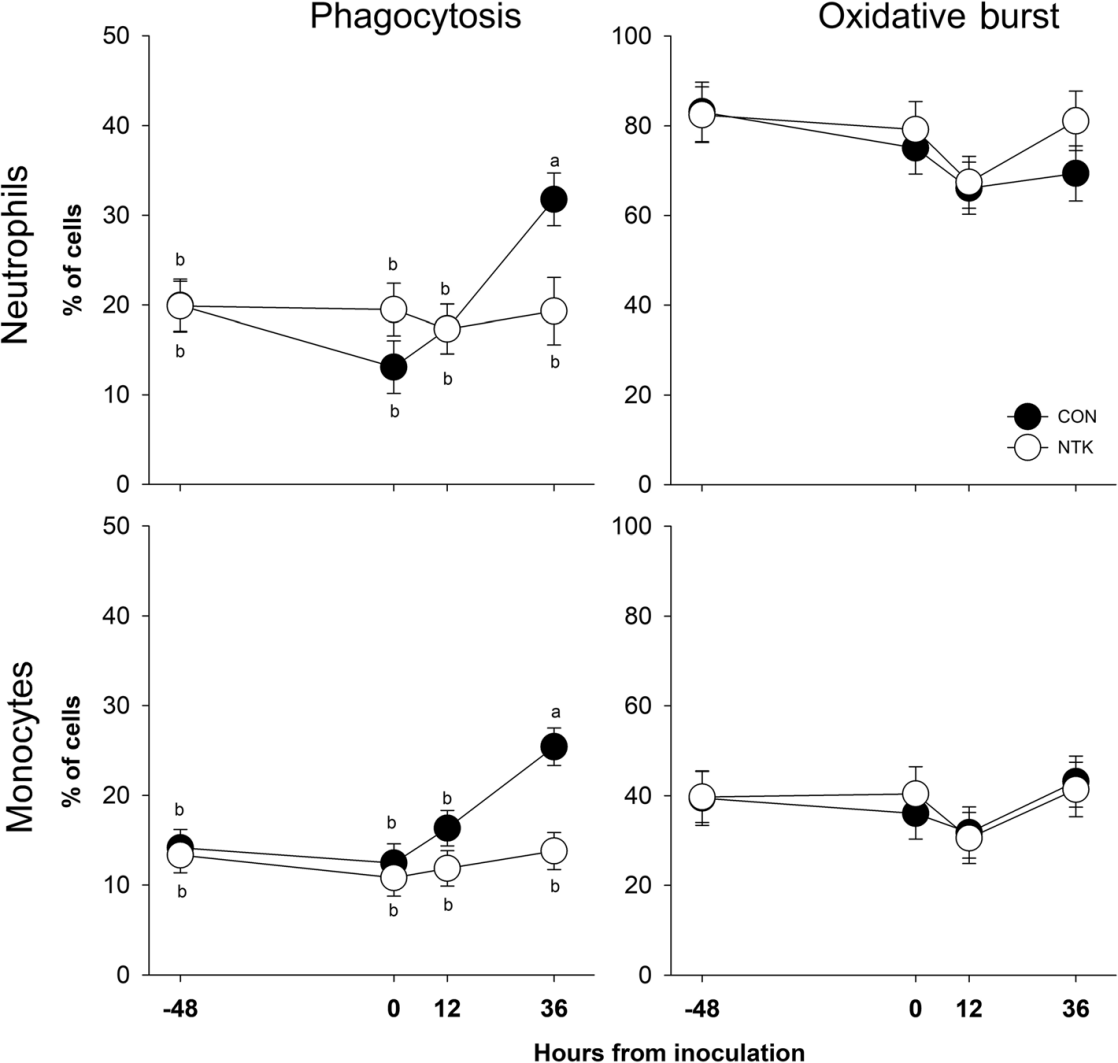
Circulating immune cells phagocytosis and oxidative burst capacity of cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) or fed a control diet (CON) subjected to an intramammary inflammation challenge with *Streptococcus uberis* after 45 d of supplementation. Different superscripts indicate significant difference (*P* < 0.05) between values and are reported when the interaction of treatment and time is significant (*P* < 0.05)

Dietary treatment had an effect on systemic and local clinical parameters and circulating immune function. Rectal temperature (Table 2, Fig. 2) was lower overall and specifically at 24 h post challenge for cows supplemented with NTK compared with control fed cows (*P*_(TRT)_ = 0.02 and *P*_(TRT×Time)_ = 0.05). At the udder, NTK supplemented cows tended to have a lower delta temperature (*P*_(TRT)_ = 0.06), and overall lower (*P*_(TRT)_ = 0.05) delta SCS (Table 2), mostly due to lower SCS values in the challenged quarter toward the end of the IMI challenge (Fig. 3). Feeding NTK lowered (*P*_(TRT)_ = 0.05) overall circulating phagocytosis capacity of monocytes (Table 2). An interaction with time (*P*_(TRT×Time)_ < 0.05) revealed how feeding NTK lowered both monocyte and neutrophil phagocytosis capacity at 36 h post inoculation (Fig. 4).

### Blood biomarkers

All metabolic parameters changed over time (*P*_(Time)_ < 0.05) with circadian concentration fluctuation in the first 36 h, and up or downwards trends post biopsy (Table 3, and Suppl. Fig. 4). A trend was observed for greater blood urea concentration in NTK supplemented animals, and an interaction of treatment and time was observed for creatinine concentration (*P*_(TRT×Time)_ = 0.05, Suppl. Fig. 4).

**Table 3:** Blood parameters in response to an intramammary inflammatory challenge with *Streptococcus uberis* in animal fed a control diet (CON), or a diet supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK)

Parameter^**2**^	TRT^**1**^		SEM	***P***-value		
	CON	NTK		TRT	Time	TRT×Time
**Phase 2**						
***Metabolism***						
Glucose, mmol/L	4.68	4.74	0.12	0.70	<.0001	0.99
NEFA, mmol/L	0.119	0.124	0.013	0.81	0.04	0.16
BHB, mmol/L	0.513	0.519	0.031	0.87	<.0001	0.75
Cholesterol, mmol/L	5.65	5.19	0.32	0.32	0.0004	0.92
Urea, mmol/L	4.55	5.00	0.17	0.08	<.0001	0.40
Creatinine, μmol/L	79.33	80.05	1.91	0.79	<.0001	0.05
***Inflammation and acute phase proteins***						
IL-1β, pg/mL	80.93	47.44	24.7	0.35	0.13	0.05
IL-6, pg/mL	284.7	293.3	44.2	0.89	0.16	0.76
MPO, U/L	433.8	427.4	18.5	0.81	<.0001	0.27
Haptoglobin, g/L	0.555	0.546	0.101	0.94	<.0001	0.33
Albumins, g/L	37.84	37.93	0.52	0.90	<.0001	0.85
Bilirubin, total, μmol/L	2.38	2.12	0.13	0.17	0.06	0.11
Ceruloplasmin, μmol/L	3.18	3.14	0.24	0.90	<.0001	0.79
***Oxidative status***						
ROMt, mg H_2_O_2_/100 mL	16.57	16.26	0.86	0.80	<.0001	0.68
NO_x,_ μmol/L	21.91	21.55	0.50	0.62	0.01	0.93
NO_2,_ μmol/L	5.33	5.31	0.29	0.96	0.04	0.74
NO_3,_ μmol/L	16.72	16.15	0.36	0.28	0.15	0.97
FRAP, μmol/L	132.3	134.2	5.3	0.80	<.0001	0.35
Paraoxonase, U/mL	91.1	90.09	4.74	0.88	0.001	0.95
***Liver enzymes***						
Alkaline phosphatase, U/L	56.80	63.89	4.53	0.28	<.0001	0.54
AST, U/L	88.85	115.19	10.84	0.10	<.0001	0.40
GGT, U/L	31.32	38.06	4.15	0.27	<.0001	0.89
***Minerals***						
Ca, mmol/L	2.43^a^	2.55^b^	0.03	0.01	0.009	0.28
Cl, mmol/L	101.8	101.5	0.6	0.75	<.0001	0.34
K, mmol/L	4.55	4.57	0.05	0.80	0.004	0.83
Mg, mmol/L	1.06	1.01	0.02	0.09	<.0001	0.71
Na, mmol/L	142.8	143.7	0.4	0.17	<.0001	0.05
P, mmol/L	1.97	1.94	0.08	0.78	0.10	0.70
Zn, μmol/L	9.84	11.20	1.06	0.37	<.0001	0.66

^1^*TRT* Treatment, *CON* Control, *NTK* NutriTek® supplemented group (19 g/d)

^2^*NEFA* Non-esterified fatty acids, *BHB* β-hydroxy butyrate, *MPO* Myeloperoxidase, *IL1β and IL6* Interleukin 1 beta and 6, *NO*_*x*_ Nitric oxides, *FRAP* Ferric reducing ability of plasma, *ROMt* Total reactive oxygen metabolites, *GGT* γ-glutamyl transferase, *AST* Aspartate aminotransferase

No main effect of treatment (*P*_(TRT)_ > 0.10) was observed for inflammation biomarkers and acute phase proteins. Concentrations of MPO, haptoglobin, albumin, and ceruloplasmin were affected by time (*P*_(Time)_ < 0.0001), with a downward trend for albumin and an upward trend for others (Suppl. Fig. 5). A tendency was observed for changes in bilirubin over time (*P*_(Time)_ = 0.06), as its concentration tended to increase 36 h post inoculation. An interaction of dietary supplementation and time was observed for IL-1β (*P*_(TRT×Time)_ = 0.05) (Suppl. Fig. 5).

No treatment effect, or interaction with time, was detected for biomarkers of oxidative stress (*P*_(TRT and TRT×Time)_ > 0.10). Except for NO_3_ concentration (*P*_(Time)_ = 0.15), there was a Time effect for other parameters in this category (*P*_(Time)_ < 0.05). ROM concentration was higher at 168 and 216 h post inoculation, while NO_x_, NO_2_, FRAP, and PON concentrations were at their lowest at the same time points (Suppl. Fig. 6). FRAP concentration also peaked at 12 h post inoculation, while that of PON dipped at the same time point (Suppl. Fig. 7).

Time affected all measured liver enzymes (*P*_(Time)_ < 0.0001), with downward trends over time (Suppl. Fig. 7). Except for a tendency (*P*_(TRT×Time)_ > 0.10) for greater AST in NTK supplemented cows (Table 3), no main effect of treatment or interactions with time were observed for these parameters.

Except for phosphorus (Table 3) with a tendency (*P*_(Time)_ = 0.10), concentrations of minerals were affected by time (*P*_(Time)_ < 0.01). Magnesium and zinc concentrations were lowest at 36 and 72 h post inoculation, then increased to pre-challenge levels (Suppl. Fig. 8). Likewise, concentration of potassium was lowest at 36 h post inoculation, then increased to values equivalent to previous time points. Concentrations of chlorine and sodium peaked at 12 and 36 h post inoculation. Afterwards, sodium concentration returned to basal levels, whereas chlorine was stable at intermediate values compared with 0, 12, and 36 h post inoculation. A main effect of dietary supplementation was observed for calcium concentration (*P*_(TRT)_ = 0.01), and an interaction with time was identified for sodium concentration (*P*_(TRT×Time)_ = 0.05). NTK cows displayed greater overall levels of calcium, and higher levels of sodium at 0 and 36 h post inoculation (Suppl. Figs. 5 and 8).

### RNA sequencing and bioinformatics analysis

Liver and mammary gland samples from the right rear quarter (inoculated with *Strep. uberis*) collected 36 h post inoculation and on day 73 of the experimental period were used for transcriptomic analysis. However, the current manuscript focuses specifically on the treatment comparison (NTK vs. CON) at 36 h post inoculation.

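The deposited data covered 64 libraries from 16 cows, 8 fed CON and 8 NTK (19 g/d), with 1 mammary gland and 1 liver library of each cow at 36 h and 1 of each at 30 d post inoculation with 2500 CFU. For each library, the authors aligned single-end stranded reads to the bovine genome UMD 3.1.1 with STAR and counted them on the exons of 30336 genes with featureCounts in its reverse-stranded mode. The deposited values were these counts, whole numbers without normalization. Total counts per mammary gland library at 36 h were 15821659 to 23571001 (median 21146198) in CON and 16364115 to 23662456 (median 21463752) in NTK cows. Liver libraries at 36 h held 14087415 to 17457054 counts (median 16363348) in CON and 14907287 to 18489522 (median 16024461) in NTK cows. The 10 largest genes took a median of 46.4% of the counts in the mammary gland at 36 h (range 13.5 to 67.7%) and 23.6% in the liver (range 19.0 to 37.7%), with similar medians on both diets in the mammary gland (46.6% in CON, 45.6% in NTK) and a higher one in NTK liver (26.6% against 21.2%). The paper's stated filter (more than 1 CPM in at least 3 libraries), TMM normalization and model (diet, time and their interaction) were applied to the 32 libraries of each tissue in edgeR. This kept 16083 genes in the mammary gland and 14580 in the liver. The diet contrast at 36 h was tested by edgeR's quasi-likelihood F-test, from which the standard error (SE) of each log2 fold change (NTK over CON) was taken. *P* values of this test are unadjusted unless stated. Gene by gene, the mean log2 CPM (prior count 2) of the 8 NTK cows was also compared with that of the 8 CON cows by a two-sided exact permutation test over all 12870 splits of the 16 cows. The cows had been inoculated in batches of which the labels name none, so that no value could be given within a batch. In 3 liver libraries (CON cow 609 and NTK cow 8788 at 36 h, NTK cow 9279 at 30 d), the genes that differ most steadily between cows matched another cow than the label. They were kept under their labels, and liver counts and some means of gene lists without them are given beside the results. Values of single liver genes and the overlap of the tissues are not given without them. Where leaving out a cow brought a gene below the filter, its value without the cow came from a fit that kept the genes of the full filter, a setting chosen after the values were seen.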

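At the paper's thresholds (unadjusted *P* below 0.05 and a fold change above 1.5 in either direction), 226 of the 16083 genes tested in the mammary gland differed between the diets at 36 h post inoculation, 148 higher and 78 lower in NTK cows. An unadjusted *P* below 0.05 alone was reached by 286 genes, 1.8% of those tested. After Benjamini-Hochberg adjustment, 0 genes were below 0.05 by the quasi-likelihood test, with a smallest adjusted *P* of 1.0, and likewise 0 by edgeR's likelihood ratio test, DESeq2 and limma voom. The number of genes past the thresholds moved most without a filter on low counts (750 genes, 433 higher and 317 lower) and with limma voom in place of edgeR (66 genes). Leaving out 1 cow gave 162 (without cow 9247) to 616 genes (without cow 844). It exceeded 1.5 times the full count without cow 609 also (390 genes). With a fold change threshold of 2, 151 genes remained, 102 higher and 49 lower, and these held all 150 genes of the paper's lists. The 3 genes with the lowest *P* among those higher in NTK cows were *HSPA1A*, *GUCY2C* (log2 fold change 1.84, SE 0.46, exact permutation *P* = 0.0267) and *ITPRID1*. Those among the lower genes were *CYSLTR2* (log2 fold change -1.64, SE 0.47, exact permutation *P* = 0.00793), *LRP2* (-3.36, SE 1.02, 0.0113) and *TNFRSF21* (-1.02, SE 0.33, 0.0455). Without CON cow 8923, the log2 fold change of *LRP2* was -0.93, and that of *GUCY2C* was 1.07 without NTK cow 9279. *ITPRID1* had 167 counts over 3 of the 8 NTK cows and 1 count in CON, a count ratio per total counts of 162 with a 95% exact binomial interval of 28.6 to 6431 that covers counting error only.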

In the mammary gland, NTK supplementation caused differential expression of 150 genes at 36 h post inoculation, of which 102 were upregulated and 42 downregulated (Suppl. Tables 4 and 5). NTK supplementation impacted a total of 94 pathways, of which 72 were upregulated and 22 downregulated. The summary of the DIA analysis (Suppl. Fig. 9) revealed an overall broad impact of NTK supplementation on non-metabolic pathways, with a general upregulation. Metabolically, NTK supplementation impacted pathways related to energy, lipid, and amino acids metabolism, while no effect on carbohydrate and secondary metabolism was detected. A model was built using the most recurring genes in the impacted metabolites (Fig. 5). All impacted pathways in the mammary gland are reported in Figs. 6 and 7.

**Fig. 5:**
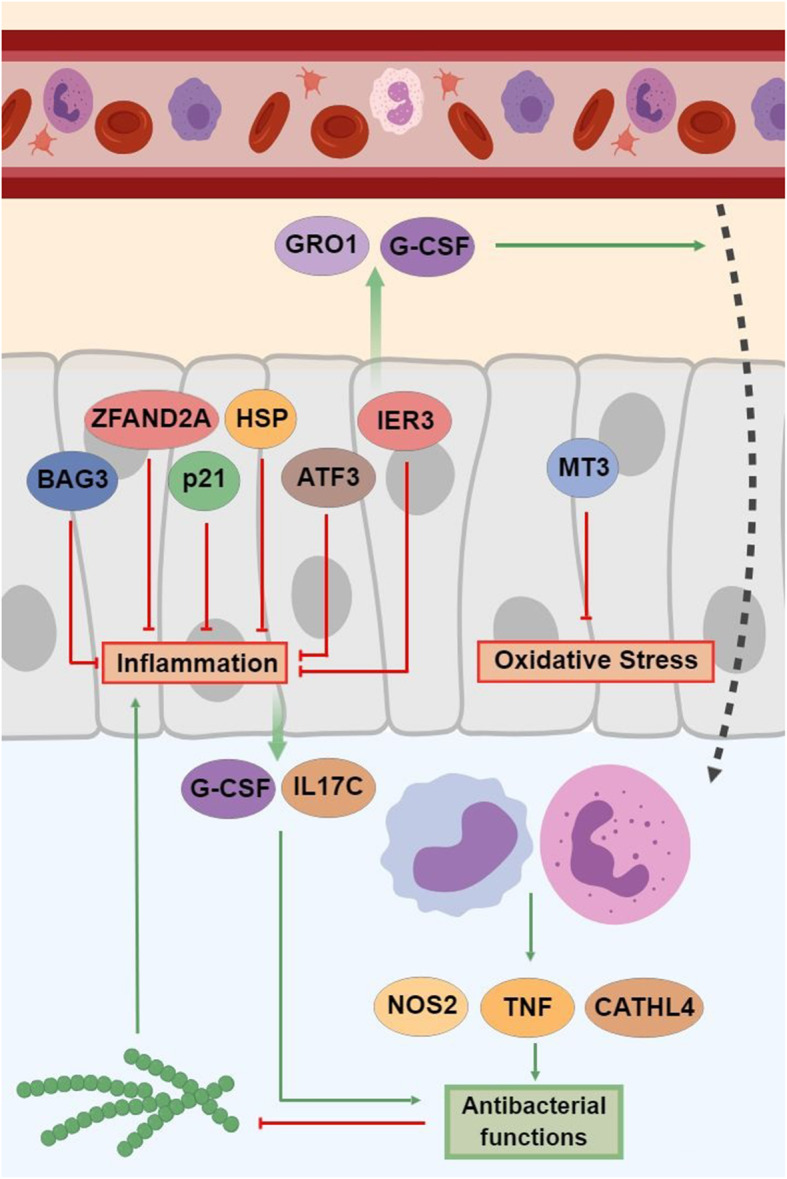
Molecular model summarizing the nutrigenomic effects on mammary gland tissue of dietary supplementation with a *Saccharomyces cerevisiae* fermentation product (NTK) compared to animals fed a control diet in response to an intramammary inflammatory challenge with *Streptococcus uberis*. From top to bottom the figure represents the mammary gland circulatory system, the mammary epithelium, and the lumen, where monocytes and neutrophils migrate in response to bacteria inoculation. The represented genes were upregulated by NTK supplementation, leading to the upregulation of functions in green, and downregulation of functions in red

**Fig. 6:**
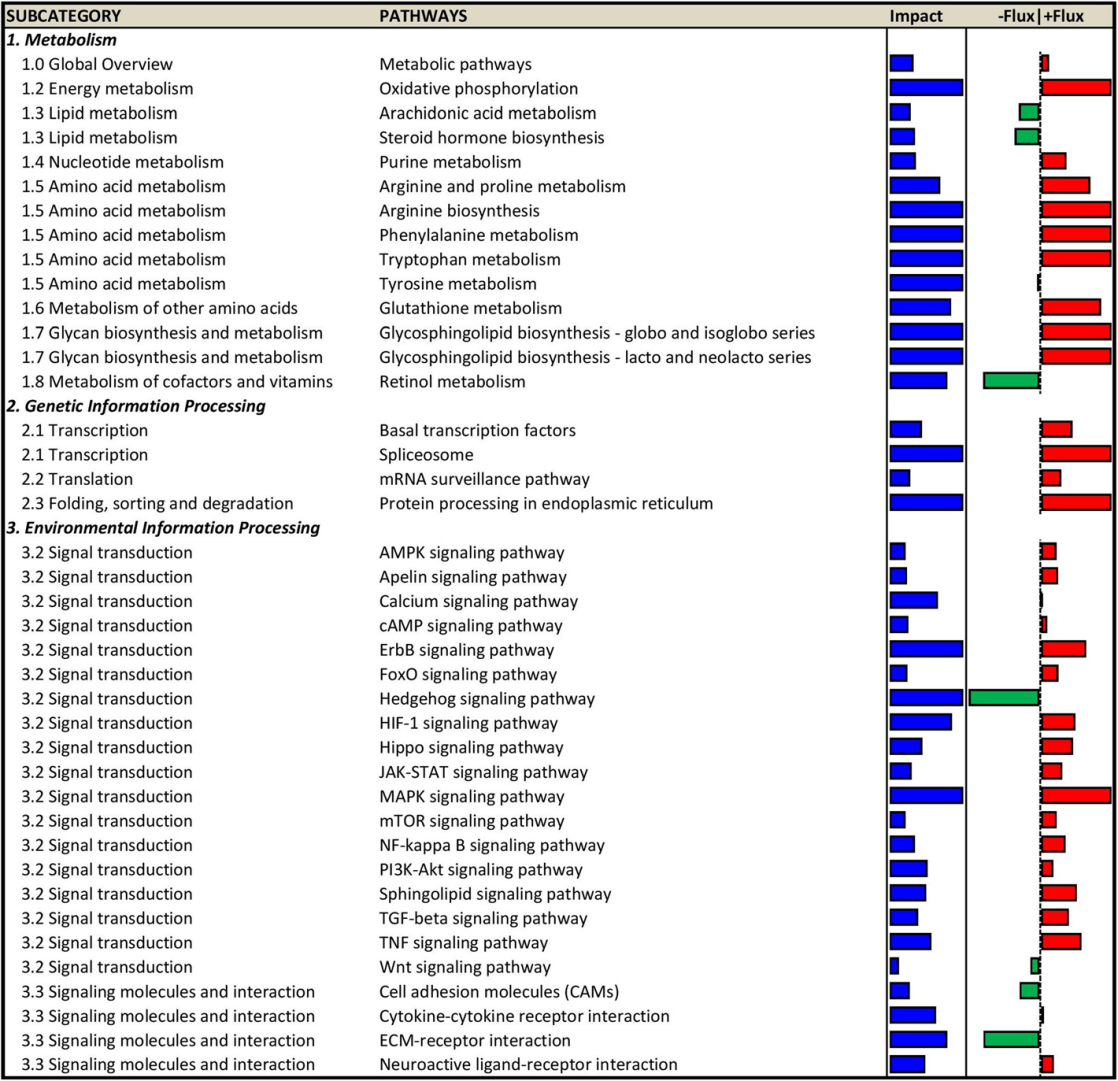
Activity of ‘metabolism’, ‘genetic information processing’, and ‘environmental information processing’ related pathway in mammary gland tissue collected 36 h post inoculation with *Streptococcus uberis* in dairy cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) compared to animals fed a control diet (CON). The impact (blue) represents the biological importance of the pathway, while the impact its direction of regulation. Positive flux (red) indicate upregulation, while negative flux (green) indicates downregulation of a pathway activity in the comparison NTK vs. CON

**Fig. 7:**
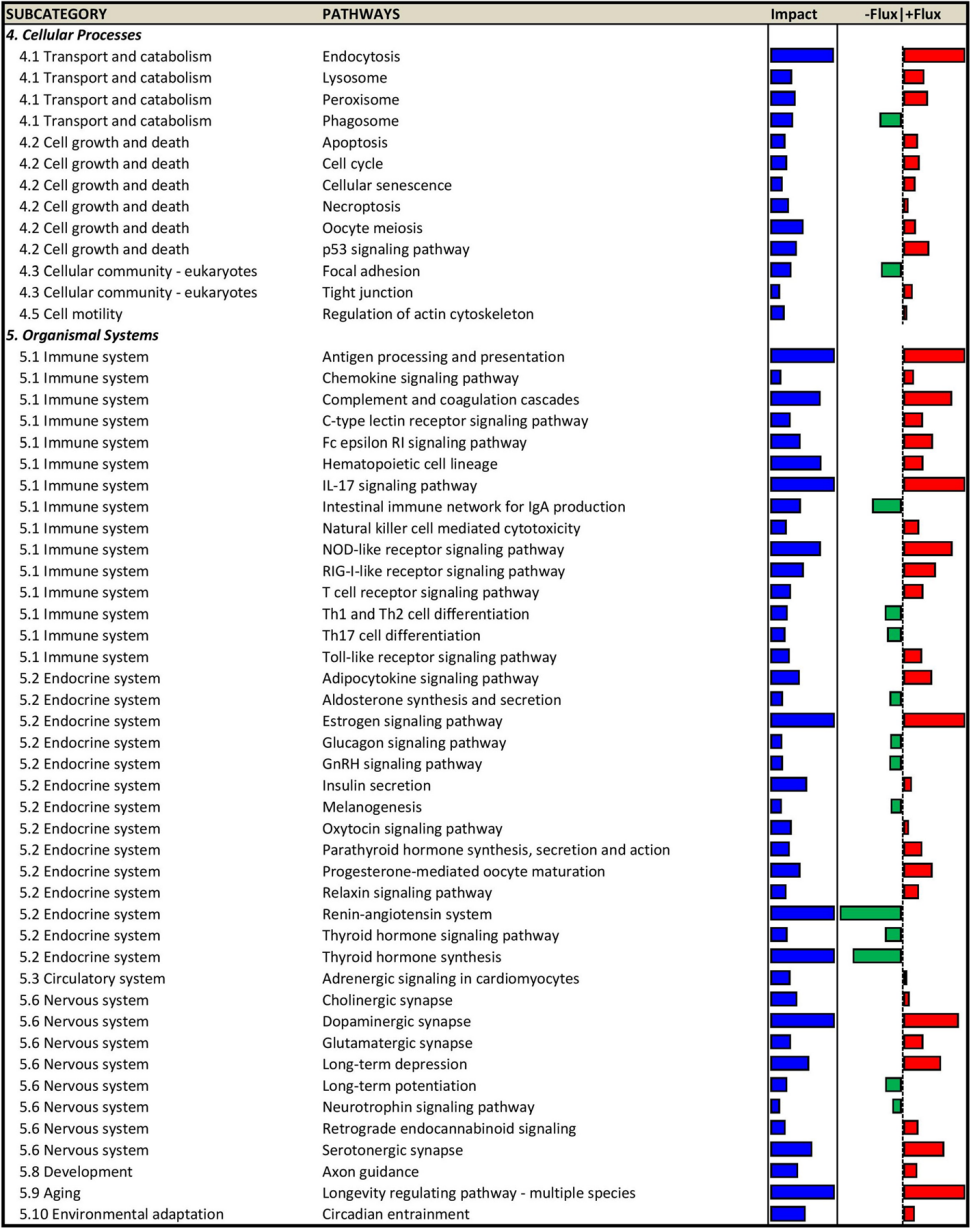
Activity of ‘cellular processes’, and ‘organismal systems’ related pathway in mammary gland tissue collected 36 h post inoculation with *Streptococcus uberis* in dairy cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) compared to animals fed a control diet (CON). The impact (blue) represents the biological importance of the pathway, while the impact its direction of regulation. Positive flux (red) indicate upregulation, while negative flux (green) indicates downregulation of a pathway activity in the comparison NTK vs. CON

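In the liver at 36 h post inoculation, 238 of the 14580 genes tested passed the same thresholds, 155 higher and 83 lower in NTK cows, and 398 genes (2.7%) had an unadjusted *P* below 0.05. After adjustment, 0 genes were below 0.05 by edgeR's quasi-likelihood test (smallest adjusted *P* 0.961), 0 by its likelihood ratio test and by limma voom, and 1 by DESeq2 (*HSPA1A*, adjusted *P* 0.026, with a range of 0.026 to 1.0 over the alternatives for this gene). Among settings with all cows, the count past the thresholds changed most without a low-count filter (746 genes, 370 higher and 376 lower) and was 101 with a fold change threshold of 2 (61 higher, 40 lower). It was 162 without the 3 libraries that matched another cow. Leaving out 1 cow gave from 132 (without NTK cow 9279) to 904 genes (without CON cow 844), with 150 without NTK cow 1416. It was 385 without CON cow 8, 430 without CON cow 8909, 493 without NTK cow 89, 534 without NTK cow 9014 and 482 without NTK cow 9227. *WHRN* (gene ID 533033, chromosome 8, 105331194 to 105422369, minus strand) was among the 3 genes with the lowest *P* that were higher in NTK cows, at 21.2 ± 11.7 CPM against 11.0 ± 2.48 CPM in CON (mean ± SD, n = 8 each). Its log2 fold change was 0.95 (SE 0.23), with an exact permutation *P* of 0.0113 and a range of 0.69 to 1.06 with each cow left out. The 3 lowest *P* values among genes lower in NTK cows were those of *LOC101904039* (log2 fold change -4.17, SE 1.08, exact permutation *P* = 0.0193, and -3.32 without CON cow 8923), *LOC101903139* (-2.35, SE 0.63, 0.0113) and *SULT1C2* (-1.67, SE 0.47, 0.00963).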

At the level of the liver, NTK supplementation caused the differential expression of 50 genes at 36 h post inoculation, of which 28 were upregulated and 22 were downregulated (Suppl. Table 6). Pathway analysis revealed fewer changes in this tissue compared with mammary gland (Suppl. Fig. 9). NTK supplementation affected a total of 56 pathways, of which 43 were upregulated and 13 downregulated. Limited effects were observed metabolically, with only lipid and amino acid metabolism slightly impacted, and downregulated by NTK supplementation. The effect on non-metabolic pathways was similar to that observed in the mammary gland, with broad upregulation of most pathways in these categories. All impacted pathways in liver tissue are reported in Suppl. Fig. 10.

## Discussion

Although feeding SCFP can modulate the immune response resulting in a beneficial response to the herd in terms of lower mastitis incidence and a reduction in linear score [15], mechanisms of action remain unclear. The present study provides evidence of how NTK improves cow responses to an IMI challenge of *Strep. uberis* by increasing their bactericidal and functional capacity, while protecting the host cells from the inflammatory damage and cytotoxic side effects of an innate immune response.

After 45 d of supplementation, i.e. at the end of phase 1, no performance differences were detected between groups. A published meta-analysis observed increased production performance in dairy cows fed SCFP, with greater intakes in early-lactation and the reverse in late-lactation resulting in overall greater efficiency [33]. The lack of change in production parameters in the current study is probably attributable to lack of sufficient biological replication. In fact, when a larger cohort of dairy cows at a similar stage of lactation as in the present study was supplemented with the same SCFP, both milk production and efficiency improved [34]. Regarding udder health, no effect of NTK was detected in phase 1, as SCS did not differ from CON. Previous reported effects were detected at the herd level [15], i.e. including cows at all stages of lactation, suggesting that the observed effects on mastitis incidence and linear score were driven by animals undergoing transition or drying off, when the incidence of the disease is most prevalent [35]. This suggestion is supported by the lack of changes in SCC in a study with mid-lactation dairy cows fed the same SCFP [34].

The occurrence of clinical signs (rectal temperature, heart and respiration rate, udder temperature, and SCS) indicated effectiveness of the pathogen in creating a subclinical mastitic event, an outcome frequently observed in the field during *Strep. uberis* IMIs [18]. This challenge remained confined to the mammary gland and did not become systemic, as there were no peripheral changes in blood acute-phase proteins (APP; albumin, haptoglobin), cytokines (IL1b, IL6), inflammatory markers (bilirubin, ceruloplasmin, liver enzymes, MPO), and biomarkers of oxidative stress (ROM, NO_x_, FRAP, PON). The lack of systemic changes could be due to the short duration of the challenge (36 h), while the systemic increase or decrease observed in these biomarkers beyond 36 h post inoculation were likely imputable to the surgical procedure (biopsy) of both mammary gland rear quarters. Despite the lack of changes in the first phase, when animals were kept under observation without the addition of external insults, effects of NTK supplementation were observed once the IMI challenge with *Strep. uberis* was imposed. The overall lower rectal temperature and SCS, together with lower corrected (infected minus control quarter) udder temperature and SCS underscored the effectiveness of NTK in reducing the severity of the IMI. In fact, by 30 h post inoculation, the infected quarter of NTK-supplemented cows had a SCS of 3.84, which corresponded to a SCC of 179,415 cells/mL, lower than the accepted threshold for a subclinical case [36], hence, classifying the quarter as healthy. In contrast, the infected quarter of control animals reached an SCS value of 6.43 (1,076,592 cells/mL), indicative of an ongoing mastitic event. These data validate what was previously observed in commercial operations, where cows fed the same SCFP experienced lower incidence of mastitis [15].

Once the validity of *Strep. uberis* IMI challenge as a mastitis model was established, and NTK supplementation counteracted its effects, the transcriptomic and bioinformatic analysis allowed a deeper understanding of the molecular mechanisms (at the tissue level) associated with the observed responses. A graphical model was built to summarize the information gathered via RNA-seq (Fig. 5). As an initial response to a pathogen invasion or injury, animal tissues send chemotactic signals into circulation to induce migration of leukocytes to the site of infection/lesion. Once they reach the site, leukocytes activate their antimicrobial machinery to fend off intruding pathogens. 

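*GRO1* (gene ID 281212, chromosome 6, 90822748 to 90824841, plus strand) was expressed at 108 ± 177 CPM (mean ± SD, n = 8) in NTK cows and 26.0 ± 35.9 CPM (n = 8) in CON in the mammary gland at 36 h post inoculation. The log2 fold change was 2.05 (SE 0.89, *P* = 0.028), a 4.14-fold difference, and the exact permutation *P* was 0.312. *CSF3* (gene ID 281096, chromosome 19, 40981392 to 40984001, plus strand) was at 62.7 ± 122 CPM in NTK cows and 16.2 ± 25.3 CPM in CON, a log2 fold change of 1.94 (SE 0.89, *P* = 0.0362, 3.84-fold) with an exact permutation *P* of 0.281. For both genes, the difference was smaller than the SD between the NTK cows. Cow 1416 had the highest level of both, 523 CPM of *GRO1* and 359.7 CPM of *CSF3*, against 153 and 67.9 CPM in the next NTK cow. Without this cow, the log2 fold change was 0.90 for *GRO1* and 0.32 for *CSF3*, and without CON cow 844 it was 2.61 and 2.83. Of the other settings, limma voom changed them most, to 1.06 and 1.03. The adjusted *P* over all genes was 1.0 for every gene of the mammary gland reported here at 36 h. Over the 30 genes reported here for this tissue that were taken from the paper's text and lists by their place there, and not by their *P* alone, 30 had a *P* below 0.05 when adjusted over the list alone, but the paper chose them on these libraries, so that this count is not independent evidence.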

The four-fold upregulation of *GRO1* and *CSF3* (also known as *CXCL1* and *G-CSF*, respectively) in NTK supplemented animals might suggest a greater chemotaxis and influx of immune cells to the mammary gland [37, 38]. Lower SCS data in NTK animals suggest that is not the case. However, CSF3 was reported to reduce chemotaxis and increase phagocytosis and oxidative burst activity of human neutrophils [39, 40], suggesting its upregulation to be toward enhancing functionality of residing immune cells, rather than chemotactic functions. Additionally, the upregulation of *IL17C* in NTK supplemented cows supports the ability of SCFP to stimulate epithelial tissue production of antibacterial peptides and proinflammatory molecules enhancing host defense [41].

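*IL17C* (gene ID 617538, chromosome 18, 13927641 to 13930551, plus strand) had 341 counts over 4 of the 8 NTK cows and 25 counts over 3 of the 8 CON cows, or 2.90 ± 5.53 CPM and 0.148 ± 0.301 CPM (mean ± SD). The log2 fold change was 4.06 (SE 1.44, *P* = 0.0114) and the exact permutation *P* 0.152. The highest level was 16.1 CPM in NTK cow 1416 and the next 3.81 CPM. Without cow 1416, the log2 fold change was 2.58, the lowest with any cow left out, and without CON cow 844 it was 5.47, the highest. Limma voom gave 1.77.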

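*TNF* (gene ID 280943, chromosome 23, 27533899 to 27537807, minus strand) was at 32.9 ± 58.5 CPM in NTK cows and 9.60 ± 10.9 CPM in CON (mean ± SD, n = 8 each), a log2 fold change of 1.76 (SE 0.67). The exact permutation *P* was 0.227, against *P* = 0.0135 in the edgeR test. *NOS2* (gene ID 282876, chromosome 19, 19758764 to 19790464, minus strand) was at 25.3 ± 55.4 CPM and 6.41 ± 7.97 CPM, a log2 fold change of 1.96 (SE 0.81, *P* = 0.021) with an exact permutation *P* of 0.465. *CATHL4* (gene ID 282166), which lies on an unplaced scaffold from 9049 to 10420, had 18 counts over 4 of the 8 NTK cows and 0 counts in the 8 CON cows. Cow 1416 held the highest levels of *TNF* (175 CPM, next NTK cow 35.6 CPM) and *NOS2* (162 CPM, next 16.4 CPM). When it was left out, the log2 fold change was 0.39 for *TNF*, and that of *NOS2* changed sign to -0.15. Leaving out CON cow 609 raised them to 2.39 and 2.49. The median CPM of *NOS2* was 2.91 in NTK cows and 2.94 in CON.

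**Figure D1:**
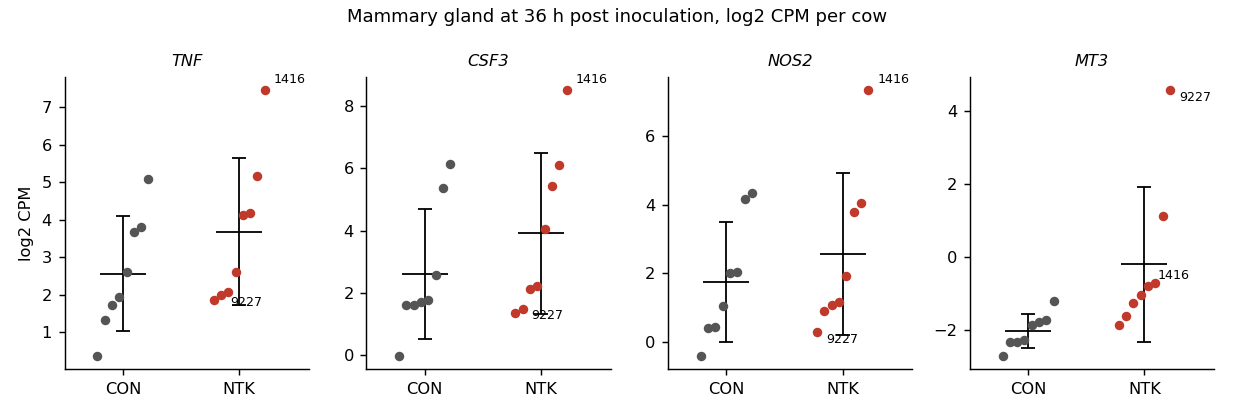
Log2 CPM of *TNF*, *CSF3*, *NOS2* and *MT3* in the mammary gland at 36 h post inoculation, 1 point per cow by diet, with the mean and SD of the 8 cows of each diet and cows 1416 and 9227 named. The highest NTK point of *TNF*, *CSF3* and *NOS2* is cow 1416, and that of *MT3* is cow 9227.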

When evaluating effect of increased host bactericidal capacity, the transcriptomic analysis revealed upregulation of *TNF*, *CATHL4*, and *NOS2*. TNF is the master-regulator of the inflammatory response, which orchestrates a powerful antimicrobial response by a variety of mechanisms [42], while *CATHL4* (cathelicidin-4 or indolicidin) is a tridecapeptide amide found in bovine neutrophil cytoplasmic granules with potent bactericidal function, capable of virtual sterilization of a suspension of *S. aureus* and *E. coli* [43]. Its high tryptophan content, important for its function, could also explain the strong activation in metabolism of this amino acid in NTK-supplemented cows, as *CATHL4* was upregulated more than 20-fold in these animals.

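With 0 counts in the CON cows, the fold change of *CATHL4* is a lower bound, at least 6.17-fold higher in NTK cows against a floor of 3 counts over the group. The fitted log2 fold change was 4.49 (SE 1.90, *P* = 0.0265), which depends on the prior count of the fit, and the exact permutation *P* was 0.0769. The highest level was 0.744 CPM in NTK cow 123 and the next 0.174 CPM. When cow 123 was left out, the fitted log2 fold change was 3.14.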

The protein encoded by *NOS2* is responsible for the synthesis of nitric oxide (NO), a potent cytotoxic molecule produced by neutrophils with the ability to further modulate their functionality (e.g., neutrophils extracellular traps) [44]. Synthesis of NO depends on the cellular pool of arginine, which explains the activation by NTK supplementation of pathways such as ‘arginine biosynthesis’ and ‘arginine and proline metabolism’ (Fig. 6). Interestingly, *CATHL4* expression in the parenchymal tissue of lactating cows was observed to be reduced during mastitic events [45]. However, milk collected from cows undergoing a clinically-induced mastitic event had greater levels [46, 47]. As previous authors suggested [45], we believe that its increased expression in the current experiment arose from the presence of infiltrating immune cells, rather than the epithelial cells itself. As SCS were lower in NTK cows, compared with CON, the greater *CATHL4* and *NOS2* expression could indicate a stronger antimicrobial activity of the infiltrating immune cells in NTK-supplemented cows.

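Levels of the cells in the biopsies were read from lists of marker genes, as the mean log2 CPM over each list per cow at 36 h. For 6 genes of leukocytes in general (such as *PTPRC* and *ITGB2*), the mean was 5.90 ± 0.60 in NTK cows and 5.65 ± 0.66 in CON (SD, n = 8 each), a difference of 0.25 (SE 0.31, exact permutation *P* = 0.428). The 10 neutrophil genes tested averaged 3.2 ± 2.26 in NTK cows and 2.59 ± 2.03 in CON (difference 0.61, SE 1.08, exact permutation *P* = 0.53). The 9 monocyte and macrophage genes differed by 0.14 (SE 0.31, exact permutation *P* = 0.662). None of these 3 differences exceeded the spread between cows. Single cows moved them, and all 3 were lowest without NTK cow 8950. With each cow left out, they were 0.11 to 0.41 (leukocytes), 0.25 to 1.05 (neutrophils) and -0.0 to 0.27 (monocytes and macrophages). From the lower SCS of NTK cows and the higher *CATHL4* and *NOS2*, the paper proposes a stronger antimicrobial activity of the infiltrating immune cells.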

Bioinformatics analysis may have also detected two additional molecular signatures of a lower, or milder, mastitic event in the NTK-supplemented cows. The negative flux of ‘arachidonic acid metabolism’ suggested greater activation in control cows compared with NTK. This response was due to a combination of genes responsible for the synthesis of HETE (5- and 15-hydroxyeicosatetraenoic acids). 

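The paper's lists hold *CYP4F2* and *HPGD*, 2 genes of eicosanoid synthesis and breakdown. Whether the pathway as the paper scored it holds them was not checked. *CYP4F2* (gene ID 507016, chromosome 7, 8550500 to 8566440, plus strand) was at 0.267 ± 0.274 CPM in NTK cows and 0.882 ± 1.49 CPM in CON (mean ± SD, n = 8 each). Its log2 fold change was -1.72 (SE 0.81, *P* = 0.0416, exact permutation *P* = 0.435), and -0.53 without CON cow 8909, which had 4.43 CPM. *HPGD* (gene ID 512259, chromosome 8, 6642815 to 6680546, minus strand) was at 3.12 ± 3.29 CPM and 8.84 ± 9.68 CPM, a log2 fold change of -1.50 (SE 0.70, *P* = 0.039, exact permutation *P* = 0.415), which was -0.95 without CON cow 9247 and -2.15 without NTK cow 9014. In a list of 14 genes of eicosanoid synthesis and breakdown, these 2 were the genes past the paper's thresholds by edgeR among the 12 tested. With DESeq2, 3 passed, and with limma voom 0. Of the 12, 3 had a higher fitted level in NTK cows, with a mean fitted log2 fold change of -0.59, and camera gave an adjusted *P* of 0.223, against 0.895 by fry. The mean log2 CPM of the 12 genes was 2.25 ± 0.27 in NTK cows and 2.38 ± 0.51 in CON, a difference of -0.13 (SE 0.21, exact permutation *P* = 0.522).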

Compared with healthy cows, a study involving dairy cows affected by coliform mastitis reported an elevation of these compounds in milk. Furthermore, the negative flux of ‘steroid hormone biosynthesis’ induced by greater expression of *STS* in control cows [48] suggested a poor pathogen resistance in control unsupplemented cows. 

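*STS* (gene ID 509206, chromosome X, 146611848 to 146751829, minus strand) had 32 counts over the 8 CON cows and 12 counts over 5 of the 8 NTK cows, or 0.234 ± 0.231 CPM and 0.0762 ± 0.0861 CPM (mean ± SD). The log2 fold change was -1.46 (SE 0.63, *P* = 0.0273) and the exact permutation *P* was 0.06. It was -0.96 without CON cow 8, the cow with the highest level (0.708 CPM). At this depth, single counts in several cows set the level of this gene.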

When STS-deficient mice were infected with the fungus *Candida albicans*, they displayed a greater antifungal activity [49]. Thus, the lower expression of STS in NTK cows could have caused a greater resistance to the *Strep. uberis* IMI challenge. These two hypotheses match the observed clinical data, but need to be further tested *in vitro* and *in vivo* experiments.

The inflammatory response is a beneficial process with the goal of containing and eradicating threats to the host organism. However, both dysregulation of its magnitude or duration can lead to detrimental effects such as damage to the host tissue and its functionality, and multiple chronic pathologies [50]. Considering this, specialized compounds and pathways that protect from these effects while helping the resolution of inflammation gain strategic importance in restoring tissue homeostasis. As discussed above, the evidence indicates that NTK supplementation led to more efficient inflammatory responses to the mastitic challenge, thanks to increased antimicrobial and inflammatory functions of the innate immune system after its cells translocated to the infected tissue and were activated in situ. However, most of the arsenal deployed by these cells (e.g., free radicals, NO) also can have substantial cytotoxic effects on host cells. To counteract these effects and protect host cells, a series of molecular mechanisms were activated in the udder of NTK-supplemented cows. For instance, upregulation of ‘glutathione metabolism’ together with upregulation (23-fold) of *MT3* expression might have allowed the tissue to respond to the oxidative challenge imposed by the production of ROS from phagocytes [51, 52]. 

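*MT3* (gene ID 613320, chromosome 18, 24134104 to 24135544, minus strand) was at 3.50 ± 8.24 CPM in NTK cows and 0.154 ± 0.0882 CPM in CON (mean ± SD, n = 8 each), from 581 and 19 counts. The log2 fold change was 4.51 (SE 1.20, *P* = 0.000733) and the exact permutation *P* 0.00202. All 8 NTK cows were above the CON median and 5 above every CON cow. Most of the counts came from NTK cow 9227, which was at 23.8 CPM against 2.11 CPM in the next, and without it the log2 fold change was 1.94. DESeq2 gave 1.92 and limma voom 2.29. Between the 36 h and 30 d mammary gland libraries of a cow, the intraclass correlation of *MT3* was 0.73. Of 30 glutathione genes tested (families of *GST*, *GPX* and related enzymes), 1 had an unadjusted *P* below 0.05, and 0 passed the paper's thresholds by edgeR, DESeq2 or limma voom or had a *P* below 0.05 when adjusted over the list alone. Their mean log2 CPM was 4.44 ± 0.21 in NTK cows and 4.42 ± 0.23 in CON (difference 0.02, SE 0.11, exact permutation *P* = 0.881).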

Activation of the ‘complement and coagulation cascades’ pathway, due to the increased expression of serpin-related genes, could have increased protection in NTK-supplemented cows from damage of cytotoxic enzymes leaked from the phagosome of immune cells [53].

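*SERPINA5* (gene ID 338050, chromosome 21, 59782814 to 59795813, plus strand) was at 41.4 ± 63.6 CPM in NTK cows and 17.1 ± 10.4 CPM in CON (mean ± SD, n = 8 each). Its log2 fold change was 1.28 (SE 0.58, *P* = 0.0361, exact permutation *P* = 0.354), and 0.15 without NTK cow 9227, which had 197 CPM. *SERPINB2* (gene ID 505184, chromosome 24, 62591368 to 62609170, plus strand) was at 31.1 ± 59.1 CPM and 5.03 ± 2.50 CPM, a log2 fold change of 2.63 (SE 0.95, *P* = 0.00934, exact permutation *P* = 0.141), which was 1.05 without NTK cow 1416. *LOC784932*, a serpin A3-7-like gene on chromosome 21 (61687755 to 61694368), had 69 counts over 5 NTK cows and 12 over 3 CON cows, a log2 fold change of 2.51 (SE 1.02, *P* = 0.0195, exact permutation *P* = 0.184), which was 1.70 without NTK cow 1416. Its family holds near-identical members, so that its counts are uncertain. Over the 19 genes tested whose symbol begins with SERPIN, 15 were higher in NTK cows and 3 passed the paper's thresholds by edgeR. With DESeq2, 3 passed, and with limma voom 0. A camera test of this list against the other genes gave an adjusted *P* of 0.348 (limma's test with a preset correlation of 0.01). Fry, which tests the list by itself and takes the correlation from the data, gave 0.895. The mean log2 CPM of the 19 genes differed by 0.28 (SE 0.29, exact permutation *P* = 0.341).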

Besides these mechanisms in response to specific stimuli, supplementation of NTK upregulated two more systems, the first of which was the heat shock protein (HSP) response, responsible for broader cytoprotection. HSPs, or stress proteins, are highly-conserved and present in all cells of all organisms [54]. They are a family of highly-homologous chaperone proteins induced in response to environmental, physical and chemical stresses and limit the consequences of damage while facilitating cellular recovery [54]. The coordinated activities of the HSPs modulate multiple events within apoptotic pathways to help sustain cell survival following damaging stimuli. These include, but are not limited to, the JNK, NF-κB and AKT cascades [55], all of which the bioinformatic analysis indicated were impacted by NTK supplementation. More recently, the HSP system was linked to the host immune response, as HSPs have been implicated in antigen presentation and cross-presentation [56]. In addition, extracellular HSPs can stimulate professional antigen-presenting cells of the immune system leading to the activation of macrophages and lymphocytes, and the activation and maturation of dendritic cells [54, 56]. 

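In the mammary gland at 36 h post inoculation, *HSPA6* (gene ID 539835, chromosome 3, 8027507 to 8030023, minus strand) was at 98.3 ± 248 CPM in NTK cows and 7.23 ± 9.01 CPM in CON (mean ± SD, n = 8 each), a log2 fold change of 3.75 (SE 0.97, *P* = 0.000533, exact permutation *P* = 0.353). *HSPA1A* (gene ID 282254, chromosome 23, 27331772 to 27333870, minus strand) was at 1356 ± 2966 CPM and 167 ± 60.3 CPM, a log2 fold change of 3.02 (SE 0.69, *P* = 0.000122, exact permutation *P* = 0.202). The log2 fold changes of *DNAJB13*, *DNAJB1* and *HSPH1* were 2.15 (SE 1.02), 1.71 (SE 0.48) and 1.53 (SE 0.48), with exact permutation *P* values of 0.484, 0.247 and 0.224. Reads that aligned equally well to another member of the heat shock families are uncertain for these genes. NTK cow 1416 was highest for *HSPA6* (710.0 CPM, next NTK cow 48.9 CPM), *HSPA1A* (8642 CPM, next 1183 CPM), *DNAJB1* and *HSPH1*, and without it their log2 fold changes were 0.58, 0.91, 0.34 and 0.57. That of *HSPA6* was 4.48 without CON cow 844. For *DNAJB13*, the highest level was that of NTK cow 9227 (5.79 CPM, next 0.317 CPM), without which the log2 fold change was -0.40. Over the 10 heat shock genes that the paper names for either tissue, the mean log2 CPM was 4.88 ± 1.34 in NTK cows and 4.21 ± 0.41 in CON (difference 0.67, SE 0.49, exact permutation *P* = 0.214). The medians were 4.23 and 4.14. The 2 NTK cows above every CON cow were 1416 (7.81) and 9279 (5.90), and the difference was 0.26 without cow 1416. The 14 heat shock genes of a list that holds none of these differed by 0.36 (SE 0.33, exact permutation *P* = 0.296). With each cow left out, this was 0.16 (without NTK cow 1416) to 0.47 (without CON cow 609). For all 63 HSP and DNAJ genes tested, 43 were higher in NTK cows and camera gave an adjusted *P* of 0.0286, against 0.895 by fry.

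**Figure D2:**
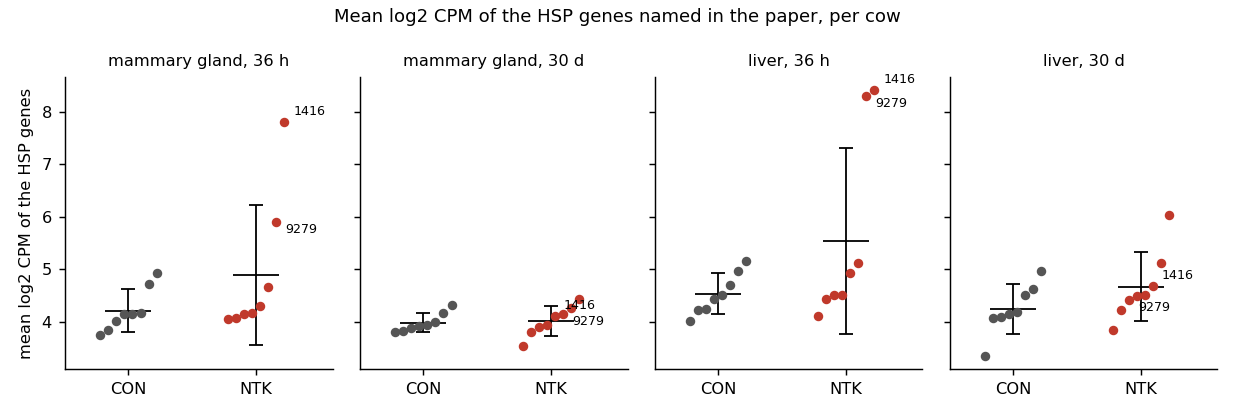
Mean log2 CPM of the heat shock genes that the paper names, 1 point per cow, by diet, in the mammary gland and the liver at 36 h and 30 d post inoculation, with the mean and SD of the 8 cows and cows 1416 and 9279 named. At 36 h, these 2 NTK cows lie above the 8 CON cows in both tissues.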

Supplementation with NTK strongly impacted the HSPs response, upregulating many of its direct players during the mastitic challenge: *HSPA6* and *1A* (13.4 and 8.1 folds, respectively), *DNAJB13* and *DNAJB1* (4.4 and 3.3 folds, respectively), and *HSPH1* (2.9 folds). Additionally, NTK also upregulated genes indirectly involved [57, 58] with the HSPs response (*BAG3* and *ZFAND2A*, 2.5 and 2.6 folds, respectively).

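*BAG3* (gene ID 782633, chromosome 26, 40118556 to 40141993, plus strand) was at 145 ± 241 CPM in NTK cows and 58.1 ± 26.6 CPM in CON (mean ± SD, n = 8 each), a log2 fold change of 1.31 (SE 0.48, *P* = 0.00991, exact permutation *P* = 0.537). The medians were 47.9 CPM in NTK cows and 53.8 CPM in CON, cow 1416 reached 732 CPM, and the log2 fold change without this cow was 0.06. DESeq2, which replaced the outlying count of this gene, gave -0.01. *ZFAND2A* (gene ID 613974, chromosome 25, 42221165 to 42229177, plus strand) was at 30.9 ± 45.3 CPM and 11.6 ± 8.45 CPM, a log2 fold change of 1.41 (SE 0.47, *P* = 0.00512, exact permutation *P* = 0.162) and of 0.38 without cow 1416.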

The second system activated by NTK supplementation was the p21 cascade, responsible for the resolution of inflammation. Once inflammation is established and has accomplished its goal (e.g., induce a localized immune response to neutralize the invading pathogen), it must be resolved to restore tissue homeostasis and prevent long-term damage. Together with an increased activation of the ‘apoptosis’ pathway in NTK-fed cows already at 36 h post-inoculation, the upregulation of *CDKN1A* (or p21, 3.5 folds), which impacted and drove the positive flux of ‘p53 signaling pathway’ and ‘Cellular senescence’ pathways, suggested a resolution of the inflammation via immune cell apoptosis [59]. 

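*CDKN1A* (gene ID 513497, chromosome 23, 10551735 to 10568782, plus strand) was at 177 ± 307 CPM in NTK cows and 50.8 ± 61.2 CPM in CON (mean ± SD, n = 8 each). The log2 fold change was 1.79 (SE 0.71, *P* = 0.0167) and the exact permutation *P* 0.382. Cow 1416 was at 919 CPM and the next NTK cow at 186 CPM, close to the highest CON cow (183 CPM). On the log2 scale, the fold change was 0.47 with cow 1416 left out and 2.44 with CON cow 844 left out.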

In fact, NTK cows never reached SCS high enough to be classified as having subclinical mastitis. Additionally, upregulation of *ATF3* (2.9 folds) and *IER3* (2.2 folds) further supported the idea of a resolving inflammatory response. 

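*ATF3* (gene ID 515266, chromosome 16, 72820023 to 72832974, minus strand) was at 53.2 ± 68.2 CPM in NTK cows and 18.5 ± 13.6 CPM in CON, and *IER3* (gene ID 505455, chromosome 23, 28088455 to 28089726, plus strand) at 55.2 ± 50.5 CPM and 24.7 ± 21.5 CPM (mean ± SD, n = 8 each). Their log2 fold changes were 1.52 (SE 0.67, *P* = 0.0309, exact permutation *P* = 0.467) and 1.15 (SE 0.49, *P* = 0.0243, exact permutation *P* = 0.174). Among the fits with a cow left out, both were lowest without cow 1416, at 0.76 and 0.79, and limma voom gave 0.52 and 0.87.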

*ATF3* is a transcription factor that controls inflammation by suppressing its signaling cascade to drive the tissue towards re-establishing homeostasis. In contrast, *IER3* is a regulatory gene activated in response to stressors which define subsets of regulatory networks in the elimination of pathogens, and in the restoration of epithelial barrier functions, while exerting effects as regulator of apoptosis [60]. Its deficiency has been linked with aberrant immune regulation and enhanced inflammation [60, 61].

These data taken together suggest a greater cytoprotective activity in the udder of NTK-supplemented cows. No histological analysis was undertaken in the current experiment. However, by using other data as proxy, we can speculate that NTK supplementation helped maintain integrity of the mammary gland epithelial tissue, preventing damage induced by the invading pathogen. 

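Among 23 tight junction genes tested in the mammary gland at 36 h (the claudins, *OCLN*, *TJP1* and related genes), 10 were higher and 13 lower in NTK cows. By edgeR, 0 had an unadjusted *P* below 0.05, so that 0 passed the paper's thresholds, as with DESeq2 and limma voom, and 0 had a *P* below 0.05 when adjusted over the list alone. Their mean log2 CPM was 4.25 ± 0.39 in NTK cows and 4.28 ± 0.25 in CON (SD, n = 8 each), a difference of -0.03 (SE 0.16, exact permutation *P* = 0.844). The camera test over the list gave an adjusted *P* of 0.897 and fry 0.978. This list is not the pathway that the paper scored.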

In NTK cows, the bioinformatics analysis highlighted upregulation of the ‘tight junction’ pathway responsible for the synthesis and modulation of the cell-to-cell connection, maintaining an intact barrier as a first line of defense from *Strep. uberis* invasion. Furthermore, the higher calcium concentration in peripheral blood suggested a lower presence of pyrogen in NTK-supplemented cows. Calcium concentration, in fact, was shown to drop when LPS was infused via the jugular vein in cattle [62, 63], as it may be used to bind endotoxins in the process of clearing them from the circulation [64]. Lastly, phagocytosis activity of both neutrophils and monocytes increased in control animals at 30 h post-inoculation, while the value for NTK-supplemented animals remained constant. Because at the level of the mammary gland NTK-supplemented animals showed signs of increased immune cell activity, we argue the opposite effect (greater phagocytosis) observed in the circulation (where immune cells should travel in an inactive state) in control cows to be a sign of the presence of bacterial components leaked into circulation due to damage to the epithelial tissue in the udder (as suggested by bioinformatics and calcium data). This, then, led to the preemptive activation of cells in the circulation before extravasation to the infected mammary tissue. This hypothesis could not, however, be tested as these components (e.g., LTA in our case, as *S. uberis* is gram-positive) are quickly catabolized and not easy to detect in the circulation. An intact epithelium should lead to better recovery from the production drop induced by the mastitic event. Due to the limited number of animals, as previously discussed, our analysis was underpowered to effectively detect performance differences. However, towards the end of phase 2, few daily differences or tendencies were detected for greater milk production in NTK-supplemented cows. In phase 3, NTK-supplemented cows maintained numerically, but not statistically due to low number of cows and high standard errors, greater milk production compared with controls, returning to production values comparable to those pre-inoculation. Furthermore, despite the lack of statistical power and significance, a difference of 110 kg of cumulative milk production (or average of 5.3 kg/d/head) in phase 3 was observed for NTK animals.

As the IMI challenge did not cause major physiological or molecular changes systemically (e.g., no changes in APP, oxidative markers), we do not place much emphasis in the discussion of the limited transcriptional changes (50 total genes) observed at the hepatic level (pathway analysis available in Additional files). 

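At 36 h, 14 acute phase genes (such as *HP*, *LBP* and *SAA3*) averaged a log2 CPM of 10.5 ± 1.63 in NTK liver and 9.72 ± 1.66 in CON liver (SD, n = 8 each), a difference of 0.74 (SE 0.82, exact permutation *P* = 0.406). Without the 2 libraries of that time that matched another cow, the difference was 0.26 (n = 7 each, exact permutation *P* = 0.857). These 2 matched each other's cow across the diets, and that labelled NTK cow 8788 was the highest of its group (12.03). The difference with their labels exchanged was not computed, so that its direction is not settled. Under the labels, all 14 acute phase genes had a higher fitted level in NTK cows. By edgeR, 0 had an unadjusted *P* below 0.05, and 1 passed the paper's thresholds with DESeq2 and 0 with limma voom. The camera test over the list gave an adjusted *P* of 0.0115, against 0.816 by fry. The 13 genes of a list of the response to infection (such as *S100A8* and *LCN2*) differed by 0.52 (SE 0.50, exact permutation *P* = 0.306). Without the same 2 libraries, they differed by 0.21 (n = 7 each, exact permutation *P* = 0.719). Over all libraries, camera gave an adjusted *P* of 0.0363 and fry 0.315. This list was added to these tests later and adjusted among the lists added later alone. Its unadjusted camera *P* was 0.0363 too, so that it does not compare with the adjusted *P* of the acute phase list.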

We hypothesize that the liver, as an immunologically-active organ, did not participate in the response to *Strep. uberis* inoculation. However, some of the transcriptomic changes may be indicative of a priming effect induced by NTK supplementation. For instance, the HSPs system was in fact not only activated in the mammary gland, but upregulation of its components was observed in the liver as well (9 total genes), with as high as 26-fold change in expression, and six common genes (*HSPA6*, *HASPA1A*, *HSPH1*, *DNAJB1, BAG3,* and *ZFAND2A*) were upregulated in both mammary gland and liver (Suppl. Table 7).

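In the liver at 36 h, *HSPA6* was at 44.1 ± 80.9 CPM in NTK cows and 1.38 ± 1.02 CPM in CON (mean ± SD, n = 8 each), a log2 fold change of 5.00 (SE 1.20, *P* = 0.000229, 32.0-fold) with an exact permutation *P* of 0.2. The median was 1.21 CPM in NTK cows and 1.18 CPM in CON, cows 1416 and 9279 were at 201 and 144 CPM, and DESeq2, which replaced outlying counts of this gene, gave a log2 fold change of -0.22. *HSPA1A* was at 2269 ± 3616 CPM and 322 ± 133 CPM, a log2 fold change of 2.81 (SE 0.68, *P* = 0.000225, exact permutation *P* = 0.252). The other heat shock genes of the paper's liver list (*HSPH1*, *HSPA4L*, *BAG3*, *DNAJB1*, *ZFAND2A*, *HSPA8* and *DNAJB4*) had log2 fold changes from 1.09 (*DNAJB4*, SE 0.42) to 2.16 (*HSPH1*, SE 0.60) and exact permutation *P* values from 0.121 (*ZFAND2A*) to 0.364 (*DNAJB4*). The level of *HSPA8* in CON cow 8 was below that of the other CON cows. Among the fits with a cow left out, each of the 9 genes was lowest without either cow 1416 or cow 9279, at 3.98 for *HSPA6*, 2.10 for *HSPA1A*, 1.54 for *HSPH1*, 1.25 for *HSPA4L*, 0.98 for *DNAJB1*, 0.67 for *HSPA8* and 0.45 for *DNAJB4*. Other settings gave lower values still for 6 of the 9 genes, such as 1.20 for *HSPA1A* with limma voom. At the paper's thresholds, 14 genes differed in both tissues in the same direction among the 13595 tested in both, 13 higher and 1 lower in NTK cows. They were *AHSA2*, *ATF3*, *BAG3*, *BOLA-DQB*, *DNAJA1*, *DNAJA4*, *DNAJB1*, *ELAVL3*, *HSPA1A*, *HSPA6*, *HSPA8*, *HSPH1*, *SLC5A3* and *ZFAND2A*. *ELAVL3* (gene ID 520376, chromosome 7, 17048465 to 17067318, minus strand) had 63 counts over 3 NTK cows and 1 count in CON in the mammary gland (count ratio 61.1, 95% exact binomial interval 10.6 to 2450). In the liver, it had 40 counts over 2 NTK cows and 0 in CON, at least 14.5-fold higher against a floor of 3 counts over the group. *BOLA-DQB* (gene ID 282495, chromosome 23, 25375261 to 25388621, plus strand), a gene of a polymorphic family whose reads could be split among its members, had a log2 fold change of -1.57 (SE 0.65, exact permutation *P* = 0.172) in the mammary gland and -1.73 (SE 0.72, exact permutation *P* = 0.39) in the liver, which were -0.97 and -0.49 without CON cow 9238.

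**Figure D3:**
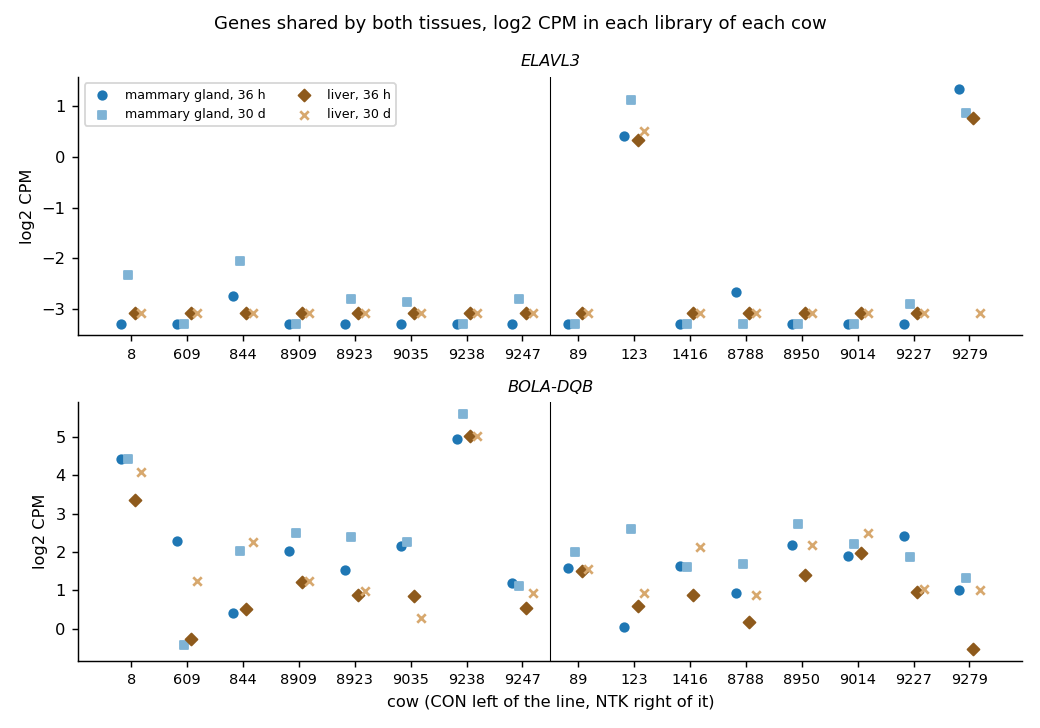
Log2 CPM of *ELAVL3* and *BOLA-DQB* in each of the 4 libraries of each cow (mammary gland and liver at 36 h and 30 d post inoculation), with CON cows to the left and NTK cows to the right. For *BOLA-DQB*, the deviations of each cow from the group means, averaged over the times, correlate between the tissues with r = 0.92 (16 cows, all libraries under their labels). For *ELAVL3*, most cows lie at or near 0 counts in both tissues, and cows 123 and 9279 stand apart.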

As part of the defense system, HSPs guarantee cell tolerance against a variety of stressors, and research on functional foods has revealed a number of substances likely to trigger cell protection through mechanisms that involve the induction of HSP expression in animals and humans studies [65]. As the inflammatory response in our experiment did not reach systemic levels and remained confined to the mammary gland, we hypothesize that these changes were induced constitutionally by the consumption of SCFP. 

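Over the 9 heat shock genes of the paper tested in the liver, the mean log2 CPM at 36 h was 5.54 ± 1.77 in NTK cows and 4.53 ± 0.39 in CON (SD, n = 8 each), a difference of 1.00 (SE 0.64, exact permutation *P* = 0.172). The medians were 4.71 and 4.48, and NTK cows 1416 and 9279 were again the 2 above every CON cow. At 36 h, the difference was 0.59 without cow 1416 and 1.13 without the 2 libraries of that time that matched another cow. Across the 16 cows, the level of the paper's heat shock genes in the mammary gland and in the liver had a Pearson r of 0.88 (permutation *P* = 0.0014) and a Spearman rho of 0.55 (permutation *P* = 0.0293), which was 0.43 (permutation *P* = 0.0967) with a prior count of 0.5. The Pearson r rested on cows 1416 and 9279, without which r was 0.20 (permutation *P* = 0.488). Within diets, r was 0.89 in NTK cows (n = 8, exact permutation *P* = 0.0283) and 0.55 in CON (n = 8, exact permutation *P* = 0.152), while rho was 0.36 (exact permutation *P* = 0.389) and 0.67 (exact permutation *P* = 0.0831). The paper hypothesizes from the absence of a systemic inflammatory response that the hepatic changes were induced by the consumption of the product itself.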

Bioactive components identified in the literature include amino acids and polyphenols [65], all of which are present in the supplemented SCFP. The ability of SCFP activate the HSP response preemptively before a challenge is applied, as a priming effect of the animal capacity to respond to an insult, could be a major component of the protective effect of SCFP against a variety of external insults. Supplementation of SCFP, including the one used in the current experiment, has in fact displayed positive effects against thermal stress [66], mastitis [15], mycotoxins [14], and enteric bacteria [13], including physiological scenarios characterized by immunological challenges [11, 12].

We would like to remind the reader that production, metabolism, and gene expression profiles vary during lactation [67–69]. The reader is reminded to contextualize the reported results in reference to mid-lactation dairy cows despite our belief that the physiological mechanisms discussed should be maintained at all times during the production cycle, thus, as stated above, could be applied to different biological and environmental stressor. By mixing the product in herd TMR, use of this supplementation technology could be easily applied in the field. Thus, allowing for flexible dosing throughout the production cycle.

Future work should build upon these and other preliminary results [15] to assess the effect of SCFP on the capacity of the udder to clear bacteria after infection both in experimental and on-farm commercial scenarios. As such, relevant data to better characterize the mechanism of action of the product would be generated. Further, the conclusions below have been drawn from molecular changes observed in a cohort of 9 cows per group. In our experience (e.g. [31, 67, 69]), however, molecular changes are preserved and consistent enough such that 7–10 animals are sufficient to draw reliable and repeatable conclusions regarding physiological mechanisms.

## Conclusions

Supplementation with a commercially-available *Saccharomyces cerevisiae* fermentation product confirmed its potential in attenuating the severity of an experimentally-induced mastitic event with a common environmental pathogen (*Streptococcus uberis*). Molecular data generated highlight key features of the mechanisms of action of this product. Supplemented animals displayed a greater pathogen-killing capacity of such cells, and the activation of cellular mechanisms to enhance mammary gland cytoprotection against side effects of inflammation, while maintaining tissue integrity and health. Furthermore, similar effects were highlighted in the liver (e.g., priming of the heat shock protein response mechanism), which might explain the broad ameliorating effect of NTK supplementation against other environmental, immunological, and physiological stresses reported in the literature.

## Supplementary Information

**Additional file 1.** Provides detailed about diet composition (Suppl. Table 1), animal data prior to experiment (Suppl. Table 2), and complete results about the RNA-sequencing analysis, including sequencing and alignment performance (Suppl. Table 3), and full list of differentially expressed genes with relative fold-changes (Suppl. Tables 4, 5, and 6). Furthermore, it includes graphical representation of results reported only in tabular format in the main body: DMI as %BW (Suppl. Fig. 1), BW and BCS (Suppl. Fig. 2), milk composition (Suppl. Fig. 3), blood biomarkers of metabolic status, inflammation and APP, oxidative status, liver enzymes, and minerals (Suppl. Figs. 4, 5, 6, 7, and 8). Included are also the full results of liver DIA pathway analysis (Suppl. Fig. 10).

## Data Availability

The sequencing data have been submitted to Gene Expression Omnibus database and are available under the GEO Accession number GSE149194.

## Abbreviations

AKT: Protein kinase B
APP: Acute phase protein
AST: Aspartate aminotransferase
ATF3: Activating transcription factor 3
BAG3: BAG cochaperone 3
BCS: Body condition score
BHB: β-Hydroxybutyrate
BW: Body weight
CATHL4: Cathelicidin-4 or indolicidin
CDKN1A: Cyclin dependent kinase inhibitor 1A
CFU: Colony forming unit
CON: Control
CSF3: Colony stimulating factor 3
CXCL1: C-X-C motif chemokine ligand 1
DEG: Differentially expressed gene
DIA: Dynamic impact approach
DMI: Dry matter intake
DNAJB13: Dnaj heat shock protein family member B13
FRAP: Ferric reducing ability of plasma
G-CSF: Granulocyte colony stimulating factor
GGT: γ-Glutamyl transferase
GRO1: GRO1 oncogene
HETE: 5- and 15-Hydroxyeicosatetraenoic acids
HSP: Heat shock protein
IER3: Immediate early response 3
IL17C: Interleukin 17c
IL1b: Interleukin 1β
IL6: Interleukin 6
IMI: Intramammary infection
JNK: c-Jun N-terminal kinases
KEGG: Kyoto Encyclopedia of Genes and Genomes
MPO: Myeloperoxidase
MT3: Metallothionein 3
MUN: Milk urea nitrogen
MY: Milk yield
NEFA: Non-esterified fatty acids
NF-κB: Nuclear factor kappa beta
NO: Nitric oxide
NOS2: Nitric oxide synthase 2
NTK: NutriTek®
P1: Phase 1
P2: Phase 2
P3: Phase 3
PBS: Phosphate buffer saline
PON: Paraoxonase
SCC: Somatic cell count
SCFP: *Saccharomyces cerevisiae* fermentation product
SCS: Somatic cell score
SNF: Solid-not-fat
STS: Steroid sulfatase
TMM: Trimmed mean of M-values
TMR: Total mixed ration
TNF: Tumor necrosis factor α
tROM: Total reactive oxygen species
TSA: Tryptic soy agar
TSB: Tryptic soy broth
ZFAND2A: Zinc finger AN1-type containing 2A

# Supplementary material for: Feeding a Saccharomyces cerevisiae fermentation product improves udder health and immune response to a Streptococcus uberis mastitis challenge in mid-lactation dairy cows
**Source:** J Anim Sci Biotechnol. 2021 Apr 8;12:62. doi: 10.1186/s40104-021-00560-8

**Supplemental Table 1.** Ingredient composition of the diet

| **Item** | **Content** |
| --- | --- |
| Ingredient, % of DM |  |
| Alfalfa hay | 9.26 |
| Ajipro-L-G3^1^ | 0.11 |
| Canola meal | 15.15 |
| Corn gluten meal | 4.56 |
| Corn silage | 41.33 |
| Ground shelled corn | 23.24 |
| ProVAAL2 AADvantage^2^ | 0.96 |
| Smartamine M^3^ | 0.07 |
| Soy hulls | 1.69 |
| Vitamin-mineral mix^4^ | 3.57 |
| Zinpro Availa-Dairy^5^ | 0.06 |
| Chemical analysis, % of DM |  |
| CP | 16.00 |
| ADF | 18.19 |
| NDF | 20.00 |
| NFC | 46.22 |
| Ether extract | 3.05 |
| NE_L_, Mcal/kg | 1.71 |
| ^1^Ajinomoto Heartland Inc. (Chicago, IL).  ^2^Perdue AgriBusiness (Salisbury, MD).  ^3^Adisseo (Alpharetta, GA).  ^4^Contained a minimum of 12.5% Ca, 10.4% Na, 2.2% Mg, 8.0% K, 0.1% S, 7.1% Se, 244.5 kIU of vitamin A/kg, 48.9 kIU of vitamin D_3_/kg, and 0.922 kIU of vitamin E/kg.  ^5^Zinpro Corporation (Eden Prairie, MN). | |

**Supplemental Table 2.** Initial parameters (average ±SD) at enrollment before treatment assignment.

| **Parameter^1^** | **CON** | **NTK** |
| --- | --- | --- |
| Lactation | 2.8 ± 0.8 | 3.1 ± 1.1 |
| DIM | 157 ± 80 | 156 ± 83 |
| Milk yield (daily), kg^2^ | 38.0 ± 12.2 | 39.8 ± 10.4 |
| DMI, kg DM^2^ | 24.5 ± 3.7 | 25.5 ± 4.4 |
| BW, kg^3^ | 745 ± 48 | 758 ± 58 |
| BCS^3^ | 2.60 ± 0.46 | 2.69 ± 0.53 |
| SCC, 10^3^ cells/mL^4^ | 63 ± 35 | 80.8 ± 39 |
| ^1^ CON: control; NTK: *Saccharomyces cerevisiae* fermentation product supplemented group; DIM: days in milk; DMI; dry matter intake; BW: body weight; BCS: body condition score; SCC: somatic cell count  ^2^ Average of data collected during the adaptation period (1 week before treatment allocation)  ^3^ One time measurement collected during the adaptation period (1 week before treatment allocation)  ^4^ Average of the two DHI tests conducted before enrollment | | |

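The supplementary alignment table and the deposited counts give the same diet for the cow of each library, in 16 of 16 libraries of each tissue and time. By the paper's numbers, uniquely aligned reads made up 93.6 to 97.7% of the total in mammary gland libraries at 36 h and 93.4 to 96.6% at 30 d, and 94.7 to 96.4% and 94.8 to 96.5% in those of the liver.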

**Supplemental Table 3.** RNA-sequencing and alignment performances conducted with STAR.

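The fold changes of the mammary gland in the paper's lists were compared with those fitted from the deposited counts. All 150 listed genes were tested, all 150 fitted fold changes lay within 2% of the paper's, and all 150 passed a fold change of 2, while the smallest fold change the paper lists is 2.03. *ITPRID1*, *ATP4A* and *ELAVL3*, the 3 largest among the genes higher in NTK cows, came from 167, 162 and 63 counts in NTK cows and 1, 2 and 1 counts in CON. The count ratio per total counts of *ATP4A* was 78.5 (95% exact binomial interval 21.4 to 654), and without NTK cow 9227, which was at 7.28 CPM where the next was at 0.273 CPM, its log2 fold change of 5.49 was 1.15.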

**Supplemental Table 4.** Complete list of differentially expressed genes (Fold changes [FC]; NTK vs. CTR) in mammary gland biopsy collected 36 h post inoculation with *Streptococcus uberis* upregulated by the supplemented of a *Saccharomyces cerevisiae* fermentation product (NTK) compared to animals fed a control diet (CON).

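Among the 3 largest fold changes of genes lower in NTK cows, *LOC107132468* had 41 counts over 2 CON cows and 0 counts in NTK cows, at least 14.5-fold lower in NTK cows against a floor of 3 counts over the group. *PNMT* (gene ID 281413, chromosome 19, 40694079 to 40695765, plus strand) was at 8.06 ± 13.5 CPM in CON and 0.349 ± 0.410 CPM in NTK cows (mean ± SD, n = 8 each), with medians of 0.100 and 0.206 CPM. Its log2 fold change was -4.50 (SE 1.52, exact permutation *P* = 0.33), and -3.66 without CON cow 8923. One gene past these thresholds with a fold change above 2 was not in the list, *DCLK3* (gene ID 507205), at a fold change of -2.33 and an unadjusted edgeR *P* just under the threshold, which was named after its value was seen.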

**Supplemental Table 5.** Complete list of differentially expressed genes (Fold changes [FC]; NTK vs. CTR) in mammary gland biopsy collected 36h post inoculation with *Streptococcus uberis* downregulated by the supplemented of a *Saccharomyces cerevisiae* fermentation product (NTK) compared to animals fed a control diet (CON).

| **EntrezID** | **Gene symbol** | **Gene name** | **FC** |
| --- | --- | --- | --- |
| 1.07E+08 | *LOC107132468* | Uncharacterized LOC107132468 | -50.62 |
| 281413 | *PNMT* | Phenylethanolamine N-methyltransferase | -22.65 |
| 1E+08 | *LRP2* | LDL receptor related protein 2 | -10.25 |
| 768025 | *KCNE2* | Potassium voltage-gated channel subfamily E regulatory subunit 2 | -9.69 |
| 1.02E+08 | *LOC101907544* | Tetratricopeptide repeat protein 9C-like | -9.27 |
| 1.05E+08 | *LOC104973891* | Uncharacterized LOC104973891 | -9.13 |
| 1.02E+08 | *LOC101904477* | ZW10 interactor pseudogene | -5.39 |
| 1.02E+08 | *LOC101902994* | Uncharacterized LOC101902994 | -5.34 |
| 539510 | *GDF10* | Growth differentiation factor 10 | -4.83 |
| 614062 | *CCDC60* | Coiled-coil domain containing 60 | -4.63 |
| 515917 | *LOC515917* | Pancreatic trypsin inhibitor | -4.36 |
| 1.02E+08 | *ANGPTL8* | Angiopoietin like 8 | -4.30 |
| 530102 | *COL6A6* | Collagen type VI alpha 6 chain | -3.99 |
| 1E+08 | *LOC100139075* | Retinol dehydrogenase 16-like | -3.90 |
| 281088 | *COMP* | Cartilage oligomeric matrix protein | -3.62 |
| 507016 | *CYP4F2* | Cytochrome P450, family 4, subfamily F, polypeptide 2 | -3.29 |
| 514492 | *TRIM6* | Tripartite motif containing 6 | -3.19 |
| 1.02E+08 | *LOC101903905* | Uncharacterized LOC101903905 | -3.13 |
| 540387 | *CYSLTR2* | Cysteinyl leukotriene receptor 2 | -3.12 |
| 528120 | *DOC2A* | Double C2 domain alpha | -3.04 |
| 493738 | *KLK1* | Kallikrein 1 | -3.00 |
| 282495 | *BOLA-DQB* | Major histocompatibility complex, class II, DQ beta | -2.97 |
| 512259 | *HPGD* | 15-Hydroxyprostaglandin dehydrogenase | -2.84 |
| 509206 | *STS* | Steroid sulfatase | -2.76 |
| 525636 | *RCAN2* | Regulator of calcineurin 2 | -2.71 |
| 1.01E+08 | *LOC100847613* | Uncharacterized LOC100847613 | -2.57 |
| 533449 | *ITGBL1* | Integrin subunit beta like 1 | -2.53 |
| 530719 | *CAMK2A* | Calcium/calmodulin dependent protein kinase II alpha | -2.46 |
| 534512 | *HMCN2* | Hemicentin 2 | -2.44 |
| 614455 | *RETSAT* | Retinol saturase | -2.41 |
| 541046 | *LGI2* | Leucine rich repeat LGI family member 2 | -2.40 |
| 281220 | *HAS2* | Hyaluronan synthase 2 | -2.39 |
| 1.07E+08 | *LOC107132767* | 60S Ribosomal protein L17 pseudogene | -2.39 |
| 533896 | *DUSP26* | Dual specificity phosphatase 26 | -2.32 |
| 281437 | *QPCT* | Glutaminyl-peptide cyclotransferase | -2.30 |
| 509235 | *ACE2* | Angiotensin I converting enzyme 2 | -2.27 |
| 615651 | *ZBED3* | Zinc finger BED-type containing 3 | -2.27 |
| 505371 | *TRAF3IP3* | TRAF3 interacting protein 3 | -2.27 |
| 617660 | *SYNDIG1L* | Synapse differentiation inducing 1 like | -2.21 |
| 281062 | *CDH2* | Cadherin 2 | -2.17 |
| 787068 | *INSRR* | Insulin receptor related receptor | -2.16 |
| 1E+08 | *BTNL9* | Butyrophilin like 9 | -2.14 |
| 1E+08 | *LOC100335990* | Small integral membrane protein 10-like protein 2A | -2.14 |
| 616916 | *REEP1* | Receptor accessory protein 1 | -2.09 |
| 505067 | *ZNF404* | Zinc finger protein 404 | -2.08 |
| 509585 | *ACKR3* | Atypical chemokine receptor 3 | -2.07 |
| 539528 | *KCNB1* | Potassium voltage-gated channel subfamily B member 1 | -2.06 |
| 537922 | *TNFRSF21* | TNF receptor superfamily member 21 | -2.03 |

**Supplemental Table 6.** Complete list of differentially expressed genes (Fold changes [FC]; NTK vs. CTR) in liver tissue collected 36h post mammary gland inoculation with *Streptococcus uberis* by the supplemented of a *Saccharomyces cerevisiae* fermentation product (NTK) compared to animals fed a control diet (CON).

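Of the 50 genes listed for the liver, 49 were tested. The fitted fold change had the same direction for 48 of them, lay within 2% of the paper's for 4, and passed the paper's thresholds for 40 (31 without the 3 libraries that matched another cow). Largest in the list beside the heat shock genes and *ELAVL3* was *DDX4*, with 80 counts over 2 NTK cows and 4 over 2 CON cows (log2 fold change 3.91, SE 1.50, exact permutation *P* = 0.467), which was 2.60 without NTK cow 8950, 5.17 without CON cow 9035 and 1.03 with limma voom. *LOC101904573* had 0 counts in NTK cows and 37 over 3 CON cows, at least 13.5-fold lower in NTK cows against a floor of 3 counts over the group, and its fitted log2 fold change of -5.38 was -2.51 without CON cow 9035. *GABRR2* had 256 counts in CON, nearly all in CON cow 9238 (15.1 CPM), and 16 in NTK cows, and its log2 fold change of -3.88 (SE 1.52, exact permutation *P* = 0.992) changed sign to 1.93 without this cow, to 2.01 with DESeq2 and to 0.24 with limma voom. *ULBP11* had 92 counts in CON and 12 in NTK cows (log2 fold change -2.85, SE 1.03, exact permutation *P* = 0.0415).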

**Supplemental Table 7**. List of genes differentially expressed simultaneously in liver and mammary gland tissue in response to supplementation with a *Saccharomyces cerevisiae* fermentation product (NTK) compared to animals fed a control diet (CON) 36 h post mammary gland inoculation with *Streptococcus uberis.*

|  |  |  | **Fold change** | | |
| --- | --- | --- | --- | --- | --- |
| **EntrezID** | **SYMBOL** | **Gene** | **Mammary Gland** | **Liver** |  |
| 520376 | *ELAVL3* | ELAV like RNA binding protein 3 | 34.37 | 65.73 |  |
| 539835 | *HSPA6* | Heat shock protein family A (Hsp70) member 6 | 13.42 | 26.01 |  |
| 282254 | *HSPA1A* | Heat shock protein family A (Hsp70) member 1A | 8.10 | 6.64 |  |
| 538426 | *DNAJB1* | Dnaj heat shock protein family (Hsp40) member B1 | 3.27 | 2.36 |  |
| 507165 | *HSPH1* | Heat shock protein family H (Hsp110) member 1 | 2.89 | 3.65 |  |
| 613974 | *ZFAND2A* | Zinc finger AN1-type containing 2A | 2.65 | 2.15 |  |
| 782633 | *BAG3* | BCL2 associated athanogene 3 | 2.49 | 2.89 |  |
| 282495 | *BOLA-DQB* | Major histocompatibility complex, class II, DQ beta | -2.97 | -3.47 |  |

**Supplemental Figure 1.** Dry matter intake as a percentage of body weight of cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) or fed a control diet (CON) subjected to an intramammary inflammation challenge with *Streptococcus uberis*. Data are separated according to experimental period: treatment feeding (Phase 1; 0-44 d), bacteria inoculation and challenge (Phase 2; 45-53 d), post antibiotic recovery (Phase 3; 54-75 d).

**
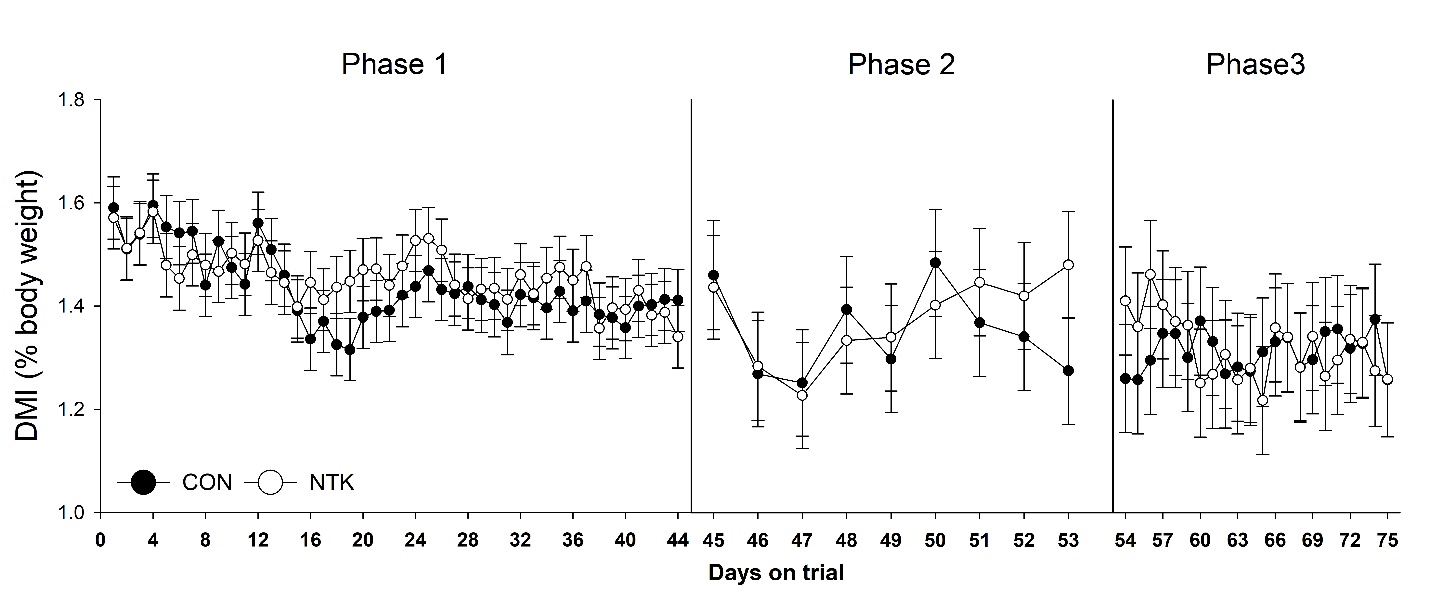
**

**Supplemental Figure 2.** Body weight and body condition score (BCS) of cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) or fed a control diet (CON) subjected to an intramammary inflammation challenge with *Streptococcus uberis*. Data are separated according to experimental period: treatment feeding (Phase 1; 0-44 d), bacteria inoculation and challenge (Phase 2; 45-53 d), post antibiotic recovery (Phase 3; 54-75 d).

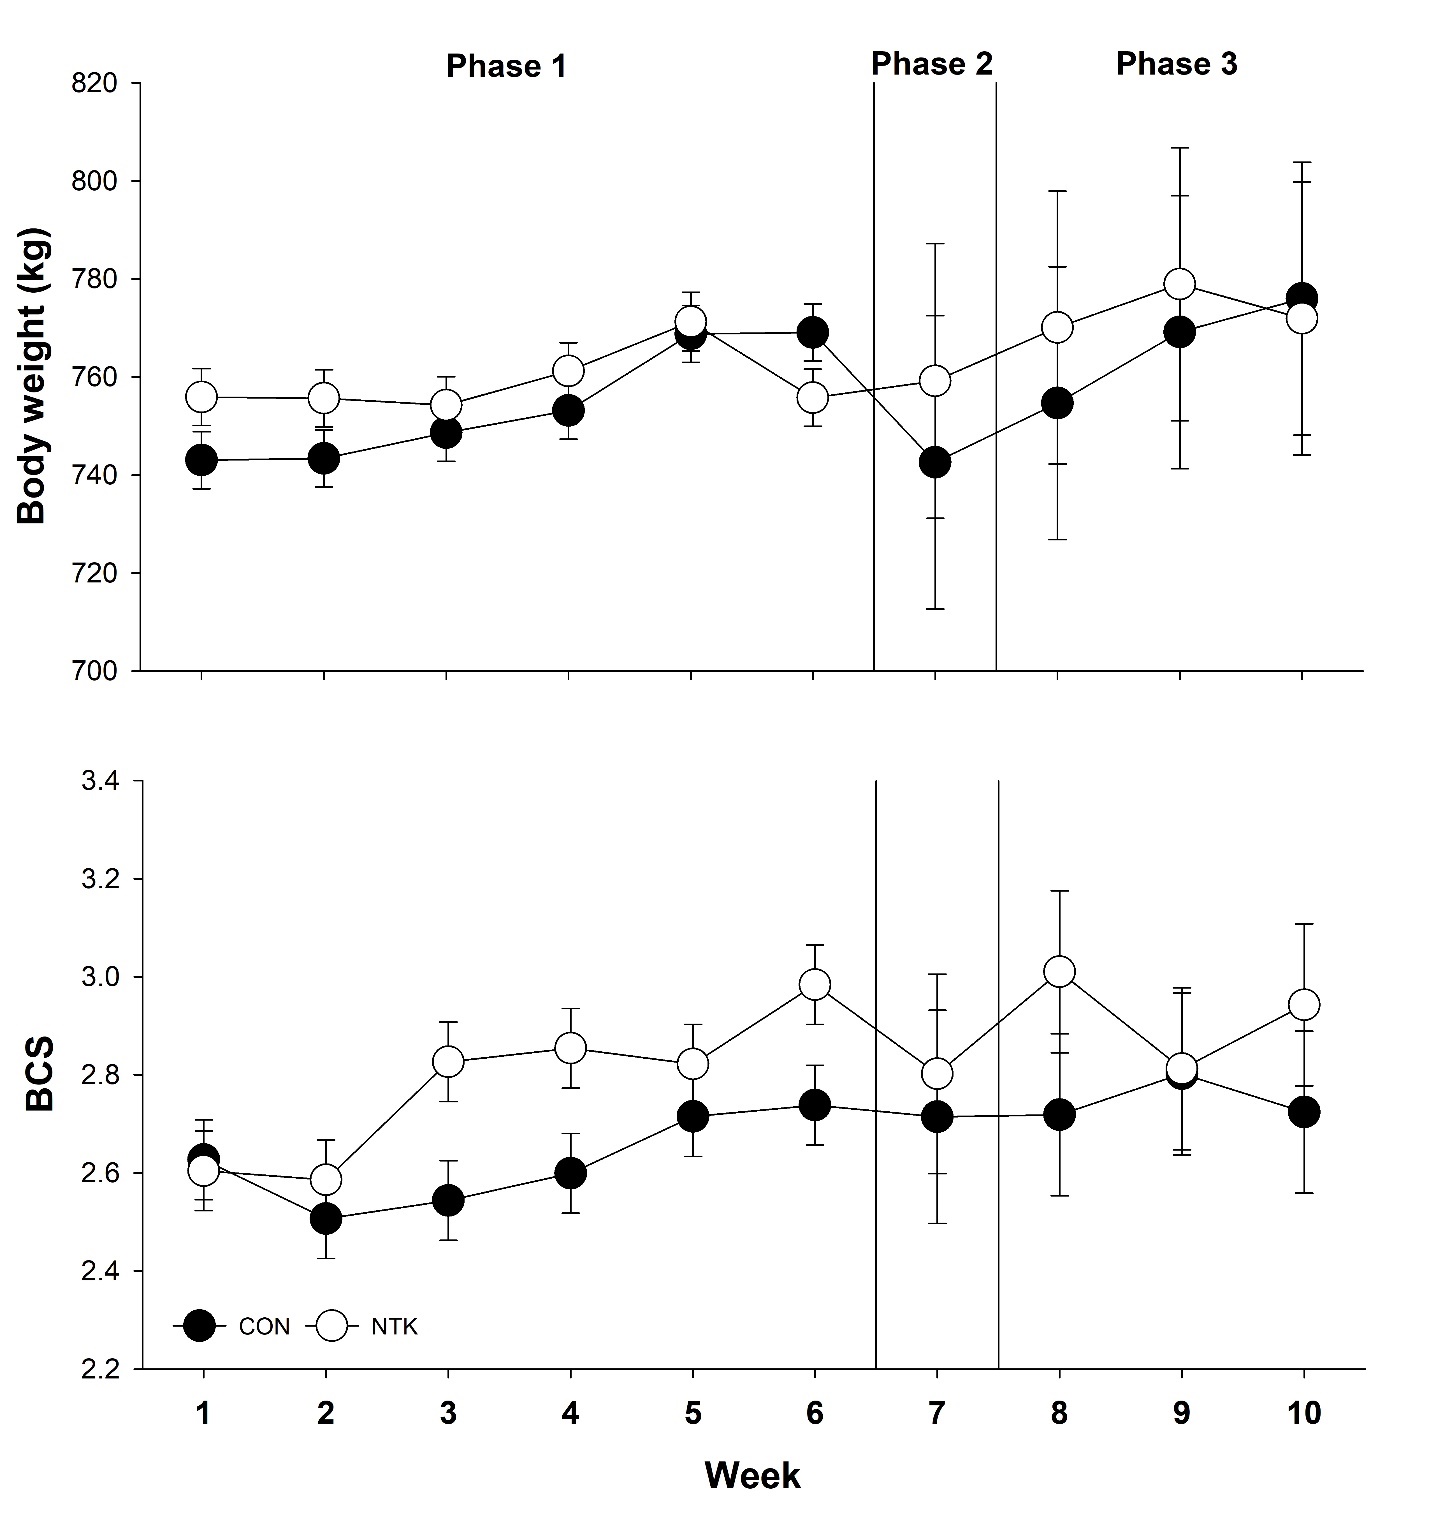

**Supplemental Figure 3.** Milk composition of cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) or fed a control diet (CON) subjected to an intramammary inflammation challenge with *Streptococcus uberis*. Data are separated according to experimental period: treatment feeding (Phase 1; 0-44 d), bacteria inoculation and challenge (Phase 2; 45-53 d), post antibiotic recovery (Phase 3; 54-75 d). No data were collected for Phase 2 due to blood contamination from the biopsy procedure performed on day 46.

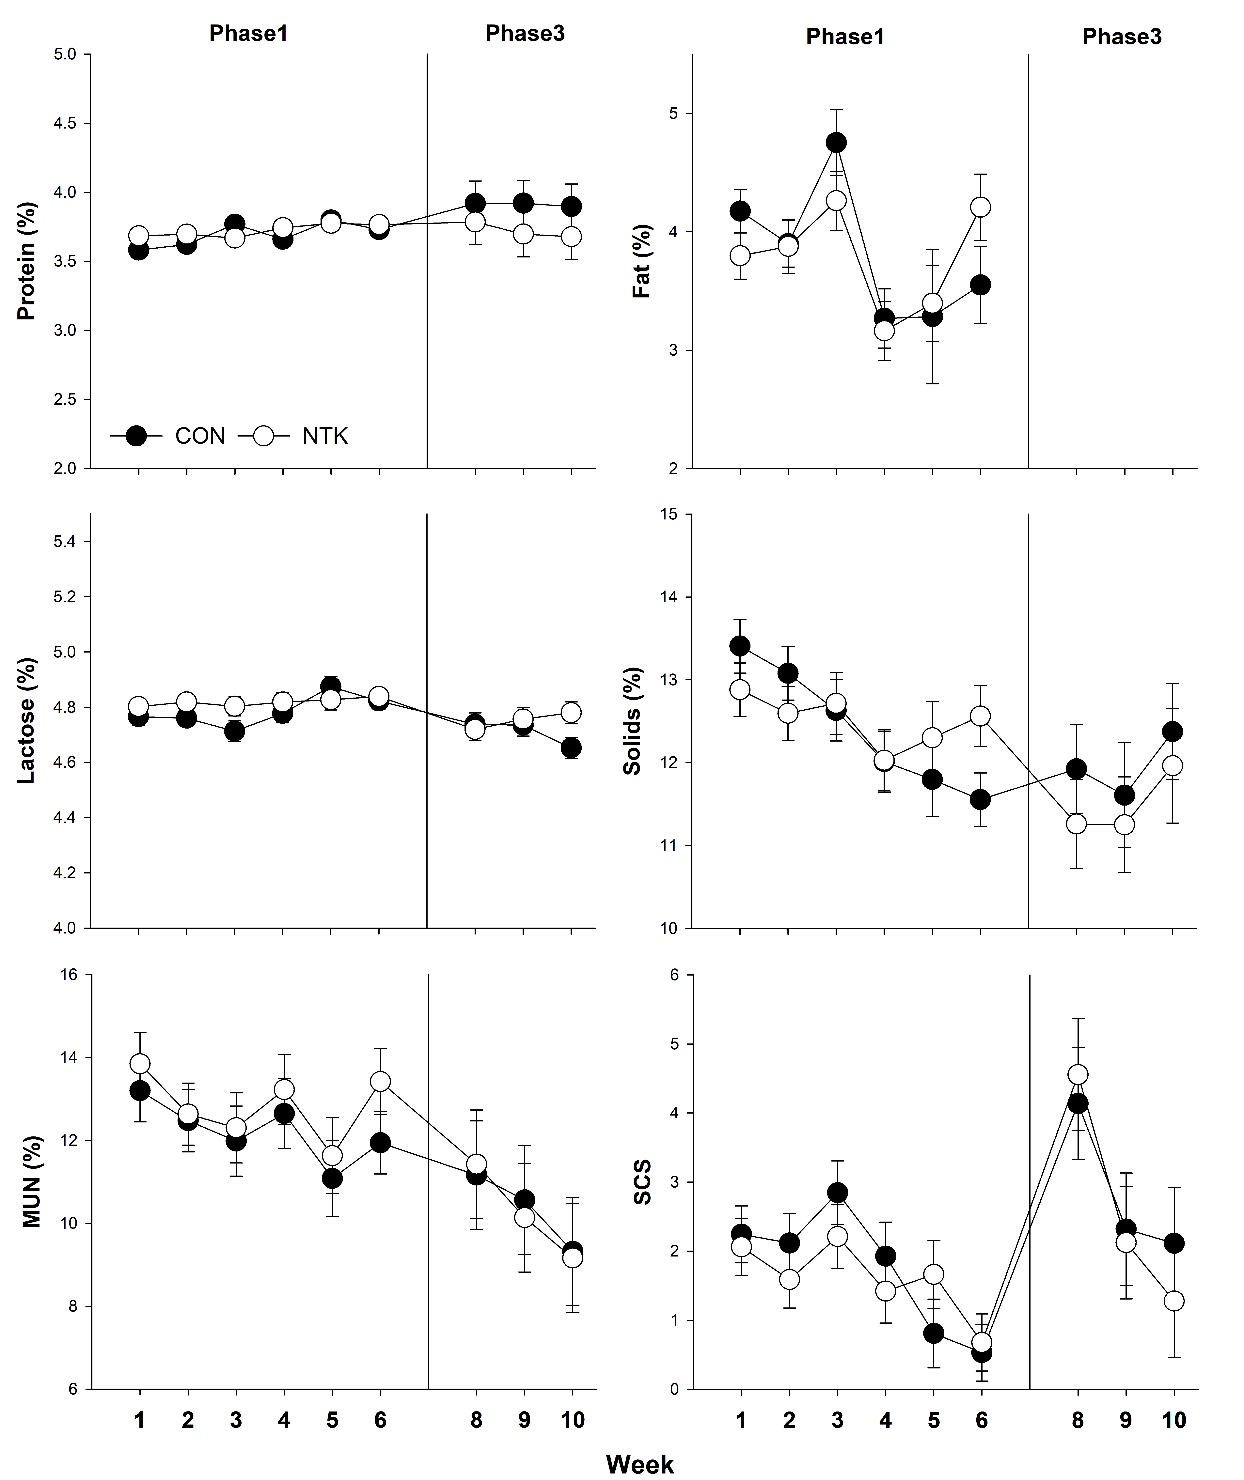

**Supplemental Figure 4.** Blood biomarkers of metabolic status in cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) or fed a control diet (CON) subjected to an intramammary inflammation challenge with *Streptococcus uberis* after 45 d of supplementation.

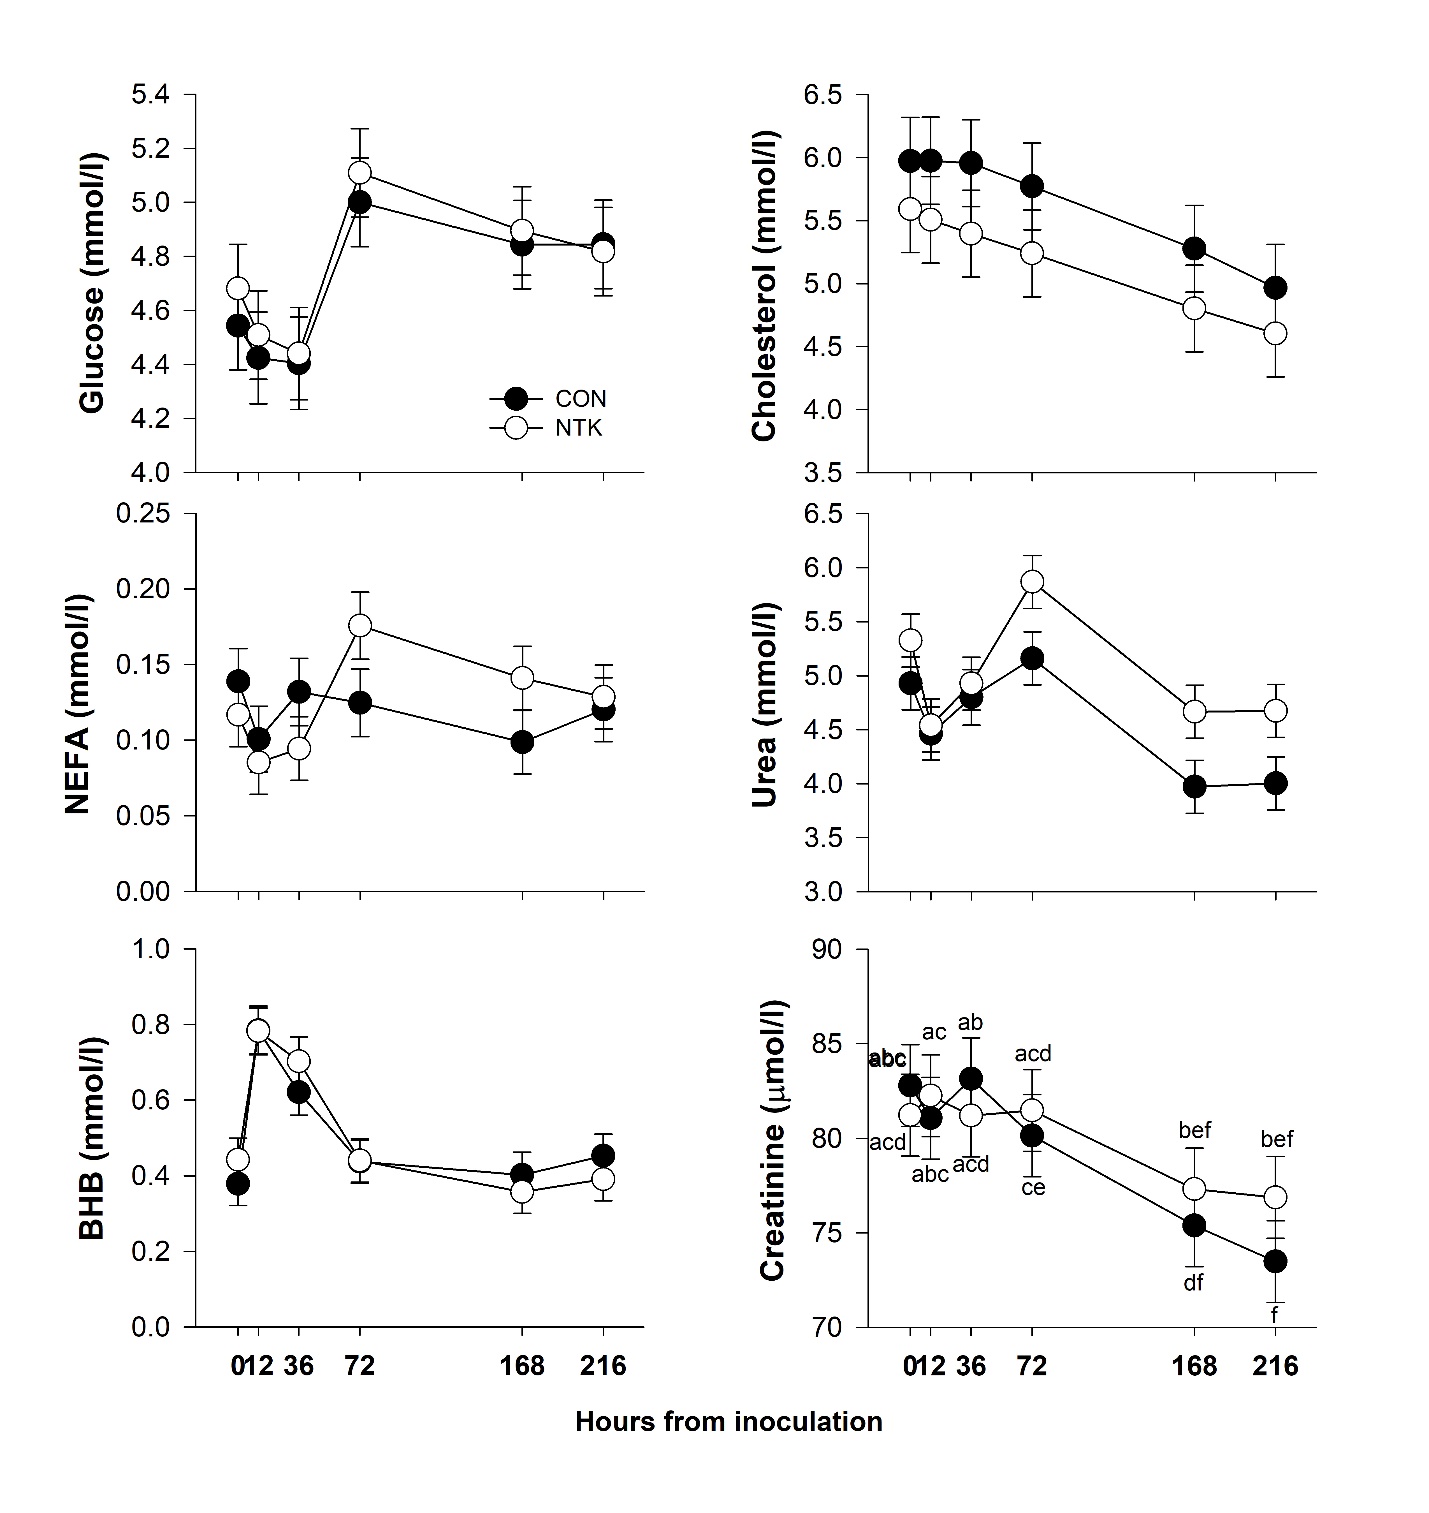

**Supplemental Figure 5.** Blood biomarkers of inflammation and acute phase response in cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) or fed a control diet (CON) subjected to an intramammary inflammation challenge with *Streptococcus uberis* after 45 d of supplementation. Different superscripts indicate significant difference (*P* < 0.05) between values and are reported when the interaction of treatment and time is significant (*P* < 0.05).

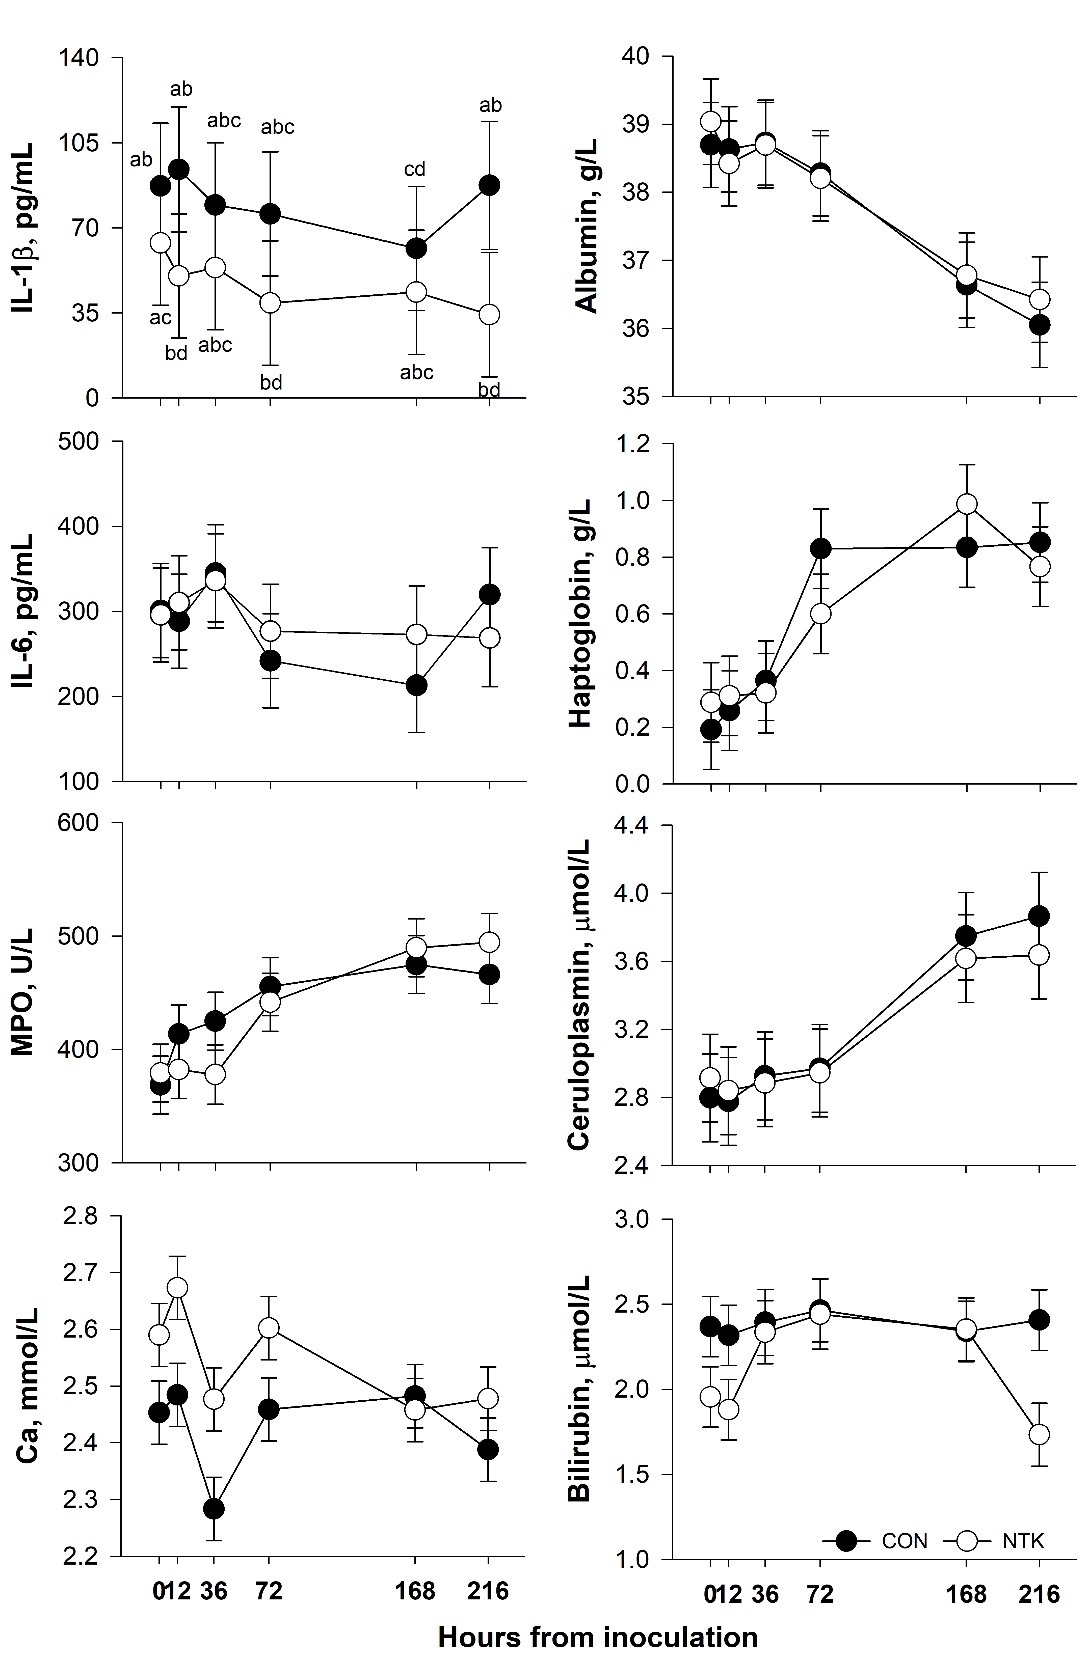

**Supplemental Figure 6.** Blood biomarkers of oxidative status in cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) or fed a control diet (CON) subjected to an intramammary inflammation challenge with *Streptococcus uberis* after 45 d of supplementation. Different superscripts indicate significant difference (*P* < 0.05) between values and are reported when the interaction of treatment and time is significant (*P* < 0.05).

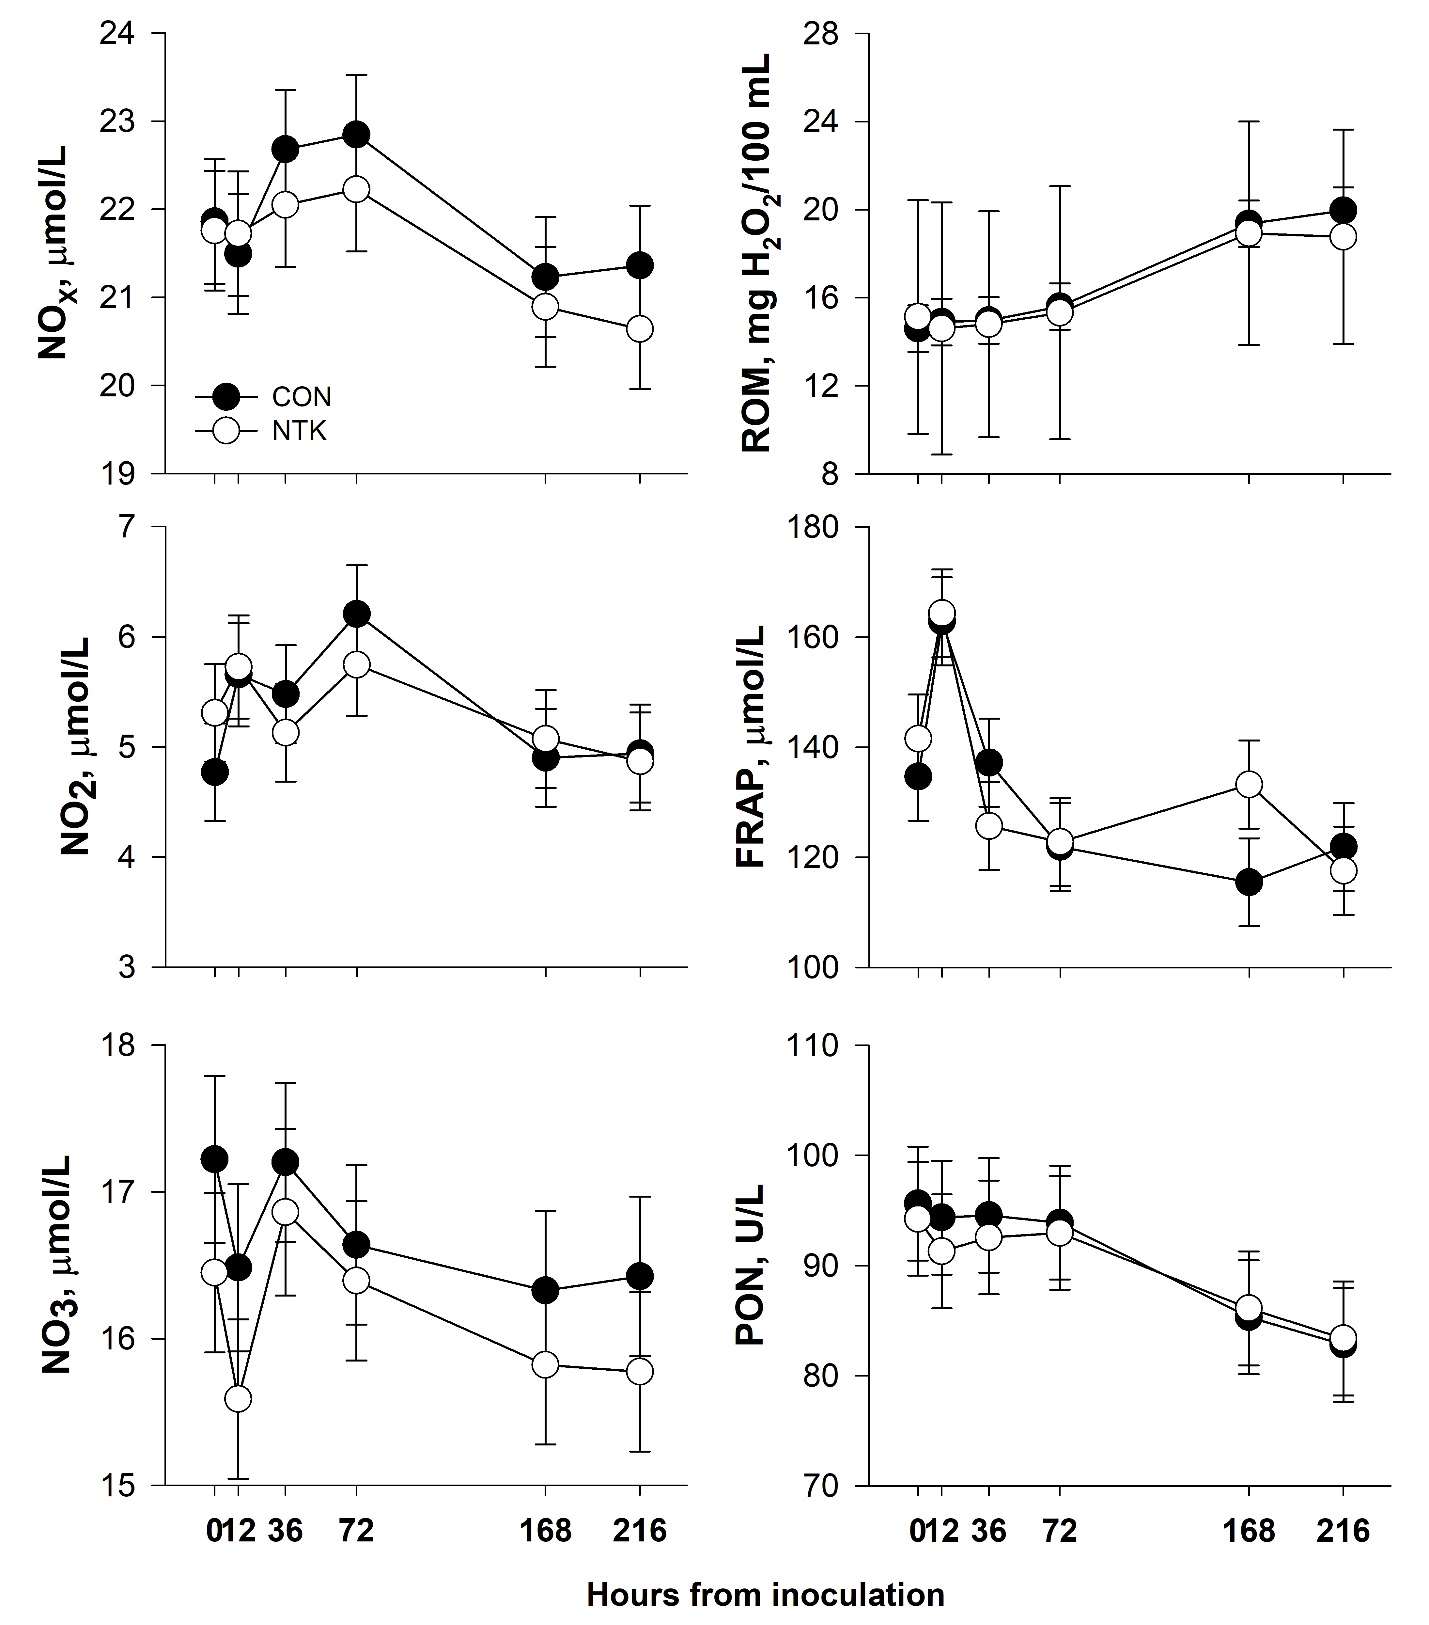

**Supplemental Figure 7.** Blood concentration of liver enzymes in cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) or fed a control diet (CON) subjected to an intramammary inflammation challenge with *Streptococcus uberis* after 45 d of supplementation.

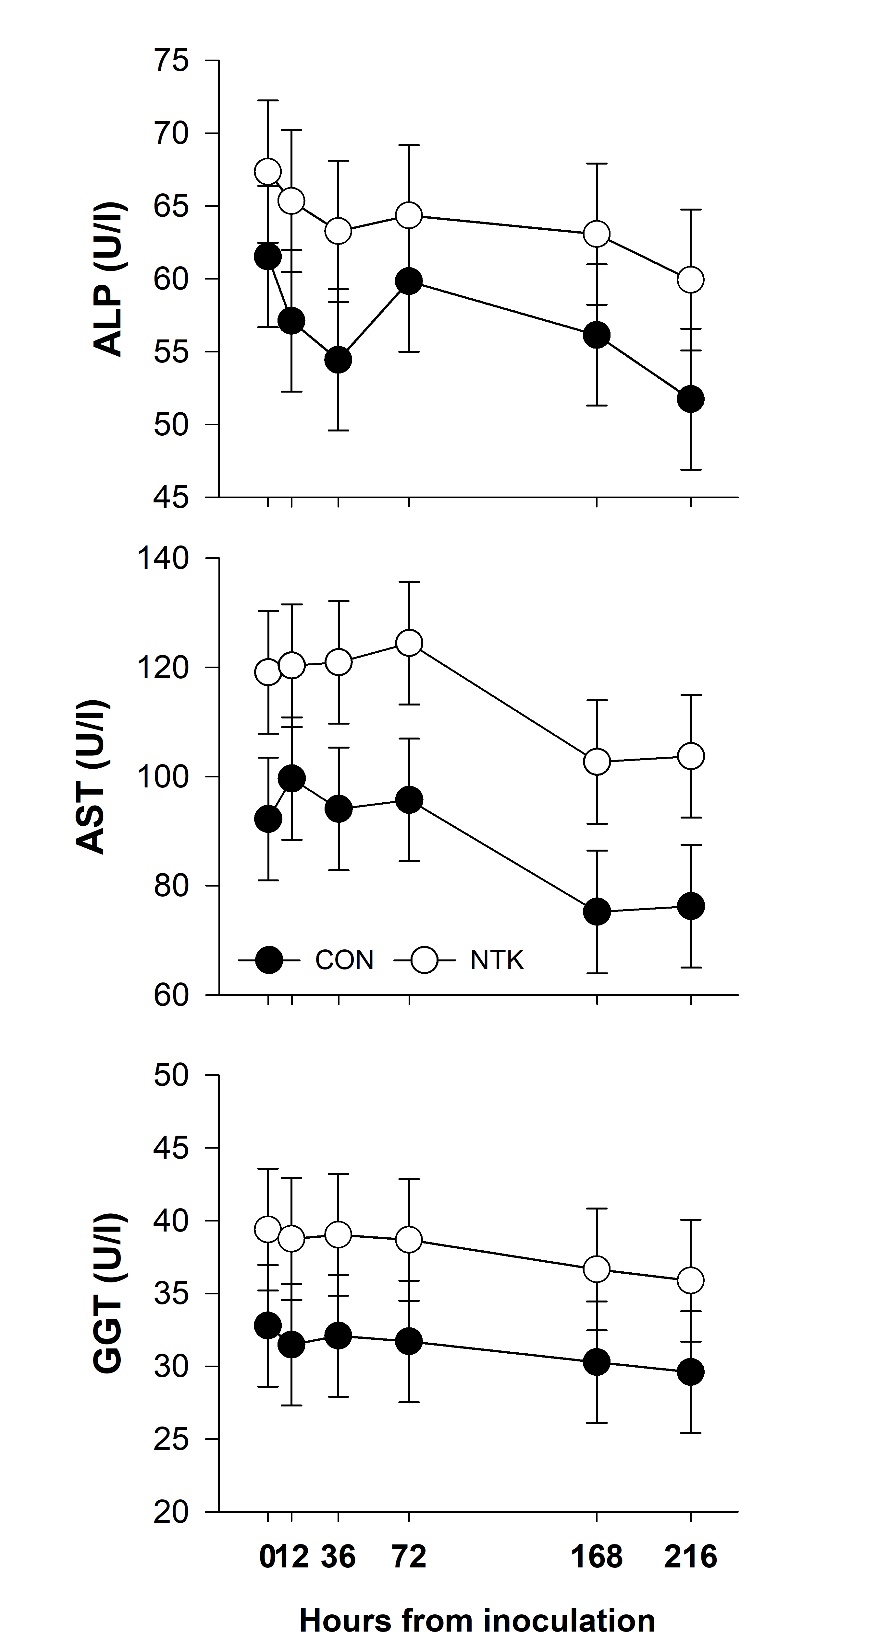

**Supplemental Figure 8.** Blood minerals concentration in cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) or fed a control diet (CON) subjected to an intramammary inflammation challenge with *Streptococcus uberis* after 45 d of supplementation.

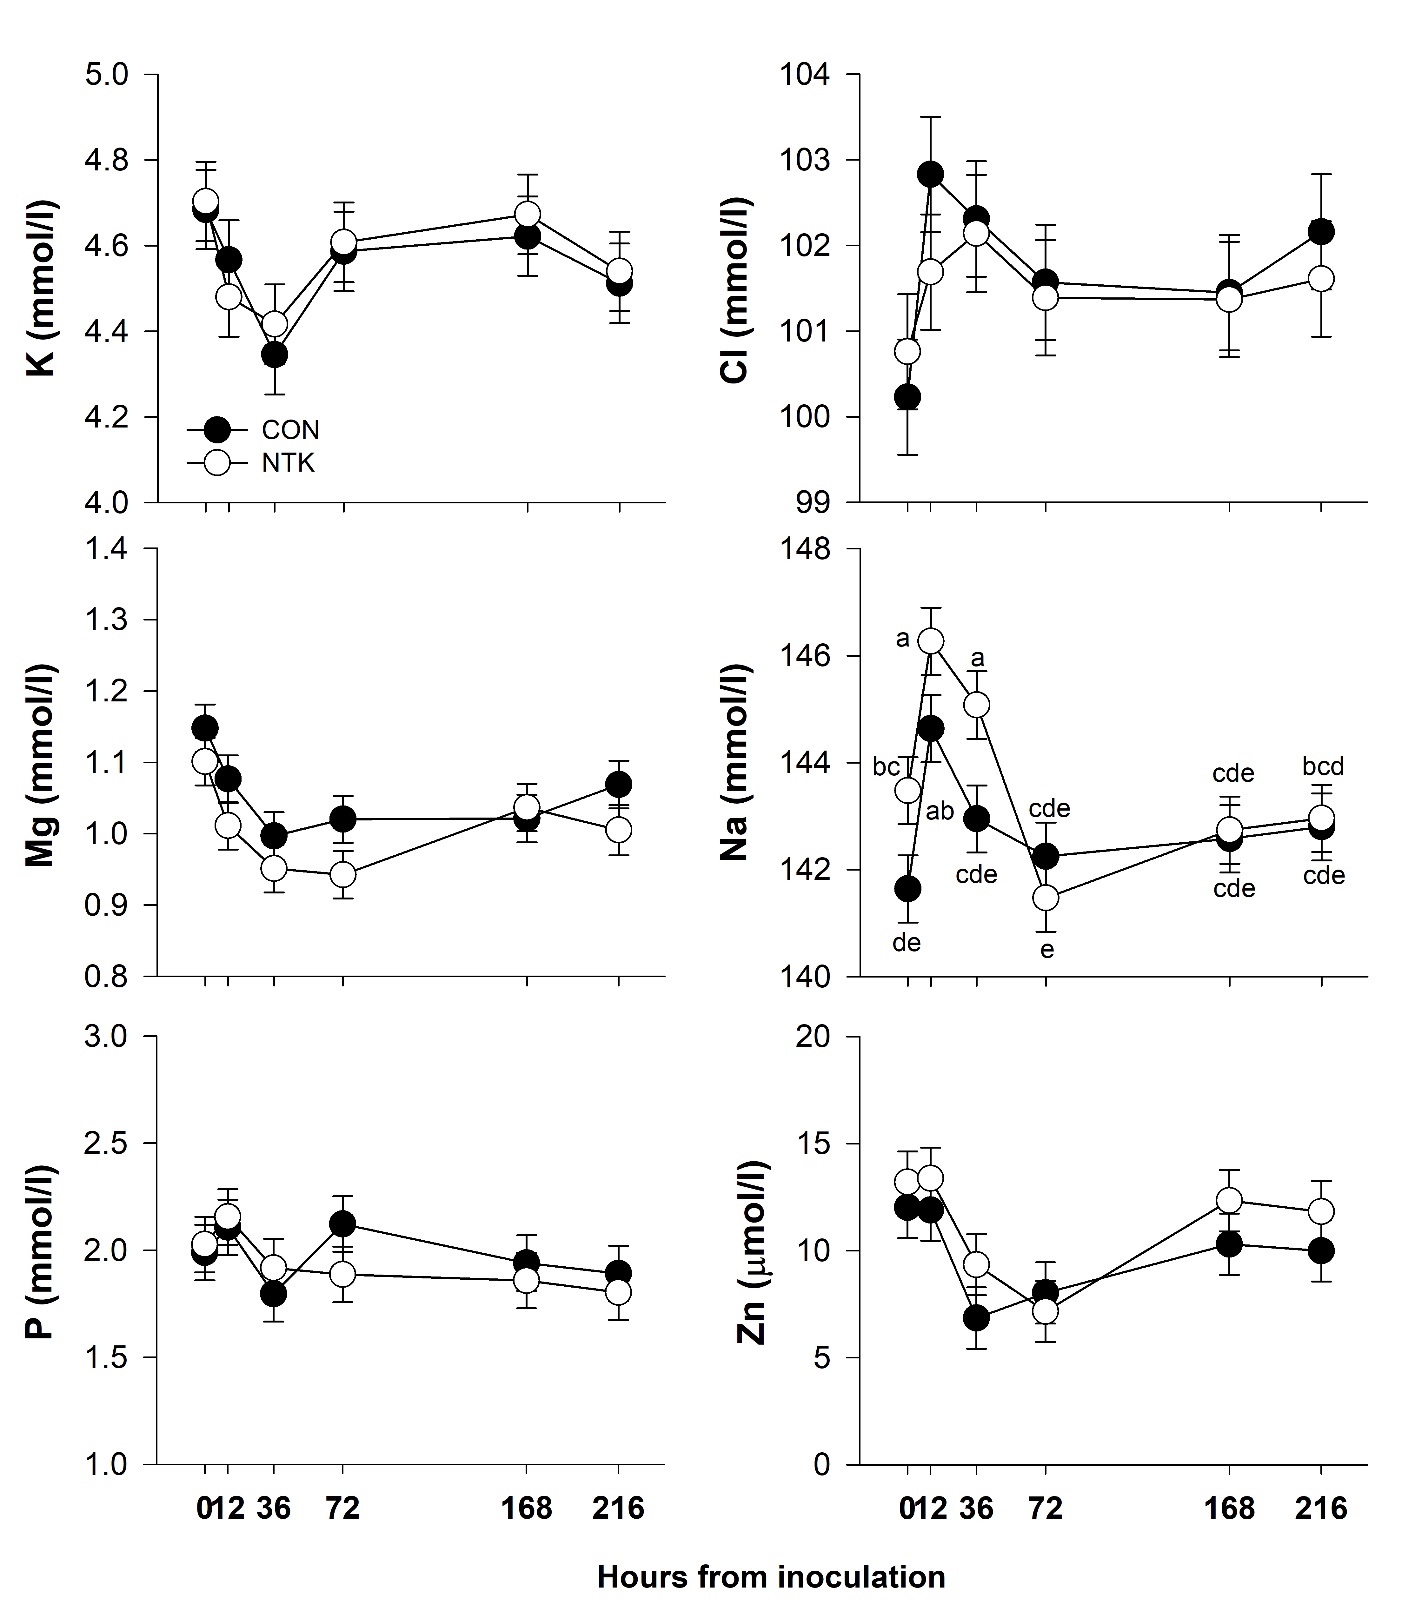

**Supplementary Figure 9.** Summary of the Dynamic impact analysis conducted on differentially expressed genes in liver and mammary gland tissue collected 36 h post mammary gland inoculation with *Streptococcus uberis* in dairy cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) compared to animals fed a control diet (CON). The impact (blue) represents the biological importance of the pathway, while the impact its direction of regulation. Positive flux (red) indicate upregulation, while negative flux (green) indicates downregulation of a pathway activity in the comparison NTK vs. CON.

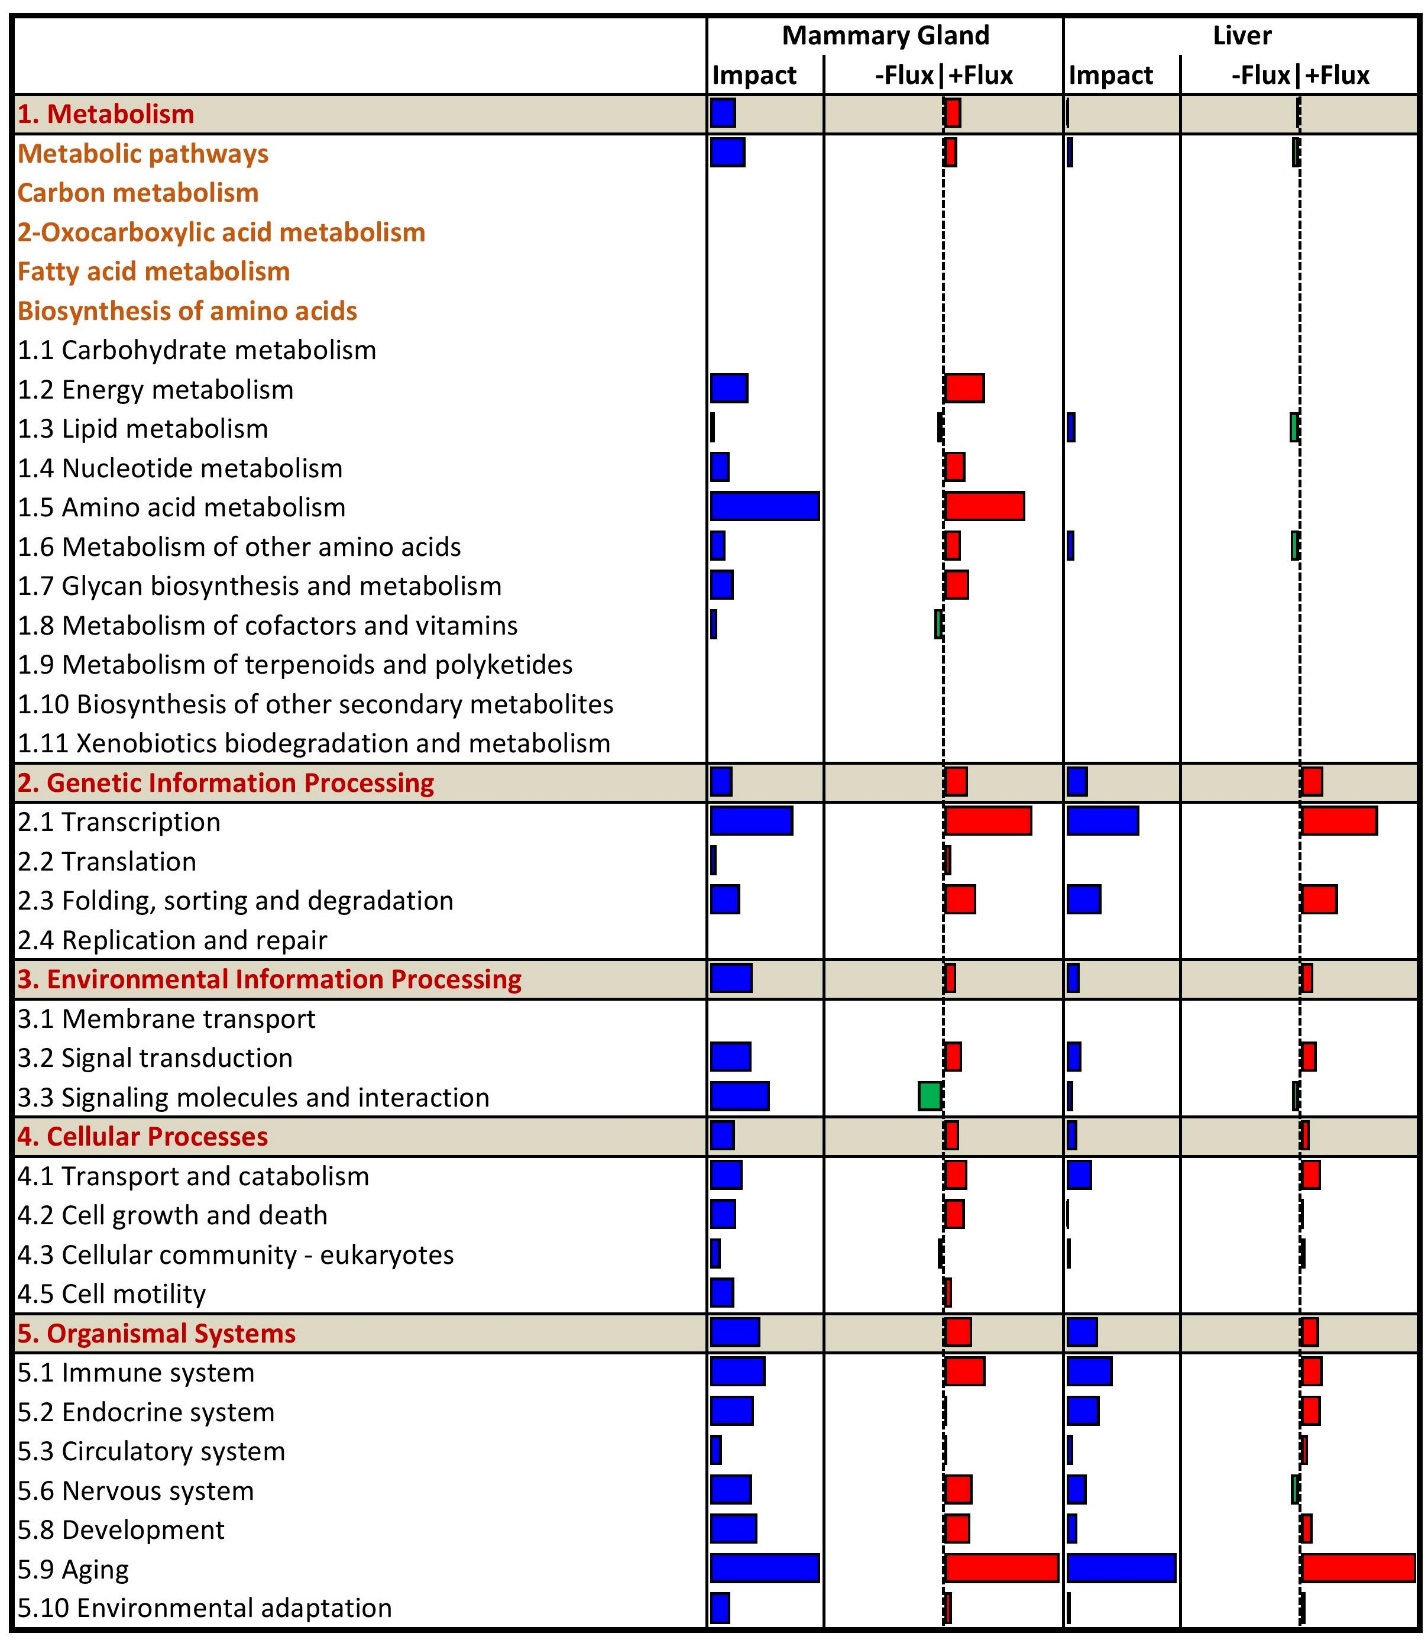

**Supplemental Figure 10.** Activity of pathway in liver tissue collected 36 h post mammary gland inoculation with *Streptococcus uberis* in dairy cows supplemented with a *Saccharomyces cerevisiae* fermentation product (NTK) compared to animals fed a control diet (CON). The impact (blue) represent the biological importance of the pathway, while the impact its direction of regulation. Positive flux (red) indicate upregulation, while negative flux (green) indicate downregulation of a pathway activity in the comparison NTK vs. CON.

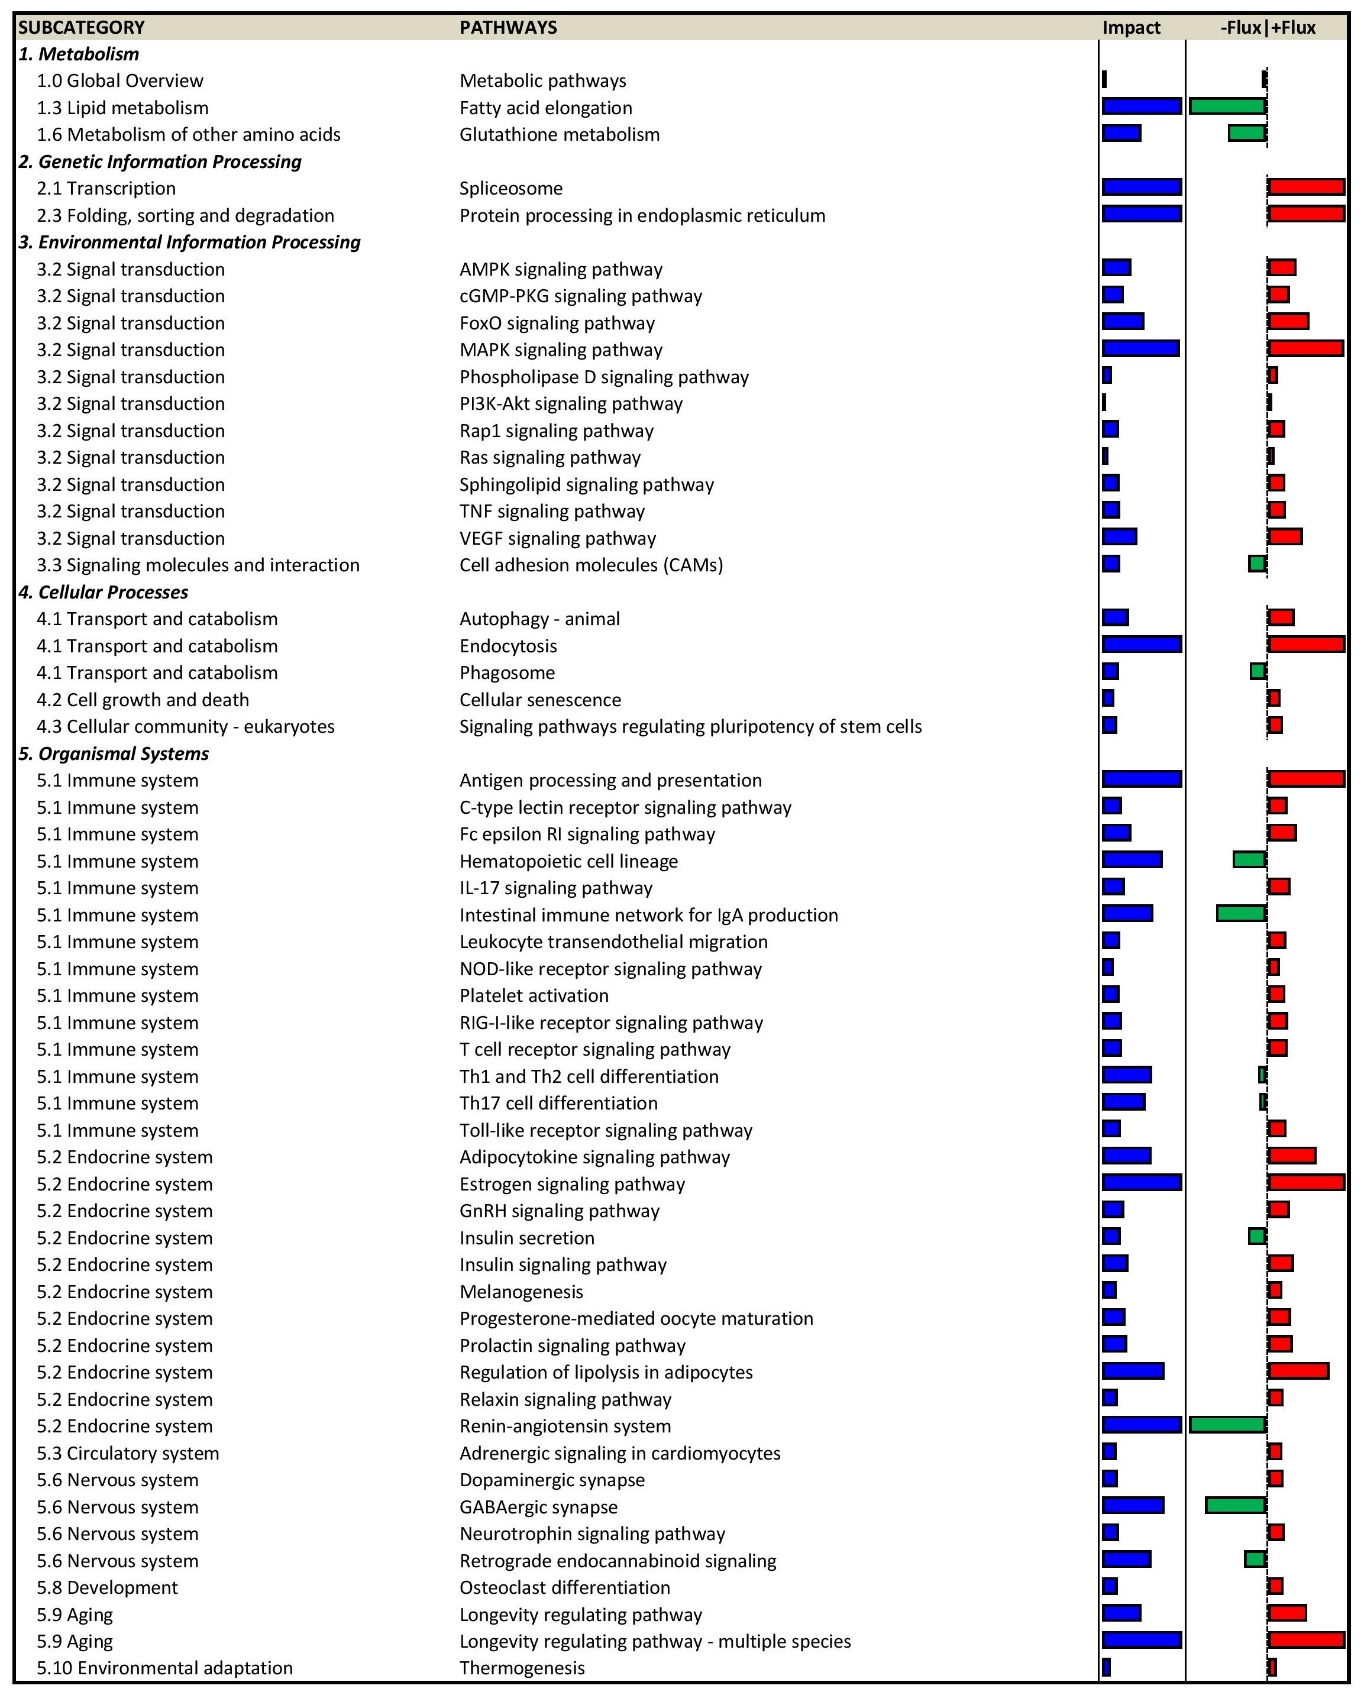

**Supplement:** Supplementary file 1 — Additional file 1. Provides detailed about diet composition (Suppl. Table 1), animal data prior to experiment (Suppl. Table 2), and complete results about the RNA-sequencing analysis, including sequencing and alignment performance (Suppl. Table 3), and full list of differentially expressed genes with relative fold-changes (Suppl. Tables 4, 5, and 6). Furthermore, it includes graphical representation of results reported only in tabular format in the main body: DMI as %BW (Suppl. Fig. 1), BW and BCS (Suppl. Fig. 2), milk composition (Suppl. Fig. 3), blood biomarkers of metabolic status, inflammation and APP, oxidative status, liver enzymes, and minerals (Suppl. Figs. 4, 5, 6, 7, and 8). Included are also the full results of liver DIA pathway analysis (Suppl. Fig. 10).

How the deposited data were processed for this re-analysis (not part of the article)

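The data covered RNA from 64 libraries of 16 Holstein cows, 8 fed CON and 8 fed NTK (19 g/d), each with a biopsy of the inoculated mammary gland and of the liver at 36 h and at 30 d post inoculation (experimental day 73), after a challenge with 2500 CFU of *Strep. uberis*. Samples were grouped by the diet, tissue, time and cow in their labels, and 64 of 64 were mapped.

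The authors made stranded libraries, sequenced them as single-end reads, trimmed them, aligned them with STAR to UMD 3.1.1 and counted reads on exons per gene with featureCounts, in reverse-stranded mode by the header of the count files, and the deposited values are these raw counts with no normalization. Each library held whole numbers for 30336 genes. The reads themselves were not reprocessed. Gene positions came from the deposited counts. Gene names came from a table of a later bovine annotation, which matched 25105 genes by gene ID, and 5207 had no name in any source. No pair of libraries was identical (0 pairs), and the smallest chi-square per gene between any pair of libraries of a group, over genes with at least 20 counts, was 16.4 to 60.3.

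Counts were analysed per tissue with R 4.3.3 and edgeR 4.0.16. Genes with more than 1 CPM in at least 3 of the 32 libraries were kept, normalization was by TMM, and diet, time and their interaction were fitted by quasi-likelihood. Diet contrasts were tested at 36 h and 30 d, with the interaction and the change from 30 d to 36 h. The paper's thresholds (unadjusted *P* below 0.05, fold change above 1.5) were used beside Benjamini-Hochberg adjusted *P* values. The SE of a log2 fold change is its size over the square root of F. For single genes and gene lists, the log2 CPM (prior count 2) was averaged per diet and compared by a two-sided exact permutation test over 12870 splits. Correlations used 100000 resamples, and exact enumeration within a diet. Gene lists were also tested with camera (preset correlation 0.01) and fry in limma 3.58.1. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 did the rest.

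Folds against a group with 0 counts are lower bounds against a floor of 3 counts over the group. Ratios against 1 to 3 counts carry a 95% exact binomial interval. Floors and intervals cover counting error only, as reads without molecular identifiers are not independent molecules. Total counts per library, 11913443 to 23571001 in CON and 13209082 to 23662456 in NTK cows, put a single count at less than 0.1 CPM. Counting error was not compared with the spread between cows over the genes.

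The lists of genes were those of the paper's heat shock genes, other heat shock genes, all HSP and DNAJ genes, acute phase, infection response, serpin, tight junction, glutathione, eicosanoid and milk protein genes, and markers of leukocytes, neutrophils, monocytes and macrophages, T and NK cells, B and plasma cells, milk-secreting epithelium, fibroblasts, endothelium, adipocytes, keratinocytes, erythrocytes and skeletal muscle. These lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. Lists of hepatocyte and immediate early genes were written later. Camera and fry on the paper's heat shock, other heat shock, infection response and milk protein lists were also added later. Their *P* values were adjusted among these lists alone, apart from the planned ones. By the naming rule, the genes named are those of the paper's Results and Discussion, those of Suppl. Table 7, the 3 largest fold changes in each direction in the paper's list of each tissue, the serpin, heat shock and arachidonic acid genes of those lists, and the 3 genes with the lowest *P* in each direction per tissue and time. The paper's own fold changes had been seen when the rule was written. It took *CYP4F2* and *HPGD* as the arachidonic acid genes, without pathway annotation. A gene chosen by this rule is not reported here.

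Alternatives were the likelihood ratio test, DESeq2 1.42.0, limma voom, RLE size factors, no filter on low counts (at least 1 count in all), a robust fit, a fit of one time alone, cow as a random or fixed block, a fold change threshold of 2, a prior count of 0.5, medians over genes, and each cow left out. The numbers pair the libraries because the same animal gave them. Deviations from the group means at 36 h and 30 d correlated with a median r of 0.24 in the mammary gland (above 0.1 in 14 of 16 cows) and 0.19 in the liver (9 of 16 cows). Added after the data were seen were leaving out 3 liver libraries that matched another cow, medians over cows, lists of genes with cows or these libraries left out, and keeping the genes of the full filter where a gene fell below it without a cow. Identity of the cow was checked on the 150 genes that differed most steadily between cows, chosen from 2721.

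The fit was tested on simulated data with 200 changed genes among those of each tissue. A change of 1 on the log2 scale was called at an adjusted *P* below 0.05 for 53% of the genes in the mammary gland and 41% in the liver, and a change of 2 for 93% and 89%. At the paper's thresholds, 426 and 438 unchanged genes passed, against 226 and 238 of all genes in the real data. The simulated counts were drawn independently for each gene, and only genes with a mean above 1 CPM were changed. The simulation thus differs from the data, and the percentages of changes called may be too high for them.

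The paper's pathway analysis was not repeated, as it rests on pathway annotation outside the count data. The inoculation batches are not named in the labels. Libraries were pooled by tissue, so that the tissues were not compared with each other by level, except for hepatocyte genes. Their level in a mammary gland library was given as a percentage of that in liver, across separate pools.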

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

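In this part, the tests of liver RNA, of an immediate early response, of normalization and of large genes were chosen after the result was seen, and the test of the change with time against other splits likewise. A cow was taken as apart where its gap to the nearest cow of its group was a larger part of the range of the 8 cows than Dixon's 95% critical value. Of 148 groups tested, 20 had such a cow, and 7 are expected by chance at 1 in 20. Cow 9227 was apart in 4 groups, cow 1416 in 3 and cow 609 in 3.

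In the mammary gland at 36 h, NTK cow 9227 was far above the other NTK cows in log2 CPM of *ATP4A* (gap 0.696 of the range), *DNAJB13* (0.738), *MT3* (0.534) and *SERPINA5* (0.527). Without this cow, the log2 fold change was 1.15 for *ATP4A*, -0.40 for *DNAJB13*, 1.94 for *MT3* and 0.15 for *SERPINA5*. NTK cow 1416 was highest for *DNAJB1* (0.528) and *ZFAND2A* (0.541) and lowest for *CYSLTR2* (0.549), and without it the log2 fold changes of *DNAJB1* and *ZFAND2A* were 0.34 and 0.38. NTK cow 123 was highest for *CATHL4* (0.53). CON cow 8923 was highest for *LRP2* (0.794), whose log2 fold change was -0.93 without it.

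For *ELAVL3* and *ITPRID1* in CON mammary gland at 36 h, the gap was the whole range (1) because 1 cow held the single count of the group, CON cow 844 and CON cow 9035. Such a gap at the floor carries no information on the cow.

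*GABRR2* in the liver at 36 h was far higher in CON cow 9238 than in the other CON cows (0.902) and in NTK cow 9279 than in the other NTK cows (0.5263). Without cow 9238, its log2 fold change went from -3.88 to 1.93. *LOC101904573* was highest in CON cow 9035 (0.694), without which the log2 fold change was -2.51. *HSPA8* was lowest in CON cow 8 (0.56).

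In the CON mammary gland at 30 d, cow 609 was far above the other CON cows for *ALB* (0.764) and *FGB* (0.833). Without it, the log2 fold changes of NTK over CON were -0.56 and -0.55, against -8.96 and -5.65 with all cows. Liver RNA in this library is a candidate explanation. Of 11 hepatocyte genes tested in the mammary gland, 9 were highest in this library among the 32 of the tissue, and all 11 were highest among the 16 of that time. Their median level was 1.87% of that in liver at 30 d (lower and upper quartiles 1.36 and 3.68%). Whether it entered at the biopsy, in the laboratory or by index exchange stays open. Expression by the gland was not tested.

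In the NTK liver at 30 d, *FOSB* was far higher in cow 9014 (0.755), and *LOC101902852* was highest in CON cow 8 (0.701). The fitted difference of *FOSB* was 6.80 on the log2 scale, and 0.95 without cow 9014. An immediate early response in that biopsy may account for *FOSB*. Of 11 immediate early genes, 7 were highest in this library among the 32, with a median of 4.03 on the log2 scale above the other libraries. Whether it arose in the cow or in handling the tissue stays open.

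The paper reports the diets at 36 h and not the change with time. From 30 d to 36 h post inoculation, 3754 genes in the mammary gland (2009 higher, 1745 lower at 36 h) and 1036 in the liver (867 higher, 169 lower) passed an adjusted *P* of 0.05 and a fold change of 1.5. Of 100 exchanges of the times within cows, 1 in the mammary gland and 4 in the liver, the real one included, gave as many, so that chance can be excluded in the mammary gland. In the liver, an exchange gave up to 1426 genes, and with the dependence on single cows given below chance is not clearly excluded. Whether a wrong scale adds to these counts cannot be told apart. TMM centres the changes, so that genes go both ways (1745 lower in the mammary gland, 169 in the liver) under a wrong scale too, and RLE size factors (3732 and 1070 genes) rest on the same assumption and moved little. The 10 largest genes took a median of 46.4% of the counts at 36 h in the mammary gland and 23.6% in the liver, with ranges that overlap those at 30 d (medians 11.4% and 20.1%), and whether their share shaped the change cannot be told apart from the change itself. In the liver, the count depended on single cows and on the block (0 genes with cow as a fixed block, and 0 without CON cow 844, CON cow 8909, NTK cow 1416 or NTK cow 9279). Infection, stage of lactation and the sequence of biopsies all differ between the times and stay open.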

How the results depend on the processing

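Tests chosen after the result was seen are those that left out the 3 liver libraries matching another cow, that took medians over cows, and that kept the genes of the full filter when a cow was left out.

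The number of mammary gland genes past the paper's thresholds at 36 h (226) was 66 with limma voom, 67 with cow as a random block in limma voom, 83 with only the libraries of that time and 750 without a filter on low counts. The other settings gave 151 to 293. At 30 d (165), it was 838 without the filter and 101 with a fold change above 2. The liver count at 36 h (238) was 746 without the filter, 143 with only the libraries of that time and 101 with a fold change above 2. That at 30 d (228) was 85 with limma voom, 87 with the random block and 760 without the filter. Without the filter, more genes were tested. For the other settings, the cause was not tested.

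Genes at an adjusted *P* below 0.05 between the diets numbered 0 in edgeR's quasi-likelihood test in each tissue and time. The likelihood ratio test gave 2 in the mammary gland at 30 d and 5 in the liver at 30 d, DESeq2 gave 1 in the liver at 36 h and 2 in the liver at 30 d, and cow as a fixed block gave 1 for the interaction of diet and time in the mammary gland. The cause was not tested. By the quasi-likelihood test, the counts were 0 with any cow left out too, and the other tests were not run in that way.

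For the change with time in the liver (1036 genes), limma voom gave 537, cow as a fixed block 0, and leaving out the 3 libraries that matched another cow 588. The mammary gland count (3754) was 3732 to 4237 over the settings.

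The overlap of the tissues (14 genes) was 9 with a fold change above 2. Of the gene family tests at 36 h, 10 were called by camera and 0 by fry. Some of the 10 are of lists added later, which were adjusted among themselves alone. Camera compares a list with the other genes, while fry tests the list by itself and takes the correlation between genes from the data.

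With each cow left out in turn, the mammary gland count at 36 h was 162 (without CON cow 9247) to 616 (CON cow 844), with 390 without CON cow 609, and at 30 d 133 (CON cow 8923) to 313 (CON cow 844). The liver count at 36 h was 132 (NTK cow 9279) to 904 (CON cow 844), with 150 without NTK cow 1416, 385 without CON cow 8, 430 without CON cow 8909, 493 without NTK cow 89, 534 without NTK cow 9014 and 482 without NTK cow 9227. The change with time in the liver was 0 (CON cow 844, and also without CON cow 8909, NTK cow 1416 or NTK cow 9279) to 1934 (NTK cow 9014), with 460 without NTK cow 8788.

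The mean log2 difference of the paper's heat shock genes at 36 h kept its direction in both tissues. In the mammary gland (0.67), it was 0.26 to 0.79 with each cow left out and 0.09 between the medians of the diets. In the liver (1.00), it was 0.59 to 1.21 and 0.23. At 30 d, differences near 0 changed sign. With the median over the genes, that of the paper's heat shock genes in the mammary gland was -0.072, and those of the other heat shock genes were -0.024 in the mammary gland and -0.129 in the liver. Leaving out the unmatched libraries gave -0.002 for the last. With each cow left out, they were -0.026 to 0.103, 0.052 to 0.121 and -0.046 to 0.125. The correlation of the tissues (r 0.88) was 0.55 within CON and 0.20 without cows 1416 and 9279.

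Of 64 values of named genes, 5 changed direction in some setting and 1469 of 1477 values under other settings kept it. *GABRR2* in the liver at 36 h (-3.88) was 2.01 with DESeq2, 0.24 with limma voom, 0.23 with the random block and 1.93 without CON cow 9238 (-4.39 to 1.93 over the cows). DESeq2 gave -0.216 for *HSPA6* in the liver and -0.009 for *BAG3* in the mammary gland. It replaced outlying counts of both. *DNAJB13* was -0.403 (without NTK cow 9227) to 2.56 (CON cow 8923), and *NOS2* -0.146 (NTK cow 1416) to 2.49 (CON cow 609). For 17 of the 64 values, the gene fell below the filter without some cow, in 40 cases, often the cow with the highest level. A range over the cows that left these cases out would have been too narrow, as for *MT3*, whose lowest value was 4.37 over the other cows and 1.94 without cow 9227. Depth limits *CATHL4*, *STS*, *ATP4A*, *ITPRID1* and *ELAVL3*, which rest on few counts.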

Differences from the paper's values

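No test in this part was chosen after the result was seen.

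In the mammary gland at 36 h, 226 genes passed the paper's thresholds here, against the paper's 150. Among the alternatives set before the data were examined, the robust fit (225) and a fold change above 2 (151) came within 1.5 times of it, as did leaving out CON cow 8 (215), 8923 (179), 9035 (215), 9238 (177) or 9247 (162) or NTK cow 123 (208), 1416 (163), 8950 (210) or 9279 (201). The others did not. Lower in NTK cows were 78 genes, against the paper's 42 in its text and the paper's 48 in its supplementary table. Both were met by limma voom (32), the libraries of that time alone (39), a fold change above 2 (49) and leaving out CON cow 8923 (60) or 9247 (54) or NTK cow 123 (61) or 1416 (57). The random block (31) met the value of the text, and leaving out CON cow 9238 (66) or NTK cow 8950 (70) or 9279 (69) met that of the table. The other alternatives met neither. With a fold change above 2, 102 genes were higher in NTK cows. The 151 genes at this cutoff held all 150 genes of the paper's lists, whose smallest fold change is 2.03. The paper's mammary gland lists therefore match a cutoff of 2 and not the stated 1.5. For the other alternatives, only the counts were compared.

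In the liver at 36 h, 238 genes passed, against the paper's 50, with 155 higher, against the paper's 28, and 83 lower, against the paper's 22. No alternative set before the data were examined brought any of these within 1.5 times. Of the 238 genes, 198 are not in the paper's list.

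Shared by the tissues were 14 genes, against the paper's 8. A fold change above 2 gave 9, which did not differ, and the 8 were among them.

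The liver fold change of *LOC100337081* was -1.38, against the paper's 7.61, and no alternative closed this. That of *RRAD* was 4.99, against the paper's 2.82. Limma voom (4.62), the random block (4.63) and leaving out CON cow 609 (4.46), 8923 (4.59), 9035 (4.56), 9238 (4.66) or 9247 (4.40) or NTK cow 1416 (4.65) or 8788 (3.72) brought it within the error, and the others did not. That of *FAM19A3* was 1.34, against the paper's 2.13. Leaving out CON cow 8923 (1.47) or 9035 (1.49) or NTK cow 123 (1.46), 8788 (1.43) or 89 (1.42) brought it within the error, and the others did not.

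The paper describes upregulation of glutathione metabolism and of the tight junction pathway, by a pathway score that was not computed here. Over the lists used here, the mean log2 CPM differed by 0.02 and -0.03.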

Other observations

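In this part, the tests of cow identity, of the same cows in both tissues, of depth, of the count of keratinocyte genes, of lists with libraries left out, and of the overlap, the genes at an adjusted *P* below 0.05 and the interaction against other splits were chosen after the result was seen. Tests of a standing effect of the diet, of few cows, of *BOLA-DQB*, of leukocytes and of the counts past the paper's thresholds against other splits were planned.

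Other splits of the 16 cows into groups of 8 gave counts past the paper's thresholds as large as the diets did in 92 of 100 splits in the mammary gland at 36 h (median 488), 64 of 100 in the liver at 36 h (median 318), 88 of 100 in the mammary gland at 30 d (median 278) and 71 of 100 in the liver at 30 d (median 286), the real split included. The overlap of the tissues was as large in 67 of 100 splits (median 21). Chance cannot be excluded for any of these counts. For genes at an adjusted *P* below 0.05 between the diets and for the interaction, the real count by edgeR was 0, so that 100 of 100 splits are as large by construction and nothing is tested.

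The paper does not report the diets at 30 d. By edgeR, 165 mammary gland genes passed the paper's thresholds (72 higher, 93 lower in NTK cows) and 298 (1.9%) an unadjusted *P* of 0.05, and 0 an adjusted *P* of 0.05 (smallest 0.17), as with DESeq2 and limma voom. In the liver, 228 passed (131 higher, 97 lower), with 285 (2.0%) at an unadjusted *P* below 0.05 and 0 adjusted (smallest 0.227). The likelihood ratio test gave *ALB* (log2 fold change -8.89) and *FGB* (-5.65) in the mammary gland, both of which CON cow 609 carried. In the liver, it gave *FOSB* (6.83), *EMP1* (3.07), *CXCR1* (3.12), *EGR1* (3.90) and *FOS* (4.55), and DESeq2 gave *EMP1* (3.09) and *CXCR1* (3.13). *EGR1* and *FOS* were named after their values were seen. With NTK cow 9014 left out, *CXCR1* was 1.22, and *EMP1* was 2.13 without NTK cow 8950 and 1.71 with limma voom. In the mammary gland, *FAM177B* was at 1.54 ± 1.75 CPM in NTK cows and 0.212 ± 0.154 CPM in CON (log2 fold change 2.83, SE 0.64, exact permutation *P* = 0.00249, and 2.23 without NTK cow 9227), and *GUSB* and *MRPL45* had log2 fold changes of 0.61 (SE 0.20) and 0.39 (SE 0.13). In the liver, *GABRR2* was at -5.53, and -3.59 without CON cow 9238. An unnamed gene (gene ID 104975123) was at -4.56 (-3.38 without CON cow 8909, -5.26 without NTK cow 8950) and *LOC101902852* at -4.29, which was -1.40 without CON cow 8.

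The interaction of diet and time gave 0 genes at an adjusted *P* below 0.05 by edgeR in both tissues (smallest 1.0 in the mammary gland, 0.985 in the liver), with 186 (1.2%) and 285 (2.0%) at an unadjusted *P* below 0.05. With cow as a fixed block, *AMBP* was called in the mammary gland (log2 8.68), a gene of the hepatocyte list named after its value was seen.

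The paper proposes a priming effect of the diet. In the mammary gland at 30 d, the paper's heat shock genes differed by 0.03 (SE 0.12, exact permutation *P* = 0.775), and in the liver by 0.42 (SE 0.29, exact permutation *P* = 0.17). With each cow left out, the liver value at 30 d was 0.23 (without NTK cow 9014) to 0.54 (without NTK cow 123). The difference between the times of the diet difference was 0.64 in the mammary gland (exact permutation *P* = 0.241) and 0.58 in the liver (exact permutation *P* = 0.45). The values cannot be told apart from either a standing or a passing effect, since the spread between cows at 36 h exceeded the differences.

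A few cows carried the heat shock difference at 36 h. Without NTK cow 1416, the mean log2 difference in the mammary gland was 0.255 in place of 0.67. Of 23 named genes from the paper that were higher in NTK mammary gland, 16 were lowest, among the fits with a cow left out, without cow 1416 and 4 without cow 9227, and of 11 in the liver, 5 without cow 1416 and 5 without cow 9279. The same cows, 1416 and 9279, were highest in both tissues, also over the other heat shock list, which holds no gene of the paper's lists. If the tissues were separate, the same 2 of the NTK cows would be highest in both with a chance of 0.0357 (28 pairs), but this test came from the observation itself. The Pearson r between the tissues was 0.88 over the 16 cows (permutation *P* = 0.0014) and 0.89 within NTK cows (exact permutation *P* = 0.0283). For these 2 cows, on which r rests (0.20 without them), this argues against separate events in each tissue. By rank the evidence is weaker, with a Spearman rho of 0.55 (permutation *P* = 0.0293) over all cows. It was 0.43 (permutation *P* = 0.0967) with a prior count of 0.5, and 0.36 (exact permutation *P* = 0.389) within NTK cows. All 4 libraries of these cows lay inside the range of total counts of the others, which argues against depth. A response of these cows as a whole, to diet, infection or handling, may be the source and stays open. In the other heat shock list, the differences at 36 h were 0.36 in the mammary gland and 0.59 in the liver (SE 0.41, exact permutation *P* = 0.167). They were lowest without cow 1416 in the mammary gland (0.16) and without cow 9279 in the liver (0.38). The highest values were 0.47 without CON cow 609 and 0.79 without CON cow 844.

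Lower *BOLA-DQB* in NTK cows may reflect a fixed difference between animals. Its intraclass correlation over the times was 0.87 in the liver and 0.64 in the mammary gland. Deviations from the group means, averaged over the times of a cow, correlated between the tissues with r 0.92 (permutation *P* = 1e-05, the smallest that 100000 resamples give). A haplotype and reads that map poorly to it were not told apart. For *ELAVL3* (0.96 in the mammary gland, 0.58 in the liver), *PNMT* (0.83), *LOC107132468* (0.98), *ATP4A* (0.67), *ITPRID1* (0.51) and *GABRR2* (0.76 in the liver), the intraclass correlation was also high, unlike for *HSPA6* (0.04 and -0.14). Most cows have few or 0 counts of several of these genes, such as *ELAVL3* and *LOC107132468*, so that their values rest on a few cows. Over the genes past the paper's thresholds at 36 h, the median was 0.26 in the mammary gland, against 0.083 for all genes, and 0.141 in the liver, against 0.066. It exceeded 100.0% and 94.1% of 10000 random lists of the same size.

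*KRT1* and *SBSN*, in the paper's list, were highest in NTK cow 9227 at 36 h, with 264 and 540 counts. If skin or teat canal keratinocytes had been in this biopsy, their other abundant genes would be high. Of 13 others of the list, 6 had more counts in this library than in any other of that time: *CALML5* (207, median of the others 20), *DMKN* (14, median 1), *KRT77* (6, median 0), *LOR* (7, median 0), *KRT5* (12373, median 3960) and *KRT14* (1778, median 308). The other 7 did not, among them *KRT10* (19, median 23), and *KRT2*, *KRTDAP* and *DSG1* were at or near 0 in all cows. These counts were not scaled to the library. By log2 CPM, 2 of the 4 genes tested besides *KRT1* and *SBSN* were highest in this library among the 16 of that time. As the genes go both ways and several are near 0, keratinocytes cannot be told apart from expression by the gland. Levels stayed with the cow (intraclass correlation 0.79 for *KRT1* and 0.72 for *SBSN*). Of the 15 genes of this list, 6 are tested in the mammary gland and 2 come from the paper's list.

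More leukocytes in the NTK biopsies would raise *CATHL4*, *NOS2*, *TNF* and *CSF3*. The general leukocyte list differed by 0.25 (SE 0.31) at 36 h, too little against its spread to tell. At 30 d, it differed by 0.27 in the mammary gland (exact permutation *P* = 0.0715).

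Of 64 libraries, 61 matched their own cow on the 150 genes that differed most steadily between cows, and 4 would by chance. The median r with the own cow was 0.78. The 36 h liver library of CON cow 609 matched NTK cow 8788 (r 0.80, own 0.01), and that of cow 8788 matched cow 609 (0.66, own 0.00). The 30 d liver library of NTK cow 9279 matched CON cow 9035 (0.69, own -0.13). A second set of 350 genes matched the same cows, with r 0.49 for the library of cow 609 and 0.32 for that of cow 9279, although it matched only 47 of the 64 libraries to their own cow. A mislabelled sample is a candidate explanation for each. All 20 of 20 exchanges made on purpose were found. The 30 d libraries of cows 9279 and 9035 had a chi-square per gene of 143.5, above the median of 118.6 over 120 pairs, so that they are not copies of one library. Labels were kept in every result, and no result was computed with the labels of cows 609 and 8788 exchanged.

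For the other lists, differences of the mean log2 CPM between NTK and CON at 36 h in the mammary gland were 0.14 (T and NK cells), 0.34 (B and plasma cells), 0.82 (infection response), 0.53 (acute phase), -0.21 (adipocytes), -0.11 (endothelium), -0.34 (fibroblasts), 0.29 (keratinocytes), -0.23 (milk-secreting epithelium), -0.11 (milk protein) and 0.14 (all HSP and DNAJ genes), with exact permutation *P* values from 0.3 to 0.882. In the mammary gland, camera called the lists of the paper's heat shock genes, other heat shock genes, all HSP and DNAJ genes and infection response. In the liver, it called these, acute phase and B and plasma cells, and fry called 0 of them in either tissue. The infection response was adjusted among the lists added later alone, from unadjusted camera *P* values of 0.0182 (mammary gland) and 0.0363 (liver). Too few genes of the erythrocyte list (2 in the mammary gland, 1 in the liver) and of the skeletal muscle list (0) passed the filter for a test. In the liver at 36 h, the differences were -0.62 (B and plasma cells), 0.44 (neutrophils), 0.15 (serpins), -0.27 (tight junction), -0.06 (glutathione) and 0.12 (eicosanoids), and without the 2 libraries of that time that matched another cow -0.55, 0.32, 0.09, -0.16, 0.00 and 0.18. At 30 d in the liver, adipocyte and tight junction lists differed by 0.49 and 0.22 (exact permutation *P* = 0.0382 and 0.0497), unadjusted over 18 lists.

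The mean of the acute phase list in the liver was lower in NTK cows at 30 d. Its 14 fitted log2 fold changes averaged -1.47, with 0 of 14 higher in NTK cows and 6 past the paper's thresholds, and camera gave an adjusted *P* of 3.47e-06, against 0.76 by fry. The mean log2 CPM per cow differed by -0.74 (SE 0.63, exact permutation *P* = 0.254), while the medians were 9.24 in NTK and 9.05 in CON cows. CON cows 8, 609 and 8909 were highest, and the difference was -0.38 without CON cow 8 and -0.83 without the library of that time that matched another cow. For the interaction, camera gave 7.22e-07 and fry 0.528. At 30 d, camera also called the leukocyte, monocyte and macrophage, neutrophil and paper's heat shock lists in the liver and the monocyte and macrophage list in the mammary gland, all higher in NTK cows, and fry called 0 lists.

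The lists overlap. The paper's heat shock list shares 8 of 10 genes with others, the other heat shock list 8 of 14, all HSP and DNAJ genes 15 of 69, infection response 5 of 14, acute phase 4 of 14, hepatocytes 4 of 20, milk-secreting epithelium 6 of 11 and neutrophils 2 of 12. Of the hepatocyte genes, 11 of 20 passed the filter in the mammary gland. The paper picked 7 of its heat shock genes in the mammary gland and 9 in the liver from these libraries.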
